# The transcriptional response of cortical neurons to concussion reveals divergent fates after injury

**DOI:** 10.1038/s41467-025-56292-0

**Published:** 2025-01-27

**Authors:** Mor R. Alkaslasi, Eliza Y. H. Lloyd, Austin S. Gable, Hanna Silberberg, Hector E. Yarur, Valerie S. Tsai, Mira Sohn, Gennady Margolin, Hugo A. Tejeda, Claire E. Le Pichon

**Keywords:** Neurodegeneration, Stress and resilience

## Abstract

Traumatic brain injury (TBI) is a risk factor for neurodegeneration, however little is known about how this kind of injury alters neuron subtypes. In this study, we follow neuronal populations over time after a single mild TBI (mTBI) to assess long ranging consequences of injury at the level of single, transcriptionally defined neuronal classes. We find that the stress-responsive Activating Transcription Factor 3 (ATF3) defines a population of cortical neurons after mTBI. Using an inducible reporter linked to ATF3, we genetically mark these damaged cells to track them over time. We find that a population in layer V undergoes cell death acutely after injury, while another in layer II/III survives long term and remains electrically active. To investigate the mechanism controlling layer V neuron death, we genetically silenced candidate stress response pathways. We found that the axon injury responsive dual leucine zipper kinase (DLK) is required for the layer V neuron death. This work provides a rationale for targeting the DLK signaling pathway as a therapeutic intervention for traumatic brain injury. Beyond this, our approach to track neurons after a mild, subclinical injury can inform our understanding of neuronal susceptibility to repeated impacts.

## Abstract (web summary)

This work shows that concussion, even without symptoms, causes neuron death, with ATF3-expressing layer V cortical neurons more vulnerable than those in layer II/III. The authors investigate signaling pathways to target for treatment and find that DLK inhibition rescues vulnerable layer V neurons.

## Introduction

Close to half the population is expected to experience a mild traumatic brain injury (mTBI) at some point in their life^1^. A common form of mTBI is concussion, a brain injury caused by mechanical force and resulting in temporary neurological dysfunction. Although most people seemingly recover, for some the impact can lead to long-term damage. There is increasing evidence that repeated mTBI can cause chronic traumatic encephalopathy (CTE)^2^ and is a potential risk factor for other neurodegenerative disorders^3–5^. The primary insult of mTBI triggers a cascade of damage termed ‘secondary injury’ that involves multiple brain cell types and unfolds during the days and weeks following the impact^1^. Even if symptoms during this time can be relatively mild, it is during this chronic phase that neurons are thought to become more vulnerable to repeated injuries. Despite this, the typical treatment for mild TBI is limited to pain management and rest. It is therefore likely that neuroprotective treatments would be beneficial to stave off risk of permanent damage.

To develop effective treatments, we must first better understand the pathways initiated in particular neurons. Many studies to date have lacked the resolution to discern cell type-specific responses^6–8^. More recent work has examined the effect of injury on particular neuron types^9,10^. We reasoned that a detailed look at a model of single mild TBI would provide important insight into the nature and extent of neuronal injury immediately following a concussion. We previously generated a mouse line to track neurons that are transcriptionally responsive to peripheral nerve injury^11^ and wondered if it could be used to investigate mTBI.

Peripheral nerve injuries cause a transcriptional response in sensory neurons that is regulated by *Atf3* (activating transcription factor 3) and is essential for functional recovery^11,12^. In sensory neurons, *Atf3* is responsible for upregulating select regeneration-associated genes while repressing many other genes during the recovery process. We wondered whether a similar transcriptional response might occur in the brain after mTBI. Previous studies have observed neuronal *Atf3* activation following injury to the central nervous system. *Atf3* was reported to be activated in cortical neurons following TBI and in corticospinal neurons by axon transection depending on the proximity of the injury to the soma^13,14^. Studies in *Atf3*-deficient mice found worse outcomes following TBI and ischemia^15,16^, suggesting a protective role for *Atf3*, but did not distinguish between neuronal and glial activation of Atf3. We therefore hypothesized Atf3 would be activated in neurons after mTBI, but wondered how these neurons would compare to peripheral neurons in their ability to exhibit plasticity and recover.

Using genetic reporter mice, single nucleus RNA-sequencing, and slice electrophysiology, we performed a detailed characterization of the neurons that transcriptionally activate *Atf3* after mTBI. We demonstrate that several subclasses of cortical neurons engage the *Atf3* response, but that these undergo divergent fates (death vs survival) that are linked to their identities. We probe the role of multiple candidate pathways for their contribution to cortical neuron death after mTBI and find that dual leucine zipper kinase (DLK), an upstream regulator of *Atf3*, drives neuron death in layer V, highlighting it as a potential therapeutic target for mTBI. These results underscore a differential vulnerability of cortical neurons to mTBI and emphasize the importance of studying injury-induced pathology at the level of individual neuronal subtypes.

## Results

### Characterizing neurodegeneration in a closed skull model of mild TBI

To study mild TBI, we characterized a unilateral closed-skull injury model^17^ that provides a clinically relevant view of concussion injury and allowed us to accurately dissect the resulting pathological cascade. We used a controlled cortical impact injury wherein an impact was delivered directly to the surface of the skull at a specified depth and velocity. The impact was provided by a 3 mm diameter tip positioned over the mouse’s left sensorimotor cortex (Fig. 1a). Following this injury, mice presented with no overt long-term symptomology and no tissue loss, but did exhibit reproducible cortical astrogliosis in an area ~2 mm in diameter and confined to the ipsilateral cortex (Fig. 1b). This model resulted in a loss of righting reflex concordant with mild TBI (righting time < 15 min^18,19^, Fig. 1c), as well as a small yet consistent increase in the serum biomarker of neuron degeneration, neurofilament light^20^ (NfL, average 3-fold higher than baseline between 1 and 14 dpi, Fig. 1d).

**Fig. 1:**
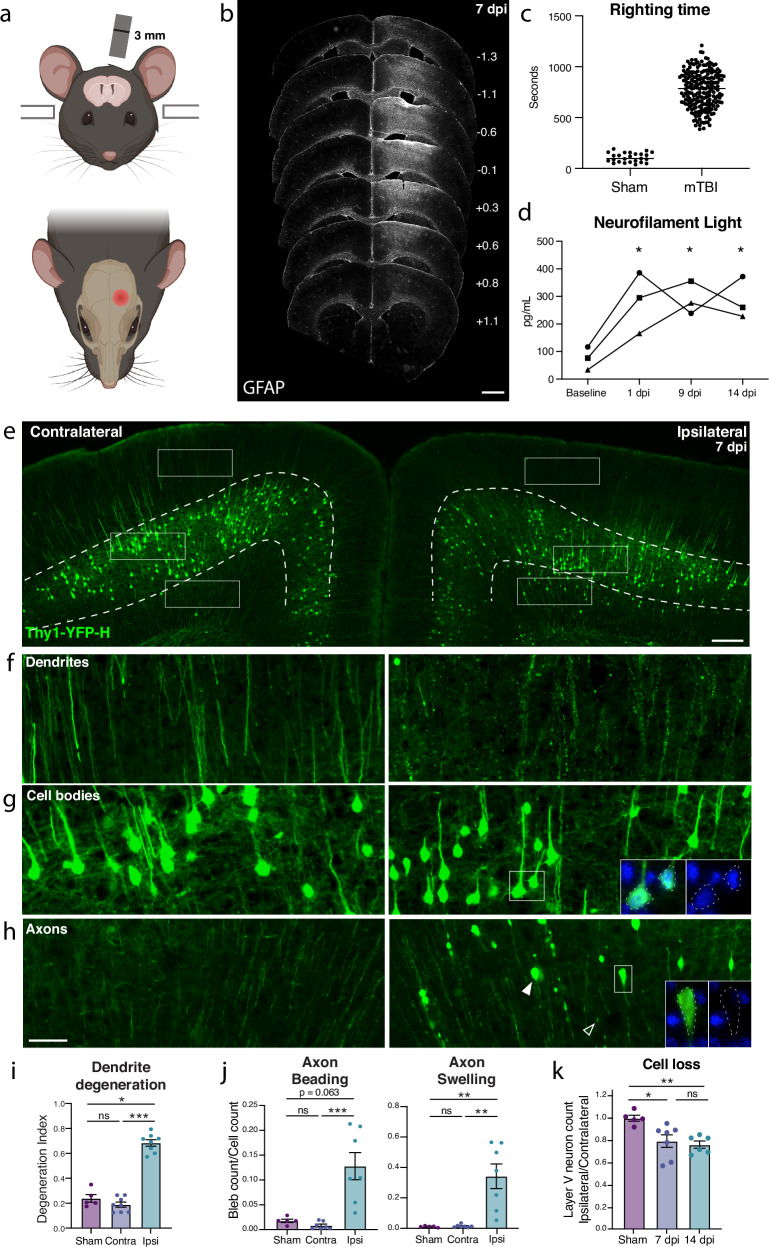
Closed-skull mTBI induces layer V neuron degeneration and death. **a** Schematic of injury model/location. Coronal view (top) shows tip positioned over left cortex. Horizontal view (bottom) shows impact site relative to bregma. **b** Example of extent of injury, representative of >50 samples in which immunostaining for neuroinflammation was performed. GFAP staining is shown across sections from anterior to posterior. Approximate mm from Bregma on the anterior-posterior axis shown on the right. **c** Quantification of righting times (time to wake from anesthesia) demonstrating loss of righting reflex in TBI animals consistent with mild TBI. *N* = 25 Sham, 218 mTBI. All wildtype mice in the study included, excluding any without accurately recorded righting times. **d** Longitudinal measurement of neurofilament light in serum of mTBI animals. Each shape and line represents measurements for one mouse and the average of two replicates per mouse for *n* = 3 mice. *p = 0.0421 (1 dpi), *p* = 0.0352 (9 dpi), and *p* = 0.0381 (14 dpi) by Tukey’s multiple comparisons test for each timepoint compared to baseline. **e** Low magnification image of ipsilateral and contralateral cortex in Thy1-YFP-h mice. Layer V is outlined. High magnification images of **f** dendrites, **g** cell bodies, and **h** axons in the contralateral and ipsilateral cortices. For ipsilateral cell bodies and axons, insets show DAPI expression in cell bodies, and lack of DAPI expression in axon swellings. **i** Quantification of dendrite degeneration at 7 dpi in sham (*n* = 5), contralateral (*n* = 8), and ipsilateral (*n* = 8, *p = 0.0302, ***p = 0.0007 by Kruskal–Wallis test). **j** Quantifications of axon beading (fragments with area < 10 μm^2^, ***p = 0.0009 by Kruskal–Wallis test) and axon swellings (fragments with area > 10 μm^2^, **p = 0.007 by Kruskal–Wallis test) at 7 dpi in sham (*n* = 5), contralateral (*n* = 7), and ipsilateral (*n* = 7). **k** Quantification of YFP+ neurons in ipsilateral compared to contralateral cortex in sham animals and at 7 (*n* = 7) and 14 (*n* = 6) dpi compared to sham (*n* = 5, *p = 0.0378, **p = 0.0073 by Kruskal–Wallis test). For **i**–**k** points represent the average of 3–4 sections per mouse. Error bars represent SEM. ns not significant, by unpaired *t*-test. Scale bars: **b** 1 mm, **e** 200 μm, **f**–**h** (shown in **h**) 50 μm. Created in BioRender. Le Pichon, C. (2025) https://BioRender.com/y05i143.

We started by examining pathology in the Thy1-YFP-H mouse, which sparsely expresses a fluorescent protein in layer V cortical neurons, highlighting their morphology^21,22^. We histologically confirmed cortical neurodegeneration in these mice (Fig. 1e). At 7 days post injury (dpi), we observed hallmarks of degenerating dendrites, cell bodies, and axons specifically in the ipsilateral cortex but not the side contralateral to injury (Fig. 1e–k and Supplementary Fig. 1a). Cortical dendrite fragmentation in the region above layer V was quantified using a degeneration index calculation^23^ and revealed significant degeneration of YFP+ dendrites^24^ only in the ipsilateral cortex when compared to the contralateral side or the ipsilateral cortex of sham injury controls (Fig. 1f, i). Below layer V there was a significant increase in YFP-positive structures that did not correspond to cell bodies but rather to pathological enlargements of axons (area = 10–250 µm^2^, mean = 20 µm^2^, Fig. 1h, j). Some of these axonal swellings were of comparable size to cell bodies but none contained DAPI-positive nuclei (Supplementary Fig. 1b). The swellings likely correspond to disruption in axon transport leading to organellar and protein accumulations, also called diffuse axonal injury^9,25–27^. We also observed beading of axons (fragments < 10 µm^2^) representing axon degeneration. We found that both axon beading and swelling were increased only in the ipsilateral cortex at 7 dpi (Fig. 1h, j).

Because the Thy1 reporter is stochastically expressed, and because we had specifically observed inflammatory, dendritic, and axonal pathology only on the side ipsilateral to injury, to quantify any potential cell loss, we compared the number of YFP+ neurons in the cortex ipsilateral to the injury, and normalized them to the contralateral cortex of each section. We measured a 15.3% ± 1.8 loss of cell bodies at 7 dpi, and 26.3% ± 7.9 loss at 14 dpi (Fig. 1e, k). Thus, we find that a single unilateral closed-head impact over the sensorimotor cortex reproducibly leads to degeneration of layer V projection neurons ipsilateral to the injury and across neuronal compartments.

### mTBI produces an Atf3 response in a subset of cortical neurons

Transcription factors play major roles in neuronal responses to injury, and their activation can determine whether a neuron degenerates or regenerates. The transcription factor ATF3, in particular, is a master regulator of the transcriptional response to neuronal injury and is responsible for driving a transcriptional shift toward an injured cell state^11,12^. We looked for ATF3 expression in brains following mTBI and observed that at 7 dpi, ATF3 immunolabeling localized specifically to the injured side of the cortex (Fig. 2a). We found 10% ± 2.3 of YFP-expressing neurons expressing ATF3 at this timepoint^13^ (Fig. 2b). Some ATF3-positive cells were also present in layer II/III (Fig. 2a).

**Fig. 2:**
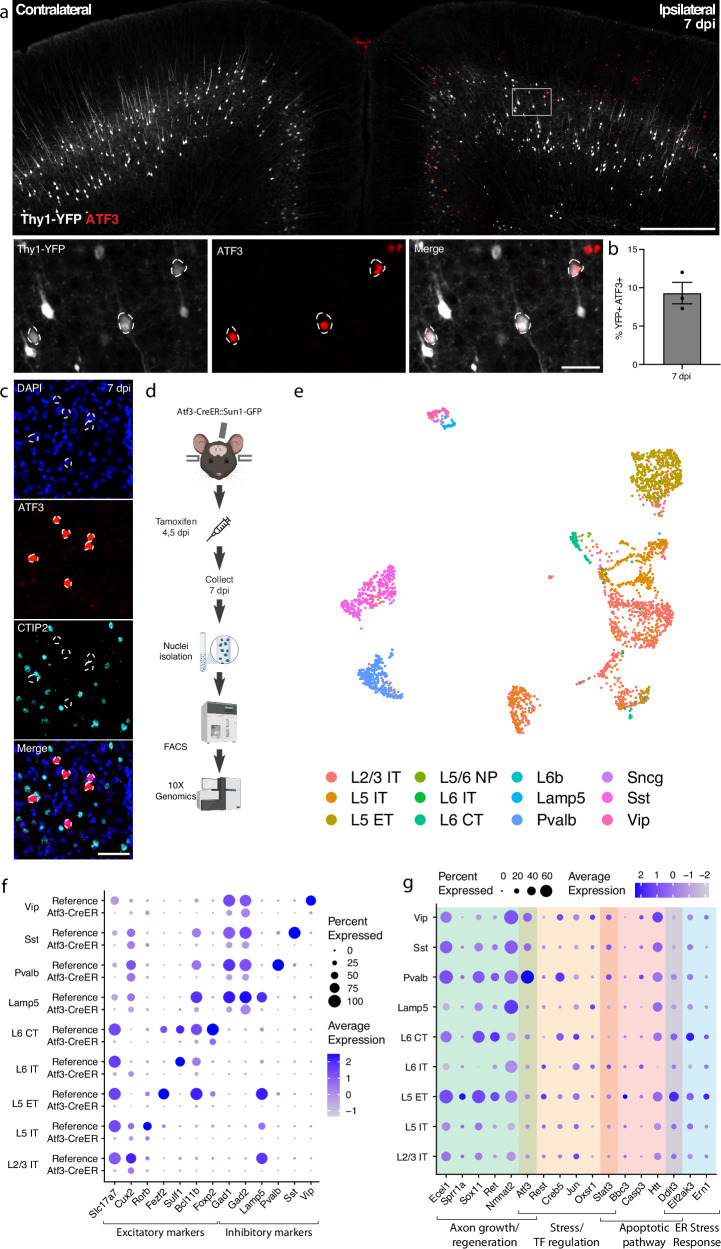
mTBI activates an Atf3-associated transcriptional response in different subclasses of cortical neurons. **a** Immunostaining of ATF3 (red) in a Thy1-YFP (white) mouse showing specific expression in the ipsilateral cortex, with higher expression in layer V. Inset highlights YFP+ ATF3+ neurons. ATF3+ neurons are outlined. **b** Quantification of percent of YFP+ neurons expressing ATF3 at 7 dpi in the ipsilateral cortex. Points represent the average of 3–4 sections per animal across *n* = 3 animals. Error bars represent SEM. **c** Immunostaining showing that CTIP2 (cyan) is not expressed in layer V ATF3+ (red) nuclei. ATF3+ nuclei are outlined. **d** A schematic representation of the single nucleus RNA sequencing workflow, including unilateral closed-skull CCI, tamoxifen dosing, nuclear isolation, and FACS, following by 10X Genomics sequencing. **e** UMAP showing neurons collected by snRNAseq of ipsilateral cortex from pooled Atf3-CreER animals, annotated by mapping to a reference atlas. For subsequent analyses, cell types with fewer than 20 nuclei are excluded. **f** Dotplot of marker genes for layer-specific excitatory neurons and subclasses of inhibitory neurons, showing downregulation of some markers in Atf3-CreER animals compared to the reference dataset. **g** Dotplot of a panel of known stress response genes involved in axon growth and regeneration, cell stress and transcription factor regulation, apoptosis, and ER stress highlighting different responses between *Atf3*-expressing neuron subclasses. Genes were selected based on altered expression compared to reference dataset. Low magnification scale bars, 500 µm. High magnification scale bars, 50 µm. Created in BioRender. Le Pichon, C. (2025) https://BioRender.com/g45x590.

Our initial attempts to identify the ATF3-positive neurons in layer V using markers of projection neurons such as CTIP2^28^ were unsuccessful. We observed no double-labeled cells upon staining for ATF3 and CTIP2 (Fig. 2d–f). We reasoned that ATF3 might be repressing marker genes in the cortex after TBI as has been observed in peripheral sensory neurons after axon injury^11,12^. We therefore performed single nucleus RNA sequencing of these neurons to obtain a more comprehensive picture of their repertoire of RNA expression.

### Transcriptional profiling of cells that activate Atf3 in the injured cortex

We employed targeted snRNAseq of *Atf3*-expressing neurons using an inducible Atf3-IRES-CreER mouse line^12^ crossed to the INTACT nuclear envelope protein reporter^29^. The resulting animals express GFP tethered to the nuclear envelope in cells that are expressing Atf3 at the time of tamoxifen treatment. Tamoxifen was administered at 4 and 5 dpi to induce expression of the nuclear GFP reporter and cortical tissue at the injury site was collected at 7 dpi, enabling the isolation of nuclei for single nucleus sequencing from cells expressing *Atf3* during this acute phase (Fig. 2c).

We sequenced 8065 GFP+ nuclei and found a significant number of microglia (4274, 53.0%), excitatory (2057, 25.5%) and inhibitory (744, 9.2%) neurons, and small populations of astrocytes (107, 1.3%), oligodendrocytes (75, 0.9%), and other cells (808, 10%) (Supplementary Fig. 2a–e). 

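The nuclei came from 2 libraries, each made from a pool of 4 animals, 1 library from males and 1 from females. Libraries were made with the Chromium 3′ v3 chemistry (10X Genomics), which captures the 3′ end of transcripts in droplets and tags each molecule with a unique molecular identifier (UMI). The authors deposited, for each library, the UMIs that CellRanger counted per gene and barcode on a GRCm38 pre-mRNA reference, in which reads in introns count towards their gene. They also deposited a table with the depth and the cell type label of each nucleus. The male library held 4044 barcodes called as nuclei, with 11007366 UMIs (40.7% of the UMIs in all its barcodes), and the female library 4214, with 23202343 UMIs (48.8%). The median nucleus had 1745.5 UMIs and 1037 genes in the male library, and 3690 UMIs and 1648.5 genes in the female library, so UMIs per nucleus and sex cannot be told apart. Of the 8258 called barcodes, 8171 had a deposited label, and these were used with the label as given. The doublet caller Scrublet marked 28 barcodes (0.339%), which is too few for it to have worked, so called doublets were kept and were left out only as an alternative.

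For tests, UMIs were summed per subclass and library, because nuclei of 1 library are not replicates. The 10 subclasses with at least 20 nuclei gave 20 sums, each from 1 of the 2 libraries, and 8255 genes passed the filter on low counts. These sums were compared in edgeR with TMM normalization. The subclass labels were made from the same counts, so a test between subclasses compares groups that are partly defined by the genes tested. Levels are given as CPM, the UMIs of a gene scaled to the total of the summed nuclei, as male and female values or as mean ± SD of the 2 libraries. Shares of nuclei with at least 1 UMI of a gene carry exact binomial (Clopper-Pearson) 95% intervals, which cover counting error only. Since depth differed between libraries and classes, shares were also computed after each nucleus was thinned to 2300 UMIs, which leaves out shallower nuclei. Uninjured neurons were not analysed here, so all comparisons are between groups of captured nuclei.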

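Of the nuclei with a deposited label, 4028 (49.3%) were microglia, 1895 (23.2%) excitatory neurons, 685 (8.38%) inhibitory neurons, 115 (1.41%) astrocytes, 68 (0.832%) oligodendrocytes and 807 (9.88%) other cells. The other cells include 395 nuclei that the deposited table labels Unknown, although reference mapping gave most of them a neuronal label. A further 573 nuclei (7.01%) carried a neuronal label but stood outside the authors' neuron subset. Their median depth was 681 UMIs in the male and 911.5 in the female library, against 3591 and 8501.5 in the neuron subset, and they were not counted as neurons. Microglia made up 42.2% of the male library (95% interval 40.7–43.8%) and 56.1% of the female library (54.6–57.6%), a mean of 49.2 ± 9.81%. Excitatory neurons made up 25.8% (24.4–27.2%) and 20.7% (19.5–22.0%), a mean of 23.2 ± 3.59%. The share of inhibitory neurons differed by less than the counting error, at 8.64% (7.79–9.56%) in the male and 8.13% (7.32–9.00%) in the female library. Microglia were the largest class in both libraries, and their share differed between the libraries beyond counting error. Of the alternatives that keep both libraries, the one that moved the share of microglia most took the class of each nucleus outside the neuron subset from the most frequent label of its cluster. It was chosen after seeing the data, and it put microglia at a mean of 55.6%.

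**Figure D1:**
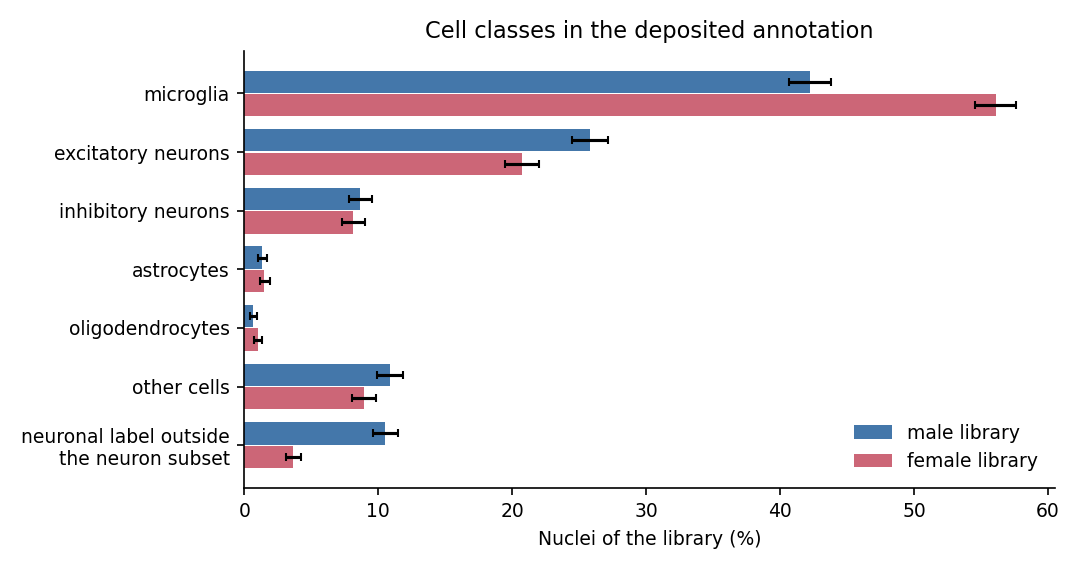
Percent of the nuclei of each library by cell class (male library in blue, female library in red), with exact binomial 95% intervals as bars. Microglia stand at 42.2% and 56.1%, and nuclei with a neuronal label outside the neuron subset at 10.5% and 3.65%.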

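Atf3 (ENSMUSG00000026628, chromosome 1, 191170296–191218039, minus strand) was also counted in microglia at 7 dpi. At least 1 Atf3 UMI was found in 55 of the 1690 microglia of the male library (3.25%, 95% interval 2.46–4.22%) and in 212 of the 2338 of the female library (9.07%, 7.93–10.3%). Microglia were shallow, with a median of 1298.5 and 3012.5 UMIs. After thinning, the shares were 5.16% and 6.04%, with 1496 male and 649 female microglia left out. The level of Atf3 in the summed microglia was 26.5 CPM in the male and 35.9 CPM in the female library (31.2 ± 6.70). RNA from neurons was present in the same nuclei, since Snap25 reached 160 and 105 CPM in microglia against 1008 and 866 CPM in neurons. How much of the microglial Atf3 came from neurons was not tested.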

In this study we focus on the role of ATF3 as an injury marker in neurons, but we note its role in microglial function as an interesting avenue for future investigation^30,31^.

### Specific subclasses of excitatory and inhibitory cortical neurons activate Atf3-associated injury pathways

We mapped the neuronal nuclei from this experiment onto a highly annotated mouse motor cortex reference atlas^32^ to assign cellular subclasses based on the nuclear transcriptome. 

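The authors' neuron subset held 2580 nuclei in the deposited table, 1378 from the male and 1202 from the female library. L2/3 IT neurons (intratelencephalic) numbered 437 male and 329 female nuclei, and L5 ET neurons (extratelencephalic, deposited under the older name L5 PT) 352 and 290. Fewer were labelled L6 IT (87 and 101), L4/5 IT (100 and 71), L6 CT (41 and 44) and L5 IT (15 and 20). L5/6 NP (0 and 7) and L6b (0 and 1) had too few nuclei to be tested. Among inhibitory neurons, Sst interneurons numbered 174 and 143, Pvalb 119 and 150, Vip 34 and 27, Lamp5 15 and 12, and Sncg 4 and 7. Median depth ran from 1800 UMIs in L6 IT to 4587 in L5 IT in the male library, and from 2708 in L6 IT to 11808 in Pvalb in the female library. As a check, the labels were set beside the deposited clusters, which were made without the reference. Of the nuclei of a subclass, 98.1% of Pvalb, 97.8% of Sst, 98.4% of Vip and 88.2% of L5 ET lay in 1 cluster. For L2/3 IT this was 69.6%. Its nuclei were spread over 10 clusters, with 12.4% in clusters led by another subclass. Of the L6 IT nuclei, 78.7% lay in clusters led by another subclass, and all L4/5 IT, L5 IT and Lamp5 nuclei did. No cluster was led by these last 3 labels, and the cluster led by L6 IT held 40 of its 188 nuclei.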

Of the 2801 neuronal nuclei sequenced using the Atf3-CreER approach, we identified excitatory neurons across cortical layers, parvalbumin (Pvalb) and somatostatin (Sst) interneurons, and small numbers of Lamp5, Vip, and Sncg interneurons (Fig. 2d, f, Supplementary Fig. 2a, b, and Supplementary Data 1). Using multiplex in situ hybridization with markers from the data, we validated the presence of Gfp+ excitatory and inhibitory neurons (Supplementary Fig. 3a–c). 

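Gad2 (ENSMUSG00000026787, chromosome 2, 22622205–22693874, plus strand) was found in 58.7% (53.3–63.9%) of the inhibitory nuclei of the male library and in 77.9% (73.1–82.2%) of those of the female library. Its share was 1.84% (1.11–2.86%) and 3.94% (2.74–5.46%) in excitatory nuclei, whose median depth was 3496 and 7813 UMIs against 3927.5 and 9680 in inhibitory nuclei. After thinning, 45.5% and 44.3% of inhibitory nuclei had a Gad2 UMI, with 67 male and 7 female nuclei left out. The level of Gad2 in inhibitory neurons was 306 ± 27.2 CPM.

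Pvalb (ENSMUSG00000005716, chromosome 15, 78191114–78206400, minus strand) was found in 1 of the 119 male nuclei of the Pvalb subclass (0.840%, 0.0213–4.59%) and in 1 of the 150 female nuclei (0.667%, 0.0169–3.66%). Microglia, which should lack the transcript, had it in 0.178% and 0.257% of nuclei at the lower depth given above, and the thinned share in the Pvalb subclass was 0% in both libraries. Pvalb was therefore not detectable above background at this depth.

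Sst (ENSMUSG00000004366, chromosome 16, 23889573–23890958, minus strand) was found in 3 of the 174 male nuclei of the Sst subclass (1.72%, 0.357–4.96%), which had a median depth of 3797 UMIs. None of the 143 female nuclei, at a median of 9031 UMIs, had one (0%, 0–2.55%). In microglia the share was 0.118% and 0.214%. The level of Sst in its subclass was 3.77 CPM in the male library and 0 in the female library, so the male library alone decides whether it lies above background.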

Interestingly, all interneuron subclasses expressed the inhibitory neuron marker *Gad2*, but lacked their subclass markers, including *Pvalb* or *Sst* (Fig. 2f). Similarly, neurons assigned to excitatory cortical layer identities lacked the typical expression of *Slc17a7* (VGLUT1), but expressed some layer-specific markers, such as *Cux2*, *Rorb*, and *Foxp2* (Fig. 2f). Thus, in the cortex—similar to the peripheral sensory nervous system^11,12^—Atf3 expression leads to the downregulation of multiple marker genes.

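Slc17a7 (ENSMUSG00000070570, chromosome 7, 45163949–45176142, plus strand) was found in 18.1% (15.8–20.6%) of the excitatory nuclei of the male library and in 17.4% (14.9–20.1%) of those of the female library. Inhibitory nuclei had it in 6.36% (4.03–9.47%) and 3.25% (1.63–5.73%), and microglia in 4.44% and 3.72%. After thinning, the excitatory shares were 11.8% and 6.64%, with 321 male and 110 female nuclei left out, against 6.19% and 2.49% in microglia. The level in excitatory neurons was 58.0 and 26.9 CPM, low but above the 32.1 and 11.6 CPM of microglia in the same library. Between inhibitory and excitatory subclasses the log2 fold change was −2.47 (SE 0.46, adjusted p = 0.00025, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the 395 neuronal nuclei whose clusters the authors labelled Unknown, Slc17a7 reached 222 and 137 CPM.

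Cux2 (ENSMUSG00000042589, chromosome 5, 121856366–122050102, minus strand) was found in 65.9% (61.2–70.3%) of the male and 67.2% (61.8–72.2%) of the female L2/3 IT nuclei, against 4.55% and 6.55% in L5 ET and 3.61% and 5.18% in microglia. Its thinned share in L2/3 IT was 59.1% and 61.6%, with 151 and 58 nuclei left out. The median depth of L2/3 IT was 3348 and 6192 UMIs, and that of L5 ET 3790 and 10700. Cux2 was highest in L2/3 IT (485 ± 33.7 CPM), and was also high in Pvalb (303 and 319 CPM) and Sst (271 and 326 CPM) interneurons.

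Rorb (ENSMUSG00000036192, chromosome 19, 18930605–19111196, minus strand) was highest in L4/5 IT, at 362 ± 10.4 CPM. It was found in 54% (43.7–64.0%) of the male and 63.4% (51.1–74.5%) of the female L4/5 IT nuclei, whose median depth was 4479 and 9794 UMIs, and in 1.95% and 4.19% of microglia. After thinning the shares were 40% and 45.7%, with 20 and 1 nuclei left out.

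Foxp2 (ENSMUSG00000029563, chromosome 6, 14901349–15441977, plus strand) was highest in L6 CT, at 323 ± 50.2 CPM. Of the L6 CT nuclei, 56.1% (39.8–71.5%) in the male and 61.4% (45.5–75.6%) in the female library had a Foxp2 UMI, against 1.72% and 3.29% of microglia. These nuclei had a median of 4473 and 10343.5 UMIs, and the thinned shares were 45.7% and 36.4%, with 6 and 0 nuclei left out.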

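Of the 13 marker genes of Fig. 2f, 10 were highest in the class or in a subclass listed for them. These include Sst, at 1.88 CPM, and Sulf1, which is listed for L6 CT and layer V and was highest in L6 CT. Layer V markers were low. Bcl11b (ENSMUSG00000048251, chromosome 12, 107910403–108003602, minus strand) was found in 19.3% (15.3–23.8%) of the male and 27.6% (22.5–33.1%) of the female L5 ET nuclei, and in 1.95% and 3.81% of microglia. Its thinned share in L5 ET was 10.1% and 12.5%, with 84 and 9 nuclei left out. At 52.2 ± 13.7 CPM, Bcl11b was higher in L5 ET than in L2/3 IT, with a log2 fold change of 1.82 (SE 0.30, adjusted p = 0.00013, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Bcl11b was higher still in Lamp5 (122 CPM) and L6 CT (113 CPM). Fezf2 was at 3.06 and 5.78 CPM in L5 ET, against 0.802 and 0.373 CPM in microglia. Sulf1, at 3.06 and 1.45 CPM in L5 ET, lay below its level in microglia (10.4 and 4.10 CPM), and was therefore not detectable above background there.

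Gad1 was found in 47.7% (42.3–53.1%) of inhibitory nuclei in the male and 65.5% (60.2–70.5%) in the female library, against 2.81% and 2.90% of excitatory nuclei. The subclass markers Lamp5 and Vip were found in a minority of their subclasses. Vip was found in 23.5% (10.8–41.2%) of the 34 male and 25.9% (11.1–46.3%) of the 27 female Vip nuclei, at 109 ± 52.2 CPM. Lamp5 was found in 13.3% (1.66–40.5%) of the 15 male and 16.7% (2.09–48.4%) of the 12 female Lamp5 nuclei, at 50.4 ± 0.664 CPM, from 3 and 6 UMIs. In microglia the share of Vip was 0% and 0.171%, and that of Lamp5 0.651% and 0.898%. These markers were detectable above background, unlike Pvalb. Whether any of them fell after injury cannot be read from these libraries, in which all neurons were captured by the same reporter.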

In our experiment, we captured neurons that had expressed *Atf3* at 4 and 5 dpi, and sequenced them at 7 dpi. Some of these still expressed *Atf3*, but many only had low or undetectable *Atf3* expression (Fig. 2g and Supplementary Fig. 3a). In contrast, the damage-induced neuronal endopeptidase *Ecel1*, whose expression is directly downstream of *Atf3*^33^, was highly expressed in both excitatory and inhibitory neurons (Fig. 2g and Supplementary Fig. 3a). 

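Among the annotated neurons, 337 male nuclei (24.5%, 22.2–26.8%) and 528 female nuclei (43.9%, 41.1–46.8%) had at least 1 Atf3 UMI. After thinning, the shares were 16.9% and 22.8%, with 388 and 117 nuclei left out, so part of the difference between the libraries went with depth. The level of Atf3 in neurons was 104 and 169 CPM (136 ± 45.9). It was detected in 18.7% (16.4–21.2%) and 34.3% (31.1–37.6%) of excitatory nuclei, and in 41.6% (36.4–47.0%) and 68.4% (63.2–73.4%) of inhibitory nuclei. These shares exceed those of microglia in both libraries. At this depth, a nucleus with no Atf3 UMI cannot be said to lack the transcript.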

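Ecel1 (ENSMUSG00000026247, chromosome 1, 87147655–87156521, minus strand) was found in 59.5% (56.4–62.5%) of the male and 76.2% (73.3–79.0%) of the female excitatory nuclei. Inhibitory nuclei had it in 61.6% (56.2–66.7%) and 86.1% (82.0–89.6%), and microglia in 5.80% (4.73–7.02%) and 6.84% (5.85–7.94%). After thinning, the shares were 44.9% and 53.8% of excitatory, 40.5% and 52.4% of inhibitory, and 4.64% and 4.62% of microglial nuclei. The level was 273 and 382 CPM in excitatory neurons (327 ± 77.0) and 252 and 375 CPM in inhibitory neurons (314 ± 87.1). No difference between inhibitory and excitatory subclasses was detected, with a log2 fold change of 0.02 (SE 0.21, adjusted p = 0.99, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its sign was not stable, since the fold change was 0.40 in the male and −0.13 in the female library alone, and −0.18 after subtraction of ambient RNA.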

We investigated the expression of a panel of injury-induced genes across neuronal subclasses and discovered that not all neuron subclasses that activated *Atf3* underwent the same subsequent transcriptional programs (Fig. 2g). For example, pro-apoptotic and endoplasmic reticulum (ER) stress genes such as *Ddit3*^34^ were most highly expressed in layer V neurons and low in layer II/III (validated by in situ hybridization, Supplementary Fig. 3d), while *Atf3* and axon growth genes were most highly expressed in Pvalb and other interneuron subclasses. Thus although many neurons upregulate Atf3, their overall transcriptional changes differ according to cell type. 

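Ddit3 (ENSMUSG00000025408, chromosome 10, 127290774–127296288, plus strand) reached 270 and 154 CPM in L5 ET neurons (212 ± 82.2) and 104 and 74.8 CPM in L2/3 IT neurons (89.4 ± 20.7). It was found in 59.4% (54.0–64.5%) of the male and 67.2% (61.5–72.6%) of the female L5 ET nuclei, against 28.1% (24.0–32.6%) and 27.4% (22.6–32.5%) of L2/3 IT nuclei. Microglia had it in 7.04% (5.87–8.37%) and 9.37% (8.22–10.6%). The thinned shares were 38.1% and 31.0% in L5 ET and 15.0% and 12.5% in L2/3 IT. The log2 fold change between L5 ET and L2/3 IT was 1.25 (SE 0.32, adjusted p = 0.0088, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 1.42 in the male and 1.14 in the female library. The direction held in all alternatives, while the adjusted p passed 0.05 with DESeq2, after subtraction of ambient RNA and without nuclei that held microglial UMIs. In L5 IT, with 15 and 20 nuclei, Ddit3 stood at 142 and 244 CPM. Its fold change against L2/3 IT was also 1.25 but was not called (SE 0.43, adjusted p = 0.13, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it rests on the female library (0.23 in the male, 1.57 in the female). Of the 6 pro-apoptotic and ER stress genes of Fig. 2g, 5 were higher in L5 ET than in L2/3 IT by mean CPM (6 by fitted fold change, with Eif2ak3 near 0), 2 were highest in L5 ET or L5 IT, and 0 were lowest in L2/3 IT. By the mean of the libraries Ddit3 itself was highest in L6 IT (356 and 151 CPM), a label spread over 10 clusters. In the female library it was highest in L5 IT, and L5 ET stood above L6 IT, while the thinned share was highest in L5 ET, at a mean of 34.5%. With L6 IT left out 4 of the 6 were highest in L5 ET or L5 IT.

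Over the 17 stress and axon growth genes of Fig. 2g, 5 were called between L5 ET and L2/3 IT among all genes tested, and 6 when adjusted over the list alone. The study picked the list on these samples, so the second count is not independent evidence. All 5 were higher in L5 ET, Ddit3, Sprr1a, Ret and Rest among them. The largest changes after that of Ddit3 were those of Sprr1a (log2 fold change 1.23, SE 0.26, adjusted p = 0.0017, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Ret (1.21, SE 0.27, adjusted p = 0.0029, edgeR's quasi-likelihood test, Benjamini-Hochberg). Sprr1a changed more in the male library (1.77, against 0.81 in the female), and Ret more in the female library (1.79, against 0.63 in the male). Between L5 IT and L2/3 IT, 0 of the 17 were called by edgeR, and 0 when adjusted over the list alone (smallest adjusted p = 0.125 among all genes and 0.106 over the list, with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

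Atf3 was highest in the Pvalb subclass, at 319 and 460 CPM (389 ± 100), followed by Vip interneurons at 187 and 206 CPM, and lowest in L4/5 IT. It was found in 59.7% (50.3–68.6%) of the male and 86.0% (79.4–91.1%) of the female Pvalb nuclei, and in 45.3% and 50.3% after thinning, with 13 and 3 nuclei left out. The log2 fold change of Pvalb against the other subclasses was 2.19 (SE 0.23, adjusted p = 6.7e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between inhibitory and excitatory subclasses it was 1.20 (SE 0.28, adjusted p = 0.0021, edgeR's quasi-likelihood test, Benjamini-Hochberg), with 1.05 in the male and 1.29 in the female library. It was −0.62 without nuclei that held microglial UMIs, a filter that leaves 8 Pvalb, 15 Sst and 1 Vip nuclei and 0 Lamp5 nuclei in the female library.

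Of the 5 axon growth genes, 1 was highest in an inhibitory subclass and 0 in Pvalb, by the mean of the libraries. In the male library alone 2 were highest in an inhibitory subclass, with Ret highest in Pvalb. Nmnat2 (ENSMUSG00000042751, chromosome 1, 152954993–153119261, plus strand) was highest in Lamp5 (546 ± 52.2 CPM) and was higher in inhibitory than in excitatory subclasses (log2 fold change 0.82, SE 0.10, adjusted p = 7.8e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ecel1, Sprr1a and Sox11 were highest in L6 IT, and with L6 IT left out these 3 were highest in L5 ET. Sprr1a stood at 95.5 ± 30.4 CPM in L5 ET and at 26.8 and 35.6 CPM in Pvalb, and was lower in inhibitory than in excitatory subclasses (log2 fold change −1.61, SE 0.36, adjusted p = 0.0017, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ret (ENSMUSG00000030110, chromosome 6, 118151745–118197718, minus strand) was highest in L6 CT, at 171 ± 72.6 CPM, while Pvalb stood at 136 ± 6.74 CPM. In Pvalb against the other subclasses, Ret was called higher (log2 fold change 0.91, adjusted p = 0.0043, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without the female library the Ret value was 1.81. Ecel1 (0.42) and Sox11 (0.54) were not called there, although both were with the library as a block. Sprr1a and Nmnat2 were not called in Pvalb either. After subtraction of ambient RNA, the calls of Atf3 and Sprr1a between inhibitory and excitatory subclasses and of Ret in Pvalb were lost, and without nuclei that held microglial UMIs those of Sprr1a, Nmnat2 and Ret.

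**Figure D2:**
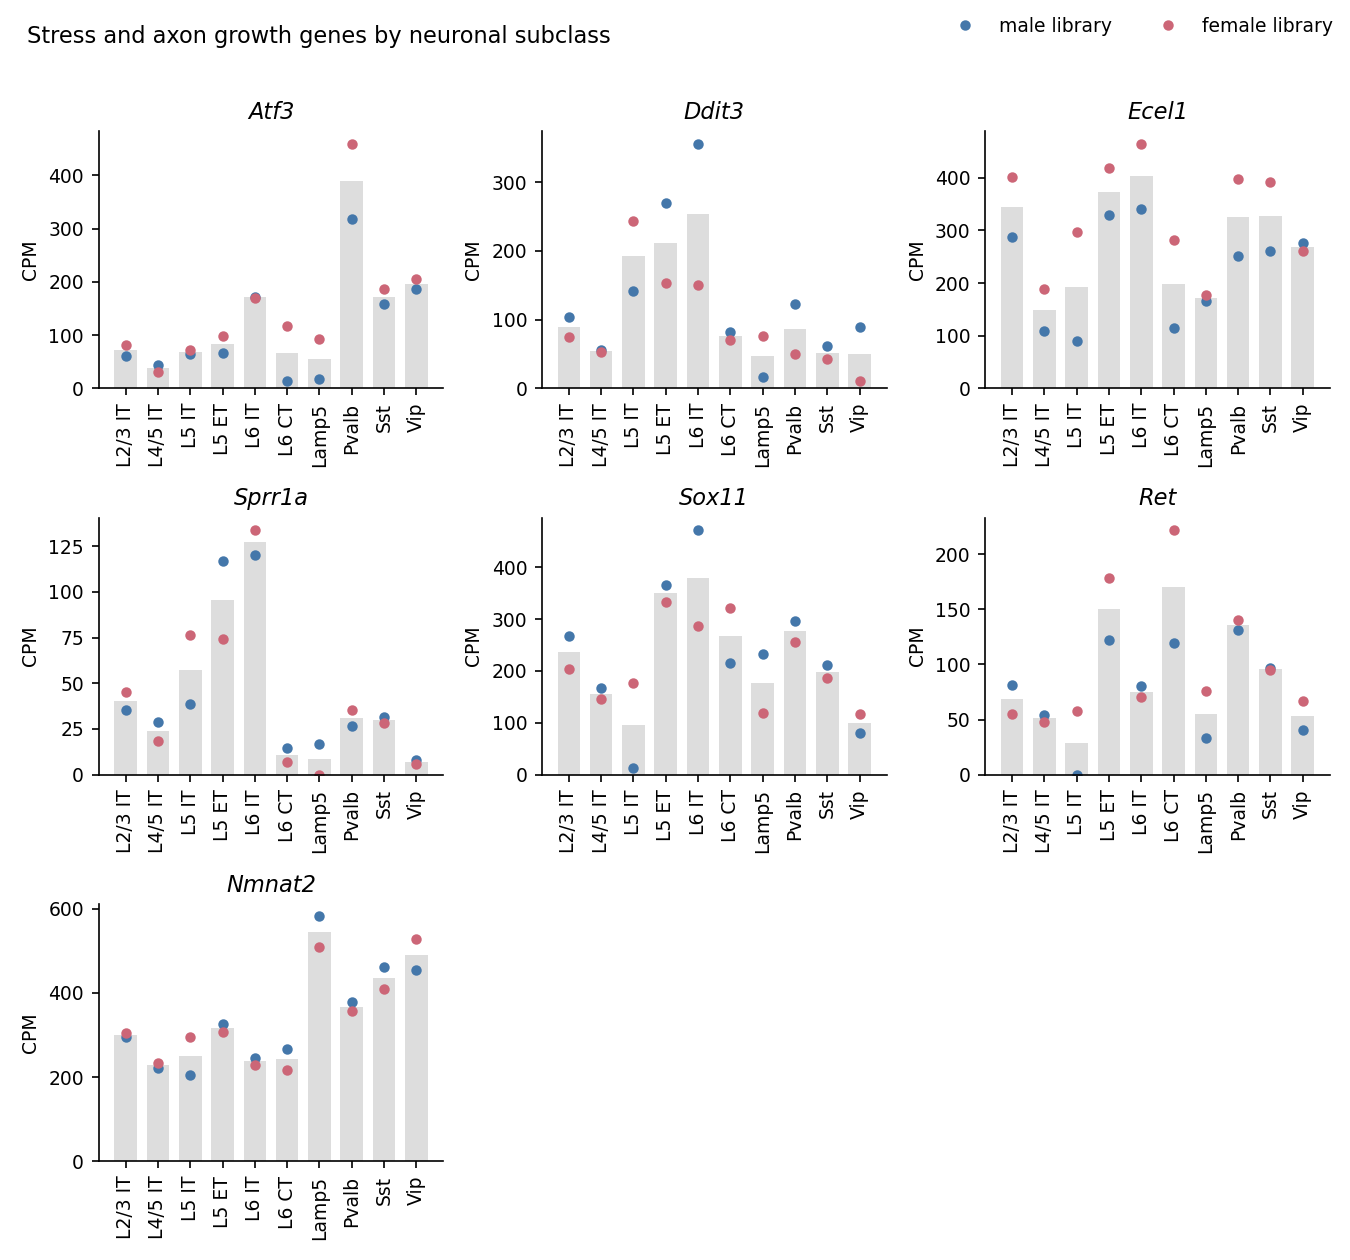
Level of 7 stress and axon growth genes in CPM (vertical axes) in each of 10 neuronal subclasses (horizontal axes), with the male library as blue points, the female library as red points and their mean as grey bars. Atf3 is highest in Pvalb at 389 CPM, and Sprr1a in L6 IT at 127 CPM.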

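Across the 8255 genes tested, 1020 differed between L5 ET and L2/3 IT at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 490 higher and 530 lower in L5 ET. L5 ET and L5 IT differed in 701 genes, and L5 IT and L2/3 IT in 302. Inhibitory and excitatory subclasses differed in 1798 genes, and Pvalb and the other subclasses in 1583. With the library as a block, the count for L5 ET and L2/3 IT rose to 1772 and that for L5 IT and L2/3 IT to 466. The alternative that moved the count for L5 ET and L2/3 IT most left out neurons with at least 2 UMIs of microglial genes, with 67 genes called of 3961 tested. It leaves 9 L5 ET and 25 L2/3 IT nuclei in the female library. Of the 1020 genes, 687 were tested there, and 683 kept their direction. The fold changes of all 1020 had the same sign in each library alone. Calling the genes with both libraries together favours this, so it is no independent check.

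Among genes called between L5 ET and L2/3 IT and changed the same way in both libraries, the largest decreases were those of 2700069I18Rik (log2 fold change −6.03), Cux2 (−5.99), Igfn1 (−5.05), Gm4876 (−4.97) and Car10 (−4.96). Cux2 fell from 485 CPM in L2/3 IT to 7.79 CPM in L5 ET (SE 0.31, adjusted p = 2.3e-12, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Car10 (chromosome 11, 93098028–93601749) fell from 853 to 26.7 CPM (SE 0.42, adjusted p = 1.0e-08, edgeR's quasi-likelihood test, Benjamini-Hochberg). 2700069I18Rik and Gm4876 are antisense genes, and since the use of strand in counting is not stated, their counts are uncertain. The largest increases were those of Gm42196 (4.75), Tcerg1l (4.75), Rsad2 (4.58), Tmem163 (4.10) and Clec3a (4.09). Tcerg1l (chromosome 7, 138208974–138397730) rose from 13.5 to 353 CPM (SE 0.30, adjusted p = 3.1e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tmem163 (chromosome 1, 127486546–127679548) rose from 38.3 to 646 CPM (SE 0.30, adjusted p = 1.3e-09, edgeR's quasi-likelihood test, Benjamini-Hochberg). After subtraction of ambient RNA, 2700069I18Rik, Rsad2, Tmem163 and Clec3a were no longer called, and Clec3a was not called with DESeq2. 2700069I18Rik rests on 0 male and 2 female UMIs in L5 ET, Rsad2 on 3 UMIs in each library of L2/3 IT and Clec3a on 6 male and 1 female UMIs in L2/3 IT, so their fitted fold changes are no bounds and their ranks are uncertain. Differences that the subclasses had before injury are included in these values.

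From the panel of injury-induced genes across subclasses, with Ddit3 and Atf3 as its examples (Fig. 2g), the paper concludes that neurons share the upregulation of Atf3 but that their transcriptional changes differ according to cell type.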

Our data thus highlight heterogeneous transcriptional programs and fates among the Atf3-captured neurons.

### Genetic labeling of Atf3-expressing neurons highlights layer-specific vulnerability

To visualize and map the neurons that express *Atf3* after mTBI, we generated a neuron-specific *Atf3* reporter mouse (Atf3-GFP) in which GFP is permanently expressed only in neurons once *Atf3* is upregulated. This mouse results from a cross between Atf3-IRES-Cre and a Cre-dependent reporter line expressing GFP under control of the neuron-specific Snap25 promoter (Jax 021879). In control mice, sparse GFP labeling is observed in the cortex and in some hippocampal neurons, likely due to developmental Atf3 expression (Supplementary Fig. 4a). We assessed the extent of Atf3-GFP labeling in the cortex and in other brain regions, observing injury-induced GFP primarily on the ipsilateral side of the cortex, as well as in the ipsilateral anterior thalamic nuclei (Supplementary Fig. 4b). The anterior thalamic neurons project into the cortex around the site of injury, and thus their axons may be damaged in this injury model^35,36^.

Because this Cre-dependent system results in permanent labeling of neurons in which *Atf3* is induced, we concluded that loss of GFP-expressing neurons together with signs of neurodegenerative pathology would indicate cell death. Longitudinal quantification up to 70 dpi of GFP-expressing neurons in the ipsilateral cortex revealed that a prominent group of layer V cortical neurons expressed Atf3-dependent GFP between 5 and 10 dpi and subsequently disappeared by 14 dpi, while a population of layer II/III neurons persisted at 70 dpi (Fig. 3a, b). The loss of layer V Atf3-GFP neurons by 14 dpi echoes the layer V neuron loss observed in the Thy1-YFP mouse (Fig. 1e, f). Parallel quantification of ATF3 protein revealed a comparative delay in GFP expression and extensive activation of ATF3 in non-neuronal cells, which was consistent with our snRNAseq data (Supplementary Fig. 5a). Interestingly, amplification of GFP signal with immunolabeling revealed that some layer II/III neurons initially exhibit lower expression of GFP (Fig. 3b).

**Fig. 3:**
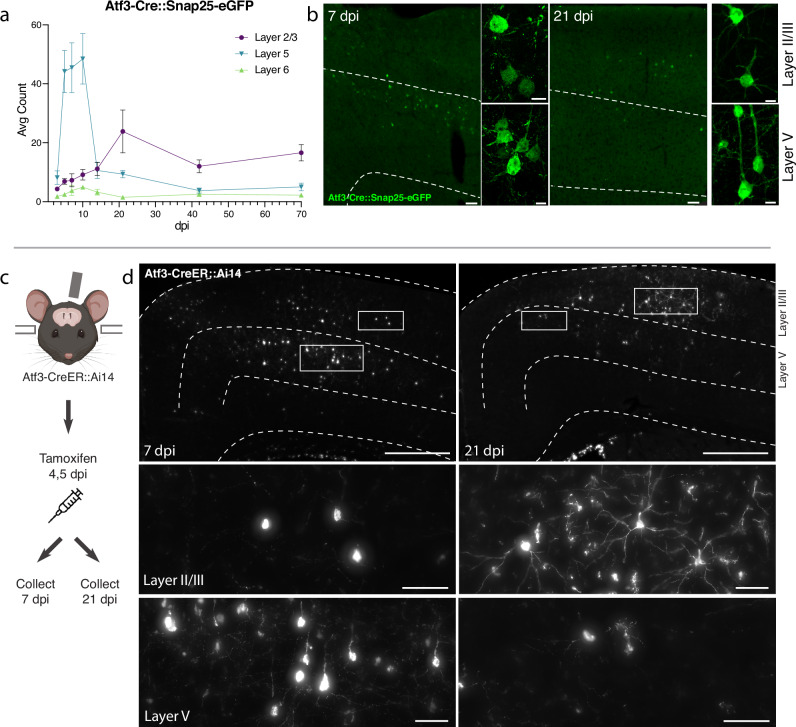
Atf3-expressing neurons in layer V die, while those in layer II/III survive following mTBI. **a** Quantification of the average count per section of Atf3-GFP neurons by cortical layer at 3, 5, 7, 10, 14, 21, 42, and 70 dpi. *N* = 6 per timepoint, 3–4 sections counted per animal. **b** Examples of Atf3-GFP endogenous labeling (left) at 7 and 21 dpi. Layer V is outlined. High magnification examples of GFP-immunolabeled neurons (right) in layer II/III (top) and layer V (bottom) at 7 and 21 dpi. Panels **a** and **b** use the Atf3-Cre::Snap25-eGFP mouse, which labels all neurons in which Atf3 has ever been expressed. **c** Schematic representation of tamoxifen dosing and tissue collection. The Atf3-CreER mouse was crossed to the Ai14 RFP reporter (not neuron-specific). **d** Representative images of Ai14 signal in ipsilateral cortex at 7 dpi and 21 dpi. Layer V is outlined. Insets highlight neurons and other labeled cells in layer II/III and layer V. Insets for layer II/III suggest an earlier loss of projection complexity that is regained by 21 dpi. Inset for layer V at 21 dpi includes a neuron (left) and a glial cell (right). Panels **c** and **d** use the Atf3-CreER::Ai14 mouse, which labels any cell in which *Atf3* is activated in the presence of tamoxifen. For **a** error bars represent standard error of the mean (SEM). Scale bars: **b** Low magnification, 50 µm, high magnification, 10 µm; **d**. Low magnification, 500 µm, high magnification, 50 µm.

### Layer V Atf3-expressing neurons undergo cell death and are phagocytosed following mTBI

Atf3 activation promotes axon regeneration in peripheral injuries, but here we found its expression in neurons that are unlikely to regenerate. Because GFP+ neurons at 7 dpi were present only on the ipsilateral side of the cortex and primarily in layer V (Supplementary Fig. 5c), we were able to use the stereotyped projection patterns of layer V neurons to inspect the dendrites and axons of these neurons. Similarly to the Thy1-YFP+ layer V neurons (Fig. 1e–k), we discovered that the GFP+ dendrites were severely fragmented, indicating dendrite degeneration, while GFP+ axons exhibited axonal swellings typical of diffuse axonal injury (Supplementary Fig. 5a). Morphologically unhealthy neurons that exhibited cell body vacuolization and loss of nuclear DAPI signal were also observed in layer V (Supplementary Fig. 5b, d).

Neuron death in layer V was confirmed by examining the expression of several types of apoptotic markers in Atf3-GFP tissue. The pro-apoptotic gene *Ddit3*^34^ was significantly increased in GFP+ neurons compared to GFP-negative neurons either ipsilateral or contralateral to injury. In GFP+ neurons with high *Ddit3* expression, we observed high DAPI intensity reflecting chromatin condensation during apoptosis^37^ (Supplementary Fig. 5d, e). These apoptotic cells had lower GFP expression and appeared morphologically misshapen (shriveled/deformed, Supplementary Fig. 5c). Additionally, the DNA damage marker phospho-γH2AX, which is phosphorylated during apoptosis^38^, was elevated in GFP+ neurons at 10 dpi but not in GFP- neurons in the ipsilateral or contralateral cortex (Supplementary Fig. 5f, g). The specificity of phospho-γH2AX upregulation to GFP+ neurons and not their GFP- neighbors highlights that this mechanism of cell death is specific to neurons undergoing *Atf3*-associated injury responses at this timepoint. Thus, we conclude that layer V neurons that activate *Atf3* undergo apoptosis in the weeks following injury.

Related to this neuron death, we found that microglia exhibited increased phagocytic activity in the ipsilateral cortex and engulfed debris from dead GFP+ neurons. A significant proportion of CD68+ microglial lysosomes contained GFP+ debris (10% ± 4.2 of at 7 dpi) which increased by 14 dpi (15% ± 3.5) and coincided with the maximal loss of layer V neurons (Supplementary Fig. 5h, i). Microgliosis occurred specifically in the ipsilateral cortex where it peaked around 10 dpi and returned to baseline by 42 dpi (Supplementary Fig. 6a, b). Astrogliosis occurred in a delayed yet prolonged peak of GFAP expression which remained elevated at 70 dpi (Supplementary Fig. 6a, c).

These findings demonstrate mTBI leads to activation of *Atf3*-associated pathways in layer V cortical neurons, to their degeneration and death within two weeks after injury, and to cortical glial responses.

### Layer II/III Atf3-expressing neurons survive and remain electrophysiologically active

The analysis of Atf3-GFP neurons across cortical layers over time (Fig. 3a) revealed the loss of most GFP-positive layer V neurons, and highlighted those in layer II/III as the main surviving GFP-positive population at 70 dpi. To evaluate whether this resulted from long-term survival of *Atf3*-marked neurons, we used the inducible Atf3-CreER reporter line. By injecting tamoxifen at 4 and 5 dpi, we could permanently label cells expressing *Atf3* at this time point and evaluate their localization over time (Fig. 3c). At 7 dpi, most labeled neurons were located in layer V, while those remaining at 21 dpi were primarily found in layer II/III. These layer II/III *Atf3*-marked neurons persisted until at least 42 dpi (Supplementary Fig. 7a), and likely represent a resilient population of neurons that activate this stress response pathway soon after injury and survive. Additionally, layer II/III neurons at 21 dpi appeared morphologically healthy, unlike the degenerative profiles observed in some layer V neurons at 7 dpi (Supplementary Fig. 7b, c).

Next, we determined whether Atf3-GFP neurons displayed injury-induced alterations in excitability and basic membrane properties. We hypothesized the neurons would traverse a cellular state with altered electrophysiological properties reflecting the Atf3-response, and that this would differ between neurons from layer V versus layer II/III. We performed whole-cell patch clamp recordings of excitatory neurons from the neuron-specific Atf3-GFP mice at an acute (5–7 dpi) and late (21 dpi) timepoint. At the acute timepoint, layer II/III neurons expressed low levels of endogenous GFP and were thus too sparse and poorly defined to record from (Fig. 3b). Therefore, at this timepoint, we only recorded from GFP+ neurons in Layer V.

Layer V neurons at the acute stage were sufficiently healthy to record from, therefore not yet undergoing apoptosis, but they had clear alterations in electrophysiological properties compared to GFP-negative control neurons in the ipsilateral or contralateral cortex. They exhibited reduced intrinsic excitability: they were unable to sustain repetitive regular firing (Fig. 4a, b), had a higher rheobase (the minimal current required to initiate an action potential), and a significant decrease in the maximum number of spikes produced (Fig. 4c, d). They were also more depolarized (−54 mV vs. −68 mV in controls, Fig. 4e). However, their lowered excitability did not stem from alterations in passive membrane properties since these were no different from controls (input resistance, Supplementary Fig. 7f, and capacitance, which reflects cell size and/or arborization complexity, Fig. 4f).

**Fig. 4:**
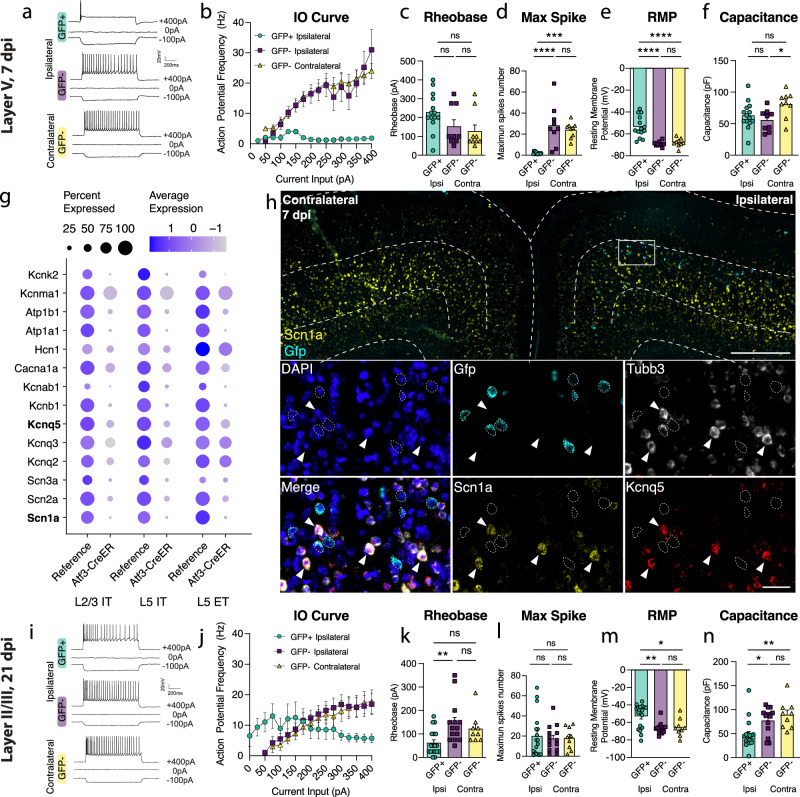
Layer V Atf3-GFP neurons are unable to fire and downregulate ion channels while layer II/III Atf3-expressing neurons are electrophysiologically functional following mTBI. **a** Examples of electrophysiological traces from 7 dpi layer V ipsilateral GFP+ and GFP- neurons and contralateral GFP- neurons. Quantifications of (**b**) IO curve, (**c**) rheobase, (**d**) max spike count (*** *p* = 0.0002, ****p < 0.0001), (**e**). resting membrane potential (****p = <0.0001), and f. capacitance (*p = 0.0307) in 7 dpi layer V neurons. **g** Dot plot of select ion channels in the reference dataset compared to the Atf3-CreER dataset collected in this study showing dysregulation of ion channels in layer II/III and layer V neurons. Genes in bold were validated by in situ hybridization. **h** In situ hybridization validating downregulation of ion channels. Low magnification image of bilateral cortices from an Atf3-Cre::Snap25-GFP mouse at 7 dpi showing mRNA expression of Gfp (cyan) and Scn1a (yellow). Layer V is outlined. Inset shows mRNA of Gfp (cyan), Tubb3 (white), Scn1a (yellow), and Kcnq5 (red). Gfp+ neurons (outlined) lack expression of Scn1a and Kcnq5 and have little to no expression of Tubb3. Arrowheads highlight Tubb3+ Gfp− neurons with high expression of Scn1a and Kcnq5. A single Z-plane is shown in the insets. **i** Examples of electrophysiological traces from 21 dpi layer II/III surviving ipsilateral GFP+ and GFP− neurons and contralateral GFP− neurons. Quantifications of (**j**) IO curve, (**k**) rheobase (**p = 0.0050), (**l**) max spike count, (**m**) resting membrane potential (*p = 0.0191, **p = 0.0041), and (**n**) capacitance (*p = 0.0217, **p = 0.0034) in 21 dpi layer II/III neurons. For **b** and **j** points represent the average of all neurons per group. Error bars represent SEM. For **c**–**f**, GFP+ ipsi *n* = 14 cells, GFP− ipsi *n* = 9, GFP- contra *n* = 9, each point represents one neuron recorded from *N* = 3 animals. For **k**–**n**, GFP+ ipsi *n* = 18 cells, GFP− ipsi *n* = 14, GFP- contra *n* = 9; each point represents one neuron recorded from *N* = 2 animals. ns: not significant. Significance was determined by Tukey’s multiple comparisons test. Low magnification scale bar, 500 µm. High magnification scale bar, 50 µm.

GFP-negative neurons in the ipsilateral cortex were indistinguishable from contralateral uninjured neurons by nearly all measures, suggesting the decline in intrinsic excitability observed in GFP+ layer V neurons is a specific consequence in Atf3-positive neurons. 

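In the snRNAseq libraries, the 14 ion channel and transporter genes of Fig. 4g were compared between L5 ET and L2/3 IT neurons, both captured after injury. Of these, 10 were lower in L5 ET by fold change, 7 of them in both libraries. Among all genes tested, 4 of the 14 were called, 2 lower and 2 higher, and 6 when adjusted over the list alone. The study picked the list on these samples, so the second count is not independent evidence. Kcnk2 (ENSMUSG00000037624, chromosome 1, 189207930–189402273, minus strand) was lower, at 8.01 ± 0.938 CPM in L5 ET and 41.2 ± 7.67 CPM in L2/3 IT. Its log2 fold change was −2.25 (SE 0.33, adjusted p = 2.4e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Kcnk2 in L5 ET was below its level in microglia, 13.8 ± 5.99 CPM, and was not detectable above background. Its call was lost without nuclei that held microglial UMIs.

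Cacna1a (−0.59) was not called, but was with the library as a block, with DESeq2 and with only the 2 subclasses. Without nuclei that held microglial UMIs, Cacna1a turned to 0.37 and Kcnab1 to 0.45. Scn1a (ENSMUSG00000064329, chromosome 2, 66270778–66440840, minus strand) stood at 59.0 CPM in L5 ET and 53.5 CPM in L2/3 IT, with a log2 fold change of 0.17 (SE 0.28, adjusted p = 0.83, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Kcnq5 stood at 425 and 598 CPM, with −0.47 (SE 0.33, adjusted p = 0.49, edgeR's quasi-likelihood test, Benjamini-Hochberg). Between L5 ET and L5 IT, 6 of the 14 genes were called, 5 of them lower in L5 ET, Kcnq5 among them (−1.41, and −0.80 without the male library). Between L5 IT and L2/3 IT, 0 were called by edgeR, and 0 when adjusted over the list alone (smallest adjusted p = 0.0808 among all genes and 0.0503 over the list, just above the threshold, with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

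**Figure D3:**
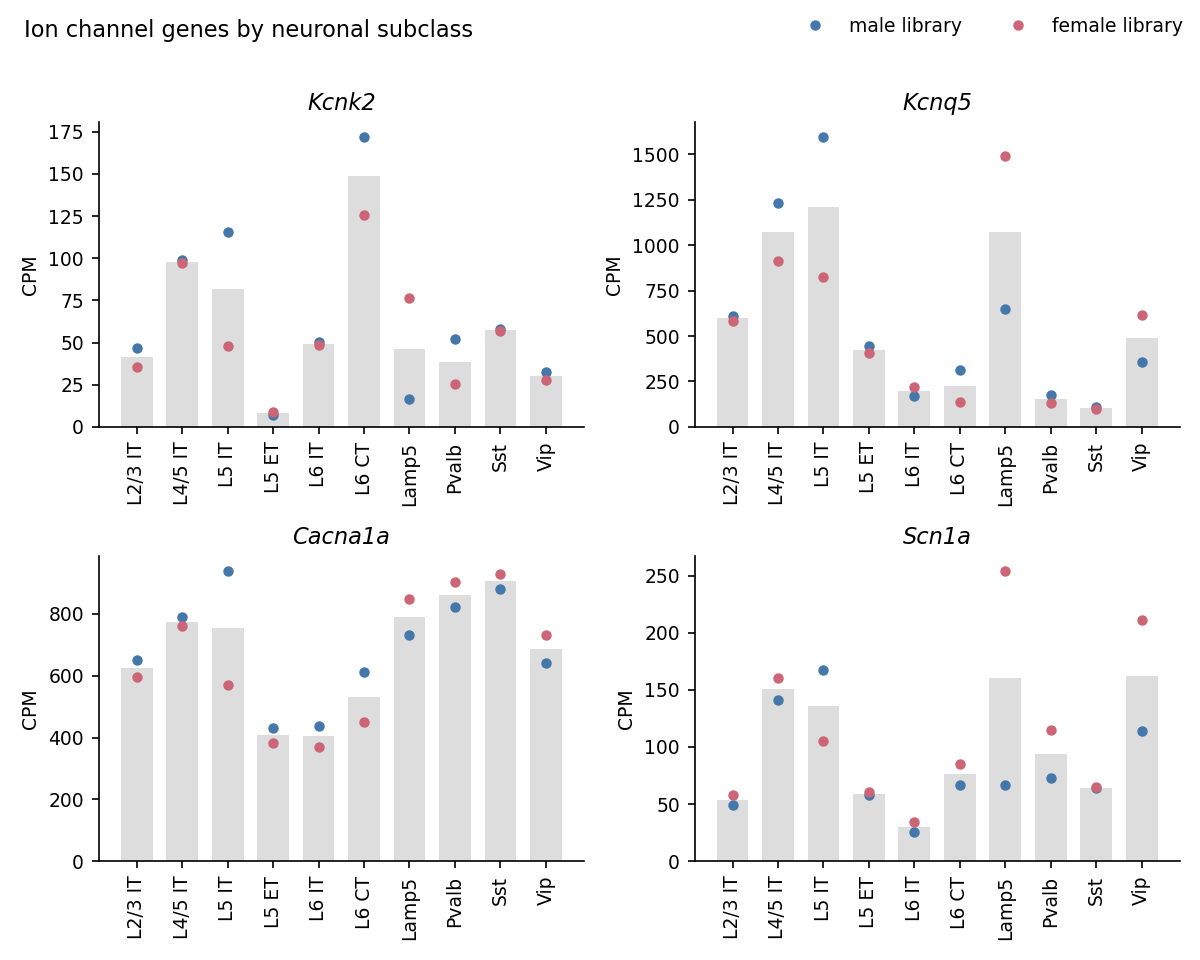
Level of 4 ion channel genes in CPM (vertical axes) in each of 10 neuronal subclasses (horizontal axes), with the male library as blue points, the female library as red points and their mean as grey bars. In L5 ET, Kcnk2 stands at 8.01 CPM and Kcnq5 at 425 CPM.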

Consistent with this, in our snRNAseq profiling of Atf3-captured neurons, we noted a pattern of downregulation of ion channels involved in action potential firing and maintenance of membrane potential (Fig. 4g). We confirmed the downregulation of *Scn1a* and *Kcnq5* in GFP+ layer V neurons in the tissue (Fig. 4h). The downregulation of these genes provides an explanation for the changes in excitability we observed in the Atf3-marked neurons.

At the later time point, 21 dpi, Atf3-GFP layer II/III neurons were able to maintain sustained firing, similar to GFP-negative controls (Fig. 4i, j, l). However, they exhibited increased tonic firing (Supplementary Fig. 7h), decreased rheobase threshold (Fig. 4k), increased input resistance (Supplementary Fig. 7j), and depolarized membrane potential (−53 mV vs. –66 mV in controls, Fig. 4m) - all measures that reflect increased excitability. GFP+ neurons also exhibited a reduced capacitance, suggesting that they might be more compact and/or less complex than GFP- controls (Fig. 4n). Interestingly, amplified hyperpolarization-activated (Ih) current, an inward current that is important in regulating action potential firing frequency, may contribute to enhanced tonic firing in GFP+ neurons in layer II/III^39,40^ (Supplementary Fig. 7k, i). Together, these findings suggest that surviving layer II/III Atf3-GFP neurons adapt passive membrane properties to maintain sustained firing.

### Layer II/III neurons undergo axon initial segment reorganization following mTBI

Because we found that GFP+ neurons in layer II/III survive but are hyperexcitable, we wondered what the consequences would be on their output. We therefore examined whether their axon initial segment (AIS) underwent alterations. The AIS is a specialized structure at the base of the axon that is essential for generating action potentials^41,42^. Other neuron types transiently lose their AIS during regeneration^43–45^. Immunolabeling for Ankyrin-G, a master scaffolding protein of the AIS, suggested that the AIS in layer II/III neurons was lost at 7 dpi but regained by 14 dpi (Supplementary Fig. 8a–c). This transient loss of AIS markers was confirmed with staining for another AIS protein, β4-spectrin (Supplementary Fig. 8d). The hyperexcitability observed at 21 dpi in layer II/III neurons may be linked to a reorganization of the AIS after mTBI. By contrast, layer V neurons did not lose their AIS (Supplementary Fig. 8a–d) — their reduced excitability may be due to lack of necessary machinery for ion flux caused by ion channel dysregulation (Fig. 4f). Previous studies of closed skull TBI have described an early loss of activity followed by a stage of hyperactivity^46^. Our observation of the transient disappearance of the AIS in layer II/III neurons may suggest that the observed changes in excitability are inherent to the recovery process. Interestingly, the AIS is also a site of neuronal polarization in development and regeneration^47^.

### Atf3 is not required for mTBI-induced layer V neuron degeneration or death, but is required for downregulation of ion channels

Although *Atf3* is required for regeneration of sensory neurons following peripheral nerve injury^12,48^, our finding that Atf3-GFP cortical neurons in layer V die following mTBI suggested *Atf3* may play a pro-degenerative role in the central nervous system. To investigate this, we deleted *Atf3* in layer V neurons using an Rbp4-Cre driver (Rbp4-Cre::Atf3^fl/fl^, Atf3 cKO) and quantified degenerative pathology. We confirmed that layer V ATF3 expression was effectively reduced in Atf3 cKO mice at 7 dpi (Supplementary Fig. 9a, b), with any remaining ATF3+ nuclei likely representing non-neuronal cells. Layer V deletion of *Atf3* did not affect dendrite degeneration^24^ or presence of axonal swellings at 7 dpi, nor did it prevent mTBI-induced cell death or microgliosis (Supplementary Fig. 9d–i, 12c, d).

Because ATF3 drives downregulation of marker genes^11,12^, we wondered if it is required for the loss of ion channel genes following mTBI (Fig. 4g, h). In situ hybridization of *Scn1a* in Atf3 cKO tissue (Rbp4-Cre::Atf3^fl/fl^::Sun1-GFP) revealed that the injury-induced loss of *Scn1a* in layer V neurons at 7 dpi is prevented by Atf3 cKO (Supplementary Fig. 10). This demonstration that downregulation of *Scn1a* is *Atf3*-dependent suggests that *Atf3* could also drive transcriptional repression of additional ion channels leading to the observed functional deficits in Atf3-expressing neurons.

### The integrated stress response and SARM1 pathway are not required for mTBI-induced degeneration

Several interconnected signaling pathways influence neurodegeneration (Supplementary Fig. 11a). The integrated stress response (ISR), which halts translation in response to multiple neuronal stressors, and the SARM1 pathway, which controls Wallerian degeneration have both been shown to play neurotoxic roles in mTBI^6,49–53^. We wondered if we could protect layer V neurons by targeting these pathways. We use three genetic models to manipulate key players: a phospho-dead mutant of eIF2α (knock-in point mutation, serine to alanine substitution, eIF2a^S51A^) that results in ~0% reduction of eIF2α and thus reduces ISR function^54^, a conditional knockout of the pro-apoptotic effector of the ISR *Ddit3* (Rbp4-Cre::Ddit3^fl/fl^, Ddit3 cKO) in layer V neurons^34^, and a global knockout of the executor of Wallerian degeneration Sarm1^55^ (Sarm1 KO). We find that targeting each of these pathways on its own is not sufficient to prevent dendrite degeneration, axon beading or swelling, or cell death (Supplementary Fig. 11). Therefore, we conclude that either none of these pathways is important for neuron death following mTBI, or that their collective action is required.

### Layer V deletion of Dlk prevents degeneration and death

We had previously noted the upregulation of multiple stress-responsive genes in deeper layer cortical neurons (Fig. 2g), so it was perhaps unsurprising that deletion of individual pathway effectors was not sufficient to prevent death of layer V neurons. We observed, however, that phosphorylated c-Jun (p-c-Jun), a known binding partner of ATF3, was distributed in a similar pattern as ATF3 in the ipsilateral cortex (Fig. 5a). These transcription factors, ATF3, and p-cJun, are known to be activated by the axon damage sensing protein DLK^56–58^ (dual leucine zipper kinase; Supplementary Fig. 11a). DLK can drive ISR activity through phosphorylation of an ISR kinase, PERK^59,60^ (Supplementary Fig. 11a, i–k), and promote Sarm1 activation through inhibition of its regulator, NMNAT^61–63^ (Supplementary Fig. 11). We thus reasoned that targeting DLK might be protective as a node sufficiently upstream of multiple neuronal stress responses. Furthermore, while the marker of DLK pathway activation p-c-Jun was detected in both layer V and layer II/III neurons, there was significantly higher expression in layer V neurons, correlating with their differential vulnerability (Fig. 5a, b). We thus tested if deleting DLK would promote survival of Atf3-neurons in layer V.

**Fig. 5:**
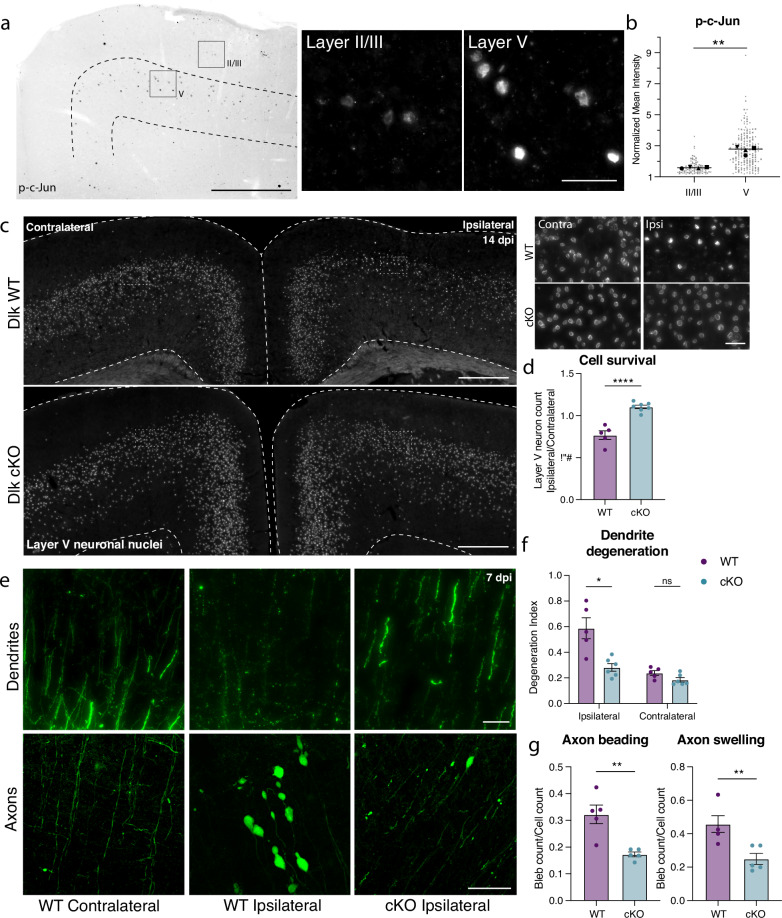
Layer V neurons can be rescued from mTBI-induced death and degeneration by deletion of DLK. **a** P-c-Jun immunolabeling in the ipsilateral cortex of WT mice at 7 dpi (left). Layer V is outlined. Insets show high magnification images of immunolabeling in layer II/III and layer V. **b** Quantification of p-c-Jun intensity in layer II/III and layer V at 7 dpi (**p = 0.0016 by two-tailed paired *t*-test). Only p-c-Jun+ cells are included based on a threshold of 1.2-fold expression compared to background. Average per animal and value per cell is displayed. Each shape represents one animal. *N* = 4, 2 sections per animal, 11–53 nuclei per animal, II/III nuclei *n* = 89, V nuclei *n* = 190. **c** Overview of ipsilateral and contralateral cortices in DLK WT and DLK cKO mice showing layer V GFP+ nuclei. Insets shown on the right. **d** Quantification of GFP+ neurons in ipsilateral compared to contralateral cortex in WT (*n* = 5) and cKO (*n* = 7) mice at 14 dpi based on Sun1-GFP expression shown in **c** (** *p* = 0.0025 by two-tailed Mann–Whitney test). **e** High magnification images of YFP+ dendrites (top) and axons (bottom) in WT contralateral and ipsilateral cortex, and cKO ipsilateral cortex. **f** Quantification of dendrite degeneration at 7 dpi in WT (ipsi *n* = 5, contra *n* = 6) and cKO mice (ipsi *n* = 5, contra *n* = 6, **p = 0.0087 by two-tailed Mann–Whitney test). **g**. Quantification of axon beading (**p = 0.0079) and swelling (**p = 0.0079 by two-tailed Mann–Whitney test) at 7 dpi in WT (*n* = 5) and cKO (*n* = 5) mice. For **d**, **f**, **g**, each point represents the average of 3–4 sections per animal. Error bars represent SEM. Low magnification scale bars, 500 µm. High magnification scale bars, 50 µm.

We conditionally deleted Dlk in layer V neurons using the Rbp4-Cre driver line (Rbp4-Cre::Dlk^fl/fl^, Dlk cKO). We validated that *Dlk* transcript was selectively reduced in layer V DLK cKO neurons (Supplementary Fig. 12b, c). DLK deletion completely prevented layer V neuron death, rescuing the ~15% loss of these neurons in the ipsilateral cortex (Fig. 5c, d). This rescue was maintained in Dlk cKO animals at 42 dpi (Supplementary Fig. 12d). By crossing the DLK cKO line with the Thy1-YFP reporter, we also observed that DLK cKO prevented mTBI-induced dendrite degeneration, and significantly reduced (but did not completely suppress) axon beading and swelling (Fig. 5e–g).

DLK signaling is essential in sensory neurons for recruitment of microglia and other inflammatory cells to sites of injury^64–66^. We investigated whether DLK cKO locally reduced microgliosis in the cortex after mTBI. We found that microgliosis was selectively reduced in layer V, where Dlk was depleted (Supplementary Fig. 13a, b). Interestingly, although DLK is required for *Csf1* upregulation in sensory neurons to recruit microglia following peripheral nerve injury, we found that CSF1 does not play a role in mTBI-induced cortical microgliosis (Supplementary Fig. 13e, f). Thus, mTBI-induced layer V microgliosis is not initiated through a neuronal injury response that actively recruits microglia via Csf1. Instead, microgliosis may occur as a response to factors released by apoptotic neurons, such as ATP, and prevention of neuron death by DLK deletion is therefore sufficient to prevent microglial recruitment.

We thus find that DLK activation is required for the degeneration of layer V neurons following mTBI, and that its differential activation in layer V and layer II/III neurons may be responsible for the differential vulnerability.

## Discussion

In this study, we develop and characterize a model of mild TBI in which we follow the cellular and molecular sequelae of a single impact to the skull on specific cortical neuron types during several weeks following injury. We used a closed-skull injury in order to model a clinically relevant mild trauma to the cortex. We find that despite its mild nature, this single-impact injury produces wide-ranging consequences to neurons within the cortex, from cell death to survival, with specific neuron types undergoing specific reproducible fates. We used the neuronal injury marker *Atf3* as a reporter to gain genetic access to a subset of neurons that transcriptionally responds to the injury. This allowed us to molecularly and spatially identify these neurons, describe their location and morphology, record their electrophysiological properties, and determine how their cellular states evolve over time. We discovered that the Atf3-responsive population of neurons falls into two categories: one located in layer V that undergoes neuronal death within 2 weeks after injury, and one in layer II/III that survives at least 2 months after injury. We found that the DLK signaling pathway is responsible for the death of the Atf3-responsive neurons in layer V, highlighting its value as a potential target for prevention treatments for TBI.

One challenge in studying models of mTBI is the ability to accurately quantify events or cell numbers using markers that are transient or altered by the injury itself. For example, commonly used markers to assess apoptosis are quite transient and may be missed. In this study, we demonstrate that many marker genes of cortical neuron types are lost after mTBI, making it impossible to accurately label or quantify the neuronal cell types in which they are normally expressed. This is consistent with other work showing that stress response mechanisms adopted by injured neurons to regain homeostasis after injury often result in the loss of expression of markers genes and proteins^11,12,67^. To overcome this, we relied on genetic labeling to track and record from our neurons of interest. This strategy also facilitated the enrichment of this relatively rare population of cells within the cortex, allowing us to perform single nucleus transcriptomics to molecularly identify them using their transcriptome instead of individual marker genes. Additionally, this approach to study injured neurons is applicable to investigating the neuronal Atf3 response in a range of neurodegenerative conditions, beyond TBI.

The Atf3-reporter strategy highlighted the existence of two main populations of neurons after mTBI and a striking differential vulnerability between them. The neurons in layer V mostly died within 2 weeks of the injury while those in layer II/III survived. An intriguing aspect of the Atf3-GFP neurons in layer II/III is that they initially express the GFP reporter much more weakly than those in layer V. The initially faint reporter labeling may reflect a stronger translational repression in these neurons than in layer V which is reversed as they regain homeostasis. A question naturally arises: what is it about layer V neurons that makes them more vulnerable to degeneration? Layer V neurons have been highlighted as a vulnerable population within the cortex in multiple diseases and experimental models^4,68–72^. Using machine learning to classify the regeneration potential of neurons, a recent study identified layer V neurons as the least regenerative within the cortex^73^. It may be that their large somas, long axons, and metabolic demands require a molecular makeup that confers an increased vulnerability^74^. Selective vulnerability is seen across neurodegenerative diseases, necessitating further research to identify causative elements.

We found that DLK is essential for the death of layer V neurons, consistent with the known role of DLK signaling in promoting neuron death^56,57,75–80^. We speculate that the mild concussive TBI in our model produces axotomy of layer V projection neurons, and thus DLK-dependent death. While some layer II/III neurons have corticocortical projections, others project locally; thus, it is less clear whether they activate the Atf3-stress response pathway as a result of axotomy or another mechanism. Regardless, the majority of these layer II/III neurons do not degenerate within 70 days of the injury. Our snRNAseq data clearly demonstrate that despite sharing the expression of *Atf3* and *Ecel1*, the neurons from each layer express differential transcriptional programs, consistent with their divergent fates.

Recently, DLK inhibitors have been developed to treat neurodegenerative conditions^57,64,75,81–83^, and understanding the role of the DLK pathway in mTBI will be critical for determining if it may be a viable therapeutic target. Recently, a Phase I clinical trial of a DLK inhibitor in ALS patients was halted after weeks of treatment due to observations of adverse effects including low platelet count, ocular toxicity, and altered touch sensation^84^. However, mTBI may be a more appropriate indication for trial as the injury timing can be known or even anticipated and dosing could be acute rather than chronic to reduce undesirable side-effects. Alternate methods to target DLK signaling may also be developed in future.

This study deepens our understanding of how cortical neurons respond to mTBI and reveals the heterogeneous nature of their responses, leading to differential vulnerability of distinct neuronal populations. It is possible that the initiation of neuronal stress responses after a single acute injury, as described in this study, can make surviving neurons susceptible to further injury, highlighting the need for targeted therapeutic approaches for populations prone to recurrent injury, such as athletes and military personnel. The identification of the DLK pathway as a potential target for neuroprotection opens new avenues for treatment strategies. Ultimately, these findings provide a foundation for future investigations into the heterogeneity of brain injury responses and potential clinical interventions aimed at mitigating the long-term impact of mTBI on cortical neurons.

### Limitations

One key limitation of this study is the reliance on a Cre-dependent labeling strategy, which requires functional translational machinery and sufficient time for reporter expression. Using the Atf3-Cre line, we may have missed Atf3-positive neurons that are unable to produce the reporter and/or that die too rapidly. Our analyses using the inducible Atf3CreER mouse are limited to the specific times of tamoxifen delivery. The use of the Atf3-CreER line for snRNA sequencing of injured neurons also meant that we lacked the appropriate set of control nuclei, so we relied on a reference atlas to analyze the data. Finally, our conditional deletion experiments using Rbp4-Cre result in late embryonic deletion of genes which may have affected layer V neuron development. Of note, our focus on ATF3 induction in this study does not preclude the existence of additional injury programs in cortical neurons after mTBI.

## Methods

### Ethical compliance

Animal care and experimental procedures were performed in accordance with NICHD protocols 20-003 and 23-003 (Le Pichon lab) approved by the *Eunice Kennedy Shriver* National Institute of Child Health and Human Development ACUC.

### Mice

Mice were housed in rooms at 30–50% humidity with temperature around 72 °C and a 12 h light/dark cycle, with lights on from 6:00 a.m. to 5:59 p.m. Food and water were available *ad libidum*. Adult (>7 weeks of age) male and female mice were used for all experiments but were not analyzed separately. Thy1-YFP mice were acquired from The Jackson Laboratory (B6.Cg-Tg(Thy1-YFP)HJrs/J, Jax Stock No. 003782) Atf3-Cre mice, as previously described^11^, were generated via knockin of an IRES-Cre sequence after the stop codon of Atf3 at the endogenous locus, such that endogenous Atf3 would remain intact. Atf3-CreER and Atf3 fl/fl mice were obtained from Dr. Clifford Woolf. Dlk fl/fl mice were obtained from Dr. Aaron DiAntonio. For sequencing studies, Atf3-CreER mice were crossed to Sun1-sfGFP (B6;129-Gt(ROSA)26Sortm5(CAG-Sun1/sfGFP)Nat/J, Jax Stock No. 021039) and bred to heterozygosity for both alleles. For visualization of Atf3-expressing neurons, Atf3-Cre or Atf3-CreER mice were crossed to Snap25-LSL-eGFP (B6.Cg-Snap25tm1.1Hze/J, Jax Stock No. 021879) or Ai14 (B6.Cg-Gt(ROSA)26Sortm14(CAG-tdTomato)Hze/J, Jax Stock No. 007914) and bred to heterozygosity for both alleles. For all conditional knockout experiments, Rbp4-Cre mice (Rbp4-Cre (B6.FVB(Cg))-Tg(Rbp4-cre)KL100Gsat/Mmucd, MMRRC Stock No. 037128-UCD) were crossed to the flox line such that the floxed allele would be homozygous and Cre-negative littermates could be used as controls (this was for Dlk-fl, Atf3-fl and Csf1-fl lines). Chop fl mice (B6.Cg-Ddit3tm1.1Irt/J, Jax Stock No. 030816), Csf1 fl mice (shared by Dr. Sherry Werner^85^), and Sarm1 KO (C57BL/6J-Sarm1em1Agsa/J, Jax Sock No. 034399) were used. For Sarm1 KO, heterozygote littermates were used as controls, as heterozygous KO is not sufficient to prevent Wallerian degeneration. For ISR manipulation, we used Eif2-S51A mice (B6;129-Eif2s1tm1Rjk/J, Jax Stock No. 017601). Because homozygosity in this mutation is lethal, heterozygotes were used for experiments, and WT littermates were used as controls. For inducible Cre experiments, mice were dosed intraperitoneally with 75 mg/kg of a 20 mg/mL solution of tamoxifen mixed in corn oil at 4 and 5 dpi.

### Mild traumatic brain injury

Closed-skull mTBI was administered using the Leica Impact One (Leica Biosystems, Cat. No. 39463920) controlled cortical impact (CCI) device. Mice receiving injury were anesthetized with 2–2.5% isofluorane and positioned in a nose cone on foam pad. No stereotaxic restraint was used, however, neonatal ear bars were used to loosely stabilize the head to enhance consistency while maintaining movement upon impact. Mice were shaved and depilated around bregma. The 3 mm piston tip, mounted on the stereotax at an angle of 10° from the vertical plane, was centered roughly at bregma and moved 2 mm lateral to the midline. The impactor was driven at a velocity of 5 m/s, depth of 1.5 mm, and dwell time of 200 ms. Animals receiving sham injuries were shaved, depilated, and anesthetized for the same amount of time as those receiving TBI, but were not administered the injury. Animals were given 5 mg/kg Meloxicam subcutaneously for analgesia immediately after injury and monitored after removal of anesthesia to evaluate righting reflex. Mice exhibiting tissue deformation following injury were excluded.

### Serum collection and neurofilament light simoa assay

Animals were lightly anesthetized using isofluorane until response to painful stimuli was lost. Blood was collected at baseline, 1, 9, and 14 dpi. The retro-orbital sinus of one eye was penetrated with a sterile unfiltered P1000 pipette tip. Blood was collected into BD Microtainer Capillary Blood Collector tubes (Cat. No. 365967) and allowed to clot at room temperature for 10 min. No more than 10% of the animal’s body weight by volume was collected per session. Tubes were spun down at 6500 rpm for 10 min at 4 °C and the supernatant was aliquoted for storage at −80 °C. The Quanterix Neurology 4-plex A (Item 102153) assay was run following manufacturer instructions. Briefly, standards were plated in triplicate and test samples were plated in duplicate. Only neurofilament-light measurements were detectable and consistent between replicates. The average of the two replicates was reported as the final sample NfL measurement.

### Single nucleus RNA isolation and sequencing

Mice were anesthetized using 2.5% avertin and decapitated, and the brain was rapidly dissected. Ipsilateral cortical regions, roughly 4–5 mm diameter and centered around the injury site (as shown in Fig. 1a), were collected and rapidly frozen in pre-chilled tubes on dry ice, then stored at −80 °C. For the dissection of the desired cortical region, the ipsilateral hemibrain was rapidly isolated from the skull. Brain tissue anterior, posterior, and lateral to the area of interest (as visualized in Fig. 1b and Supplementary Fig. 4b) was removed, as well as any tissue below the corpus callosum. Nuclei isolation and sequencing were performed as previously described^86^. Ipsilateral cortical regions from 4 animals were pooled for each sequencing run to remove individual variability. Two datasets were integrated for the study, one collected from male animals and one from female animals. 

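Male and female neurons were compared gene by gene, as 1 library each, so the differences have no replicate check and no test was made. At 20 CPM or more in at least 1 library, 6310 genes were compared. The median absolute log2 ratio was 0.179, and 112 genes (1.77%) differed at least 2-fold. Leaving out 6 sex-linked genes brought this to 106. The largest ratios were those of sex-linked genes, with 16 Xist UMIs in the male and 20080 in the female library (log2 ratio of female to male 9.13), and 738 and 4 of Uty (−7.16). The library named female thus came from females, although a field of its public label gives the sex as male. The other large decreases were those of Eif2s3y (−6.71), Ddx3y (−5.88), Kdm5d (−5.53) and Atn1 (−2.31), and the other large increases those of Tsix (6.70), AY036118 (1.61), Gm26917 (1.48) and Cmss1 (1.33). With ratios taken within 8 subclasses and averaged, 163 genes differed at least 2-fold, the alternative that moved the count most. Since the libraries also differ in UMIs per nucleus, no difference outside the sex-linked genes can be ascribed to sex.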

Sex differences were not observed. Samples were homogenized in a dounce homogenizer (Kimble Chase 2 ml Tissue Grinder) containing 1 ml freshly prepared ice-cold lysis buffer. The homogenate was filtered through a 40 µm cell strainer (FisherScientific #08-771-1), transferred to a DNA low bind microfuge tube (Eppendorf, #022431048), and centrifuged at 300 × *g* for 5 min at 4 °C. The washing step was repeated, and the nuclei were resuspended in 1× PBS with 1% BSA and 0.2 U/µl SUPERaseIn RNase Inhibitor (ThermoFisher, #AM2696) and loaded on top of a 1.8 M Sucrose Cushion Solution (Sigma, NUC-201). The sucrose gradient was centrifuged at 13,000 × *g* for 45 min at 4 °C for extra cleanup. The supernatant was discarded, the nuclei were resuspended in 1× PBS with 1% BSA, 0.2 U/µl SUPERaseIn RNase Inhibitor, and filtered through a 35 µm cell strainer (Falcon #352235). Before FACS sorting, 5 mM DRAQ5 (ThermoFisher #62251) was added to label nuclei.

GFP+DRAQ5+ nuclei were sorted and collected on a Sony SH800 Cell Sorter with a 100 mm sorting chip, and 10k GFP+ nuclei were loaded for sequencing. Using a Chromium Single Cell 3′ Library and Gel Bead Kit v3 (10X Genomics), GFP+ nuclei were immediately loaded onto a Chromium Single Cell Processor (10X Genomics) for barcoding of RNA from single nuclei. Sequencing libraries were constructed according to the manufacturer’s instructions and resulting cDNA samples were run on an Agilent Bioanalyzer using the High Sensitivity DNA Chip as quality control and to determine cDNA concentrations. The samples were combined and run on an Illumina HiSeq2500. There were a total of 370 million reads passing the filter between the two experiments (replicate 1 = 187,823,841, replicate 2 = 183,968,050). Reads were aligned and assigned to Ensembl GRm38 transcript definitions using the CellRanger v7.0.1 pipeline (10X Genomics). The transcript reference was prepared as a pre-mRNA reference as described in the Cell Ranger documentation.

### Single nucleus RNA sequencing data analysis

Following the CellRanger pipeline filtered sequencing data were analyzed using the R package Seurat version 4.1.3 following standard procedures. 

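The deposited table of labels, with 4003 male and 4168 female nuclei, still includes nuclei over the limits of the methods. Of these, 46 male and 56 female nuclei had more than 5% mitochondrial UMIs, and 0 and 2 had more than 6000 genes. Applied to all called barcodes, the limits leave 3962 and 4109 nuclei, 8071 together. The table's own columns put 3957 and 4110 of its nuclei within the limits, 8067 together. The highest mitochondrial share was 9.72% in the male and 10.5% in the female library. Every called barcode had at least 500 UMIs. The table as deposited was used, and the limits were applied as an alternative.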

Outliers were identified based on the number of expressed genes (nFeature > 6000) and mitochondrial proportions (percent.mt > 5) and removed from the data. The data were normalized and scaled with the SCTransform function, dimensional reduction was performed on scaled data, significant principal components (PCs) were identified, and 30 significant PCs were used for downstream clustering. Clustering was performed using the Seurat functions FindNeighbors and FindClusters (resolution = 0.6). Clusters were then visualized with t-SNE or UMAP. Datasets were integrated with the IntegrateData function, and integrated data were then processed by the same methods. Data was visualized with the SCT assay or the RNA assay for dot plots, and plots were generated using Seurat functions. To assign cell types in an unbiased manner, sequenced nuclei were mapped onto a published and annotated mouse motor cortex snRNAseq reference dataset^32,87^ using the Seurat MapQuery function. Clusters containing under 20 nuclei were removed from subsequent analyses. Comparisons to the nuclear reference dataset were made by merging it with our sequencing dataset and visualizing the RNA assay.

### Quantification of cell subtype similarity across the datasets

The similarity across cell subtypes between the reference and Atf3-CreER datasets was assessed using MetaNeighbor^88^ v1.22.0 in R v4.3.3. After annotating the cells using reference mapping, cell subtypes and genes absent in one or both of datasets were removed. This pre-filtering process resulted in an input count matrix consisting of 17,642 genes and 7079 cells. MetaNeighbor is designed to quantify the degree to which cell subtypes replicate across the datasets based on the expression profiling of highly variable genes (HVGs). The HVGs were computed using the variableGenes function provided in MetaNeighbor with default argument setting. Briefly, a gene was selected as an HVG if it was in the top quartile of variable genes and the top decile of expression bins for each dataset.

MetaNeighbor scored subtype-to-subtype similarity using the area under the receiver operator characteristic curve (AUROC). This computation was performed using the MetaNeighborUS function provided in MetaNeighbor with the fast_version and node_degree_normalization arguments set to TRUE. Technically, the function builds a cell network based on the Spearman correlation computed using the raw counts of HVGs between all pairs of cells in both datasets. Here, a node represents a cell, and an edge represents the strength of the correlations between nodes. For each cell (node), the cell subtype is predicted by accounting for the connectivity to neighboring cells using neighbor-voting algorithm. This algorithm creates a weighted matrix of predicted cell subtypes by performing matrix multiplication between the network and the binary vector (0, 1) indicating cell subtype membership. Afterward, this matrix is divided by the node degree, which returns a score for each cell equal to the fraction of its neighbors. The classification of cell subtypes is performed subsequently by computing the AUROC scores for each cell. This score is interpreted as the probability that the classifier correctly predicts that a cell subtype in membership ranked higher than that one not in membership. The AUROC ranges from 0 to 1, where 1 represents perfect classification and 0.5 represents a prediction as poor as random guessing. The output AUROC values are returned by averaging all pairs within a subtype.

### Fixed tissue harvest and immunostaining

Mice were anesthetized with 2.5% avertin and transcardially perfused with saline, followed by 4% paraformaldehyde. Tissue was post-fixed overnight and cryopreserved in 30% sucrose prior to sectioning. Thirty micrometer thick coronal slices were collected free-floating using a Leica CM3050 S Research Cryostat and stored in antigen preservation solution at 4 °C. For immunostaining, tissue was washed and permeabilized in 0.1% Triton-X100 in 1× PBS (PBSTx), then blocked in 5% normal donkey serum in 0.1% PBSTx. Primary antibodies were diluted in 0.5% normal donkey serum in 0.1% PBSTx and tissue was incubated overnight at 4 °C. Tissue was washed in 0.1% PBSTx and incubated in secondary antibody (ThermoFisher) diluted in 0.1% PBSTx for 1 h, washed in 1× PBS, mounted on positively charged slides, and coverslipped with Prolong Diamond (ThermoFisher #P36961). NeuroTrace (1:500, Life Tech. N21483) was applied following washes for 30 min. Primary antibodies: guinea pig anti-Ankyrin-G (1:500, Synaptic Systems, 386-005), rabbit anti-ATF3 (1:500, Novus Biologicals, NBP1-85816), rat anti-CD68 (1:500, Bio-Rad, MCA1957), rat anti-CTIP2 (1:500, abcam, ab18465), mouse anti-GFAP (1:500, Sigma-Aldrich, G3893), chicken anti-GFP (1:500, Invitrogen, A10262), chicken anti-IBA1 (1:500, Synaptic Systems, 234-006), rabbit anti-phospho-cJun Ser63 (1:300, Cell Signaling Tech., 9261), rabbit anti-phospho-H2AX (1:400, Cell Signaling Tech., 2577), rabbit anti-Olig2 (1:500, Millipore, AB9610). A custom-made rabbit anti-β4-Spectrin was shared by Dr. Damaris Lorenzo.

### Multiplexed in situ hybridization

Tissue was sectioned coronally at 16 µm onto positively charged slides using a Leica CM3050 S Research Cryostat. Slides were dried in the cryostat, then stored at −80 °C. Multiplexed in situ hybridization was performed according to the manufacturer’s instructions for PFA fixed sections (ACD v2 kit). Probe targets were visualized using Opal dyes 520, 570, 690, or 780 (Akoya). Each in situ analysis was performed in at least *n*  =  2 mice. Probes: Atf3 (Cat. No. 426891), Atf4 (Cat. No. 405101), Ddit3 (Cat. No. 317661), Dlk (Cat. No. 458151), Ecel1 (Cat. No. 475331), Gad2 (Cat. No. 439371), Kcnq5 (Cat. No. 511131), Satb2 (Cat. No. 413261), Scn1a (Cat. No. 556181), Tubb3 (Cat. No. 423391).

### Electrophysiology brain slice preparation

Mice were anesthetized using Pentobarbital Sodium (NIH Veterinarian Services) and subsequently decapitated. Brains were swiftly removed and placed in an ice-cold cutting solution containing (in mM): 92 NMDG, 20 HEPES, 25 glucose, 30 NaHCO_3_, 2.5 KCl, 1.2 NaPO_4_ saturated, 10 Mg-sulfate, and 0.5 CaCl_2_ with 95% O_2_/5% CO_2_. The solution had an osmolarity of 303–306 mOsm (Wescorp). The extracted brain was promptly blocked, dried on filter paper, and affixed to a platform immersed in ice-cold NMDG-based cutting solution within a chamber of a Leica VT1200 Vibratome. Coronal slices (300 µm thick) encompassing the somatosensory cortex, were cut at a speed of 0.07 mm/s. Post-slicing, sections were incubated in an NMDG-based cutting solution in a chamber for 5–10 min at 34 °C. Slices were then transferred to a chamber filled with a modified holding aCSF saturated with 95% O_2_/5% CO_2_. The solution contained (in mM): 92 NaCl, 20 HEPES, 25 glucose, 30 NaHCO_3_, 2.5 KCl, 1.2 NaPO_4_, 1 mM Mg-sulfate, and 2 mM CaCl_2_, with an osmolarity of 303–306 mOsm, at room temperature for a minimum of 1 h. Slices were kept in the holding solution until being transferred to the recording chamber.

### Ex-vivo Whole-Cell Electrophysiology

Whole-cell patch-clamp electrophysiology studies were conducted following the methodology previously described^89^. Cells were visualized using infrared-differential interference contrast (IR-DIC) optics on an inverted Olympus BX5iWI microscope. The recording chamber was perfused at a flow rate of 1.5–2.0 ml per minute with artificial cerebrospinal fluid (aCSF) comprising (in mM): 126 NaCl, 2.5 KCl, 1.4 NaH2PO_4_, 1.2 MgCl_2_, 2.4 CaCl_2_, 25 NaHCO_3_, and 11 glucose (303–305 mOsm), using a pump from World Precision Instruments. For whole-cell recordings of intrinsic excitability, glass microelectrodes (3–5 MΩ) were employed, containing (in mM): 135 K-gluconate, 10 HEPES, 4 KCl, 4 Mg-ATP, and 0.3 Na-GTP. GFP-positive and GFP-negative cells were identified based on the presence or absence of GFP fluorescence in the DIC. Data were filtered at 10 kHz and digitized at 20 kHz using a 1440 A Digidata Digitizer (Molecular Devices). Series resistance (<20 MΩ) was monitored with a −5 mV voltage step. Cells exhibiting >20% change in series resistance were excluded from further analysis. For intrinsic excitability, following membrane rupture in voltage clamp, cells were transitioned to the current clamp configuration without holding current injection. Intrinsic excitability was evaluated by applying hyperpolarizing and depolarizing current steps (25 pA steps: 1 s duration), and changes in voltage and action potential firing were measured. Whole-cell recordings were conducted using a potassium gluconate-based internal solution. For all experiments, cells experiencing a 20% or higher increase in access resistance or high max spike rate consistent with interneurons were excluded from analysis.

### Imaging and quantifications

Images were collected using either a Zeiss slide scanner, Zeiss Axiocam 506, or Zeiss confocal LSM800. Images were quantified using FIJI. For cell counts, slide scanner images were cropped to equivalent contralateral and ipsilateral area for 3–4 sections and cells were counted by a blinded observer. For dendrite degeneration quantifications, 63X confocal images were collected from 3–4 sections (3 regions of interest (ROIs) per section per side). A FIJI macro was created to turn each image to binary and use the ‘Analyze Particles’ feature to collect circular area (circularity ≥ 0.2) and total area. For axon pathology area measurements, the magic wand tool in the Arivis Vision 4D software was used to manually select all axon blebs (YFP-high, DAPI-negative) for 3–4 sections per animal. Objects with a 3–10 µm^2^ area were defined as axon beading, and those with area > 10 µm^2^ were defined as axon swellings. For intensity quantifications, Z-planes were summed and ROIs were drawn around cells of interest based on either GFP expression, DAPI expression (specifically large nuclei > 40 µm^2^ to select for neurons), or *Tubb3* expression for RNAscope, depending on the analysis. For normalized mean intensity, mean intensities were collected for background ROIs (negative for any signal), and cell mean intensity values were normalized to average background intensity. For percent area quantifications for IBA1 and GFAP, ROIs were drawn around the ipsilateral or contralateral cortex, an automated threshold (Triangle method) was set and images were turned to binary, then percent area was calculated using the ‘Analyze Particles’ feature. For all layer-specific quantifications, either DAPI or NeuroTrace was used to determine layers. Layer V was defined as the cortical layer with larger and more dispersed cells. Layer II/III was defined as everything above layer V, and layer VI is everything below.

### Statistics and reproducibility

Wherever possible, quantification of microscopy images was performed blinded. Statistical analyses were performed using GraphPad Prism 9, except in the case of mixed models analyses. No statistical method was used to predetermine sample size. Normality tests were performed and non-normal data were analyzed using non-parametric tests, as reported in figure legends. For supplementary figs. 10 and 11, in which our comparison of interest was *ipsi vs contra* in WT *vs cKO* (interaction), we used R package *nlme* and its function *lme* for the mixed effect modeling. The fixed effects were Genotype*Side, with a random effect being Side of each animal (i.e., *Side|animal*). We considered models with fixed variances among all the groups as well as models allowing for separate variances for either each Side and Genotype, or each Side and animal. Model selection criteria (AIC, BIC, and LRT) all pointed to models allowing for different variances as the best (given that there are typically hundreds of values per each side of each animal). The comparison of interest was the interaction: change between cKO and wt genotypes in intensity differences between the sides, (ipsi—contra). For supplementary fig. 5, we were looking at differences between ipsi_pos & contra, and between ipsi_pos & ipsi_neg (GFP+ neurons and GFP- neurons of the ipsilateral and contralateral cortices; there is no contra±, just contra). To assess the differences between ipsi_pos & contra, and between ipsi_pos & ipsi_neg, we used R package *nlme* and its function *lme* for the mixed effect modeling. The fixed effects were the side and GFP status (i.e., ipsi_pos, ipsi_neg, and contra), with each one having a random component for each animal. Each data group (data for a given side and GFP status of each animal) was allowed to have its own variance. Reported are Holm-adjusted *p* values of Tukey contrasts for multiple comparisons of means.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The datasets generated during and/or analyzed during this study have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE262317. Source data are provided with this paper.

# Supplementary material for: The transcriptional response of cortical neurons to concussion reveals divergent fates after injury
**Source:** Nat Commun. 2025 Jan 27;16:1097. doi: 10.1038/s41467-025-56292-0
**Supplement:** Supplementary file 1 — Supplementary Information

Supplemental Figure 1

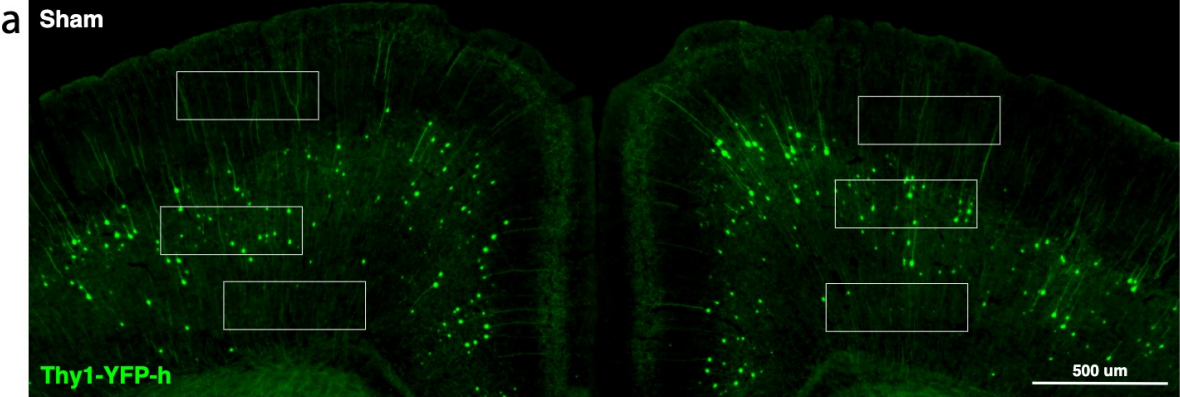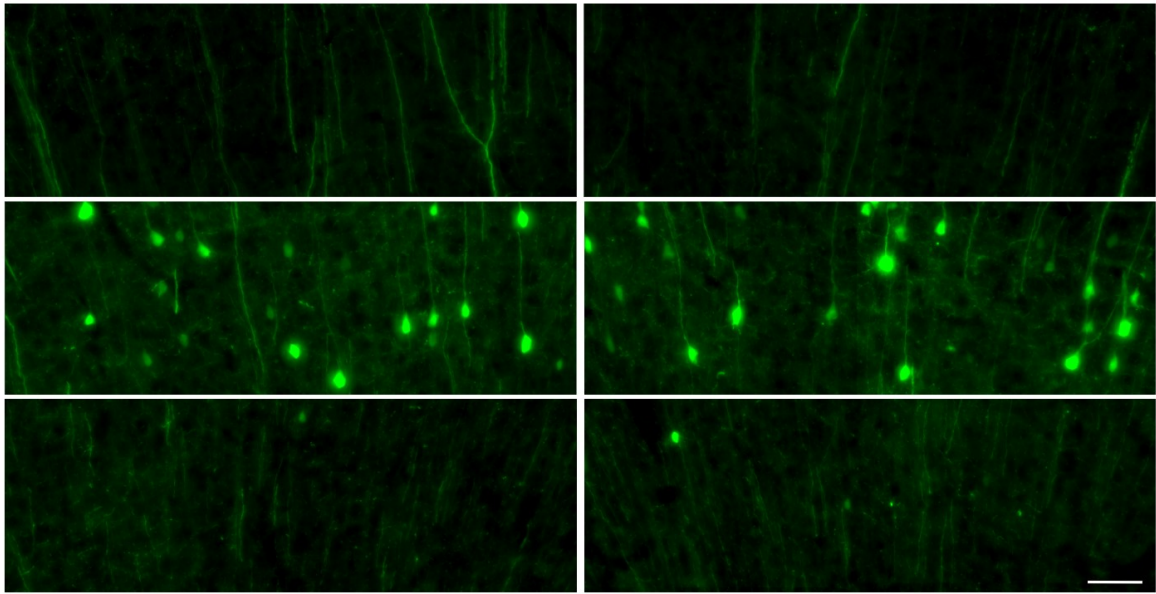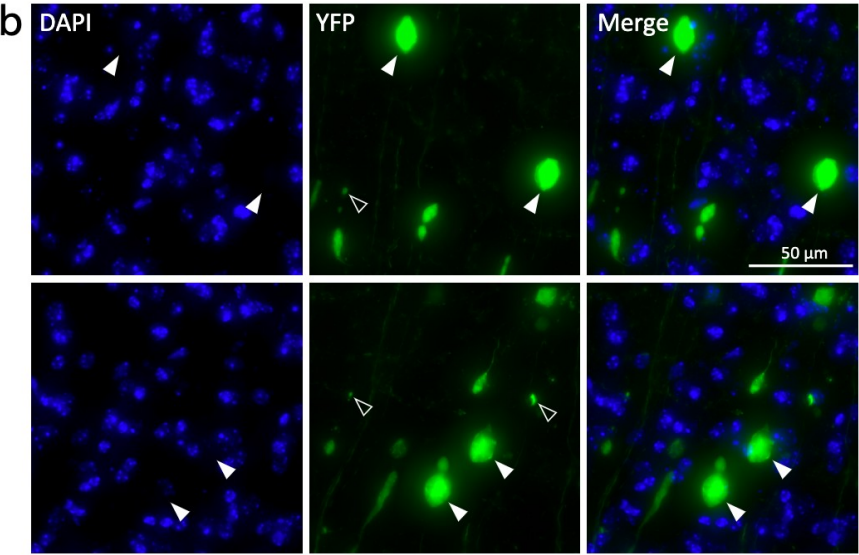

**Supplemental Figure 1. Thy1-YFP expression in sham and classification of axon blebs.** **a.** Example coronal section from an uninjured sham Thy1-YFP animal with dendrites, cell bodies, and axons highlighted below. Scale bar representative for all insets. **b.** High magnification images showing DAPI expression and the axons of Thy1-YFP animals after mTBI. Closed arrows highlight DAPI-negative axonal swellings, open arrows highlight axon beading. Lack of DAPI-staining was an inclusion criterion for axon swellings. Low magnification scale bar, 500  $\mu\text{m}$ . High magnification scale bar, 50  $\mu\text{m}$ .

## Supplemental Figure 2

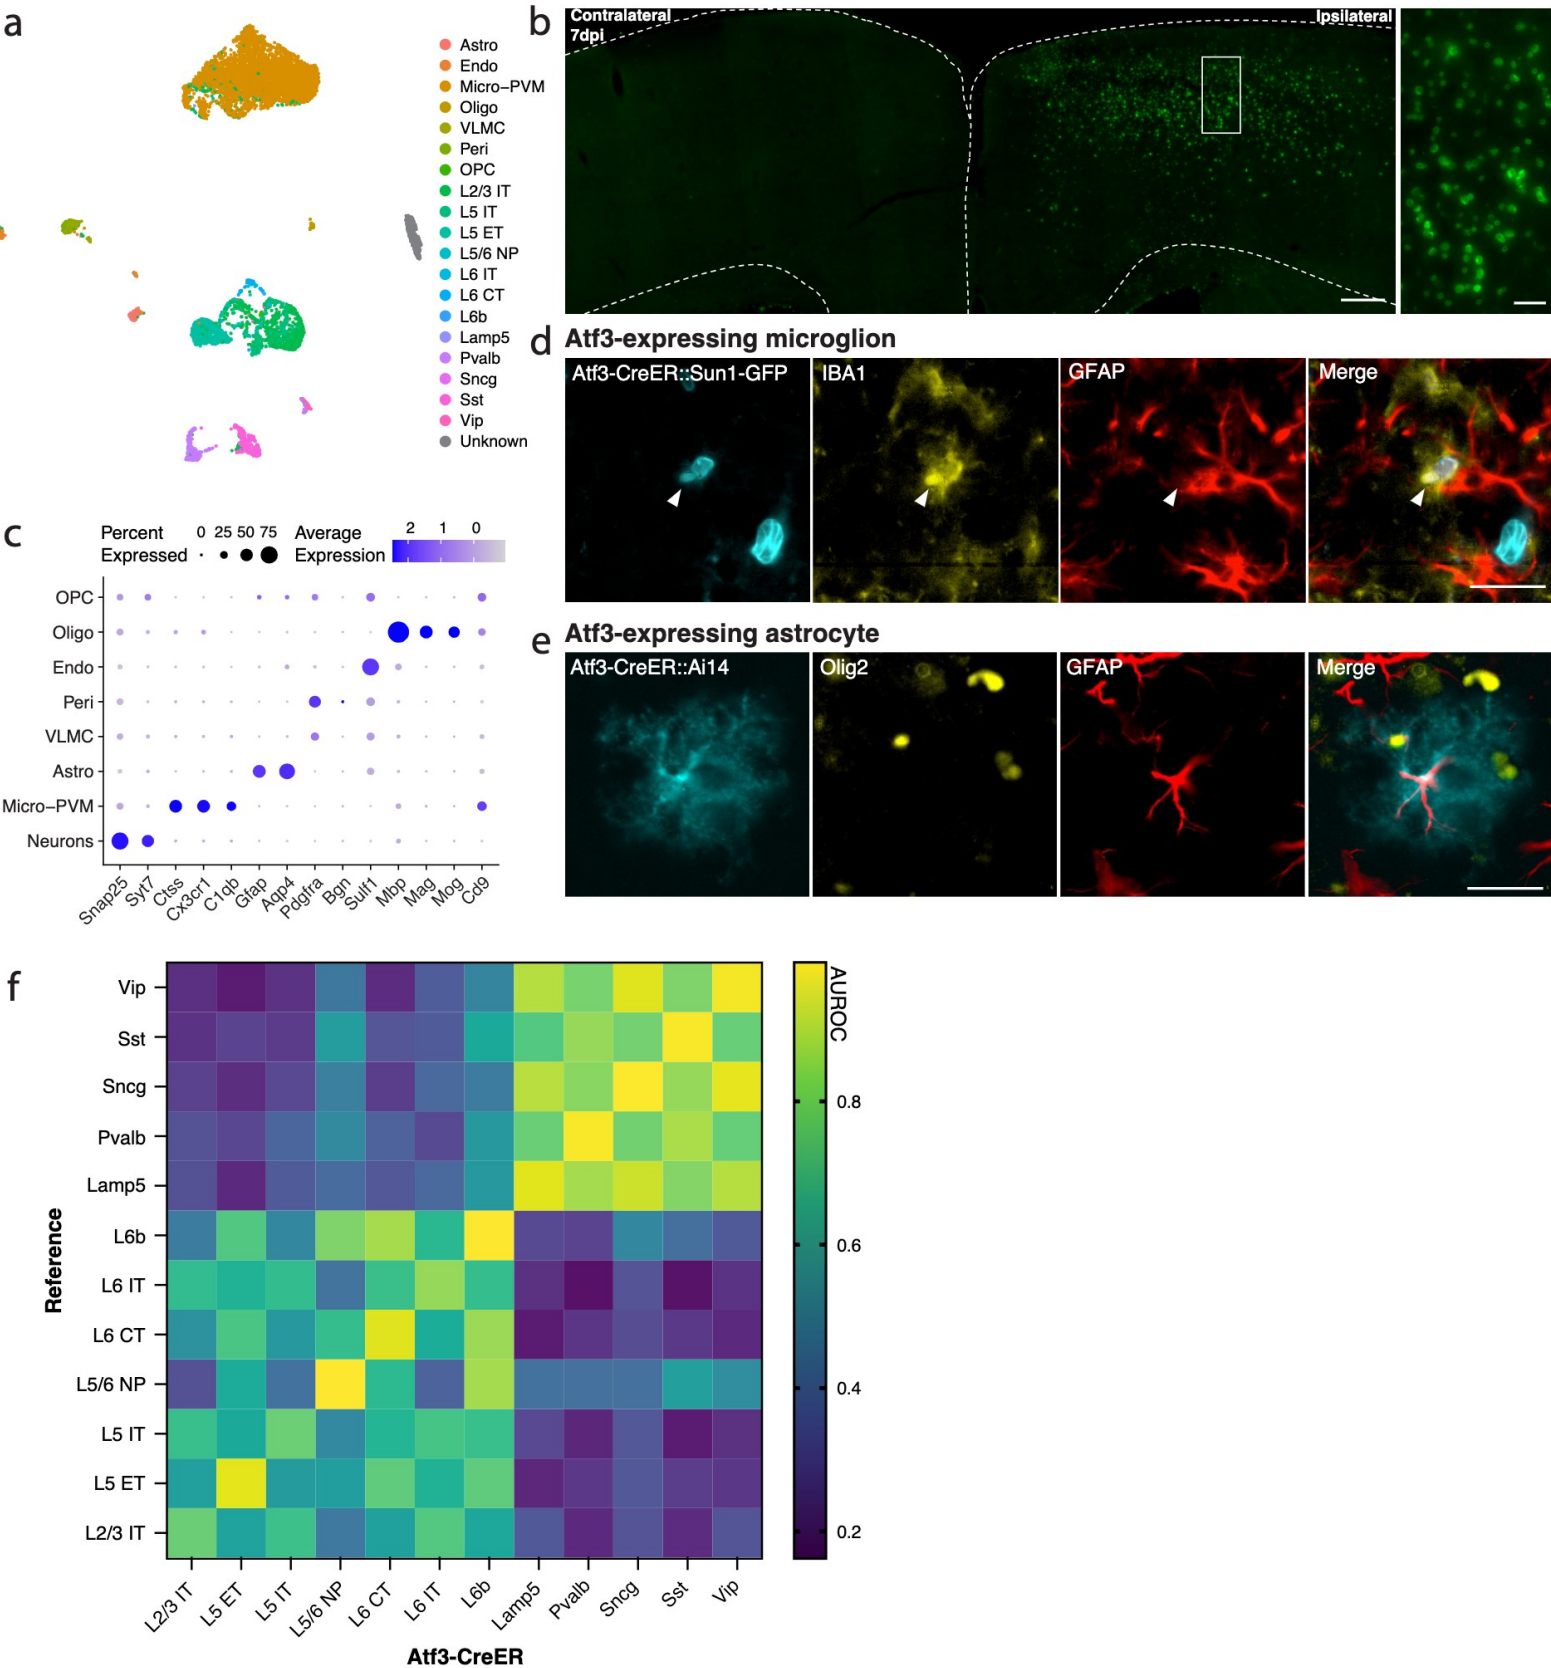

**Supplemental Figure 2. Validation of Atf3-expressing cell types.** **a.** UMAP of all *Atf3*-expressing cells collected at 7 dpi from the *Atf3*-CreER mouse, annotated by mapping to a reference atlas. One neuronal cluster could not be confirmed as cortical, labeled as “Unknown”. **b.** Coronal section of cortex showing expression of *Atf3*-CreER::Sun1-GFP in mice used for sequencing (tamoxifen at 4 and 5 dpi, tissue collected at 7 dpi). Inset highlights large and small nuclei in cortical layers V and II/III. **c.** Dotplot of general cell type markers confirming the reference mapping shown in **a**. **d.** Validation of the existence of *Atf3*-expressing microglia seen in the sequencing. *Atf3*-CreER::Sun1-GFP signal highlights an *Atf3*-expressing nucleus (cyan) expressing IBA1 (yellow), but not GFAP (red). **e.** Validation of the existence of *Atf3*-expressing astrocytes seen in the sequencing. *Atf3*-CreER::Ai14 signal highlights an *Atf3*-expressing astrocyte (cyan) expressing GFAP (red), but not Olig2 (yellow). **f.** Heatmap of AUROC scores from MetaNeighbor between neurons in the reference dataset (y axis) and neurons in the *Atf3*-CreER dataset (x axis). Legend indicates dark blue is a low AUROC, meaning low similarity between datasets, and yellow is a high AUROC, meaning high similarity between datasets. Low magnification scale bar, 200  $\mu$ m. High magnification scale bar, 25  $\mu$ m.

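General markers were summed over the nuclei of each class in the deposited table and are given as mean ± SD CPM of the 2 libraries. Ctss reached 450 ± 11.3 CPM in microglia and 8.82 ± 0.917 in neurons, and Cx3cr1 477 ± 124 and 14.5 ± 4.24. In astrocytes, Aqp4 reached 478 ± 28.1 CPM and Gfap 435 ± 134, against 0.631 ± 0.0314 and 0.881 ± 0.139 in neurons. In oligodendrocytes, Mbp reached 3368 ± 206 CPM and Mog 316 ± 102, against 57.3 ± 10.4 and 0.424 ± 0.138 in neurons. Snap25 was at 937 ± 100 CPM in neurons and 70.4 ± 31.7 in astrocytes.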

# Supplemental Figure 3

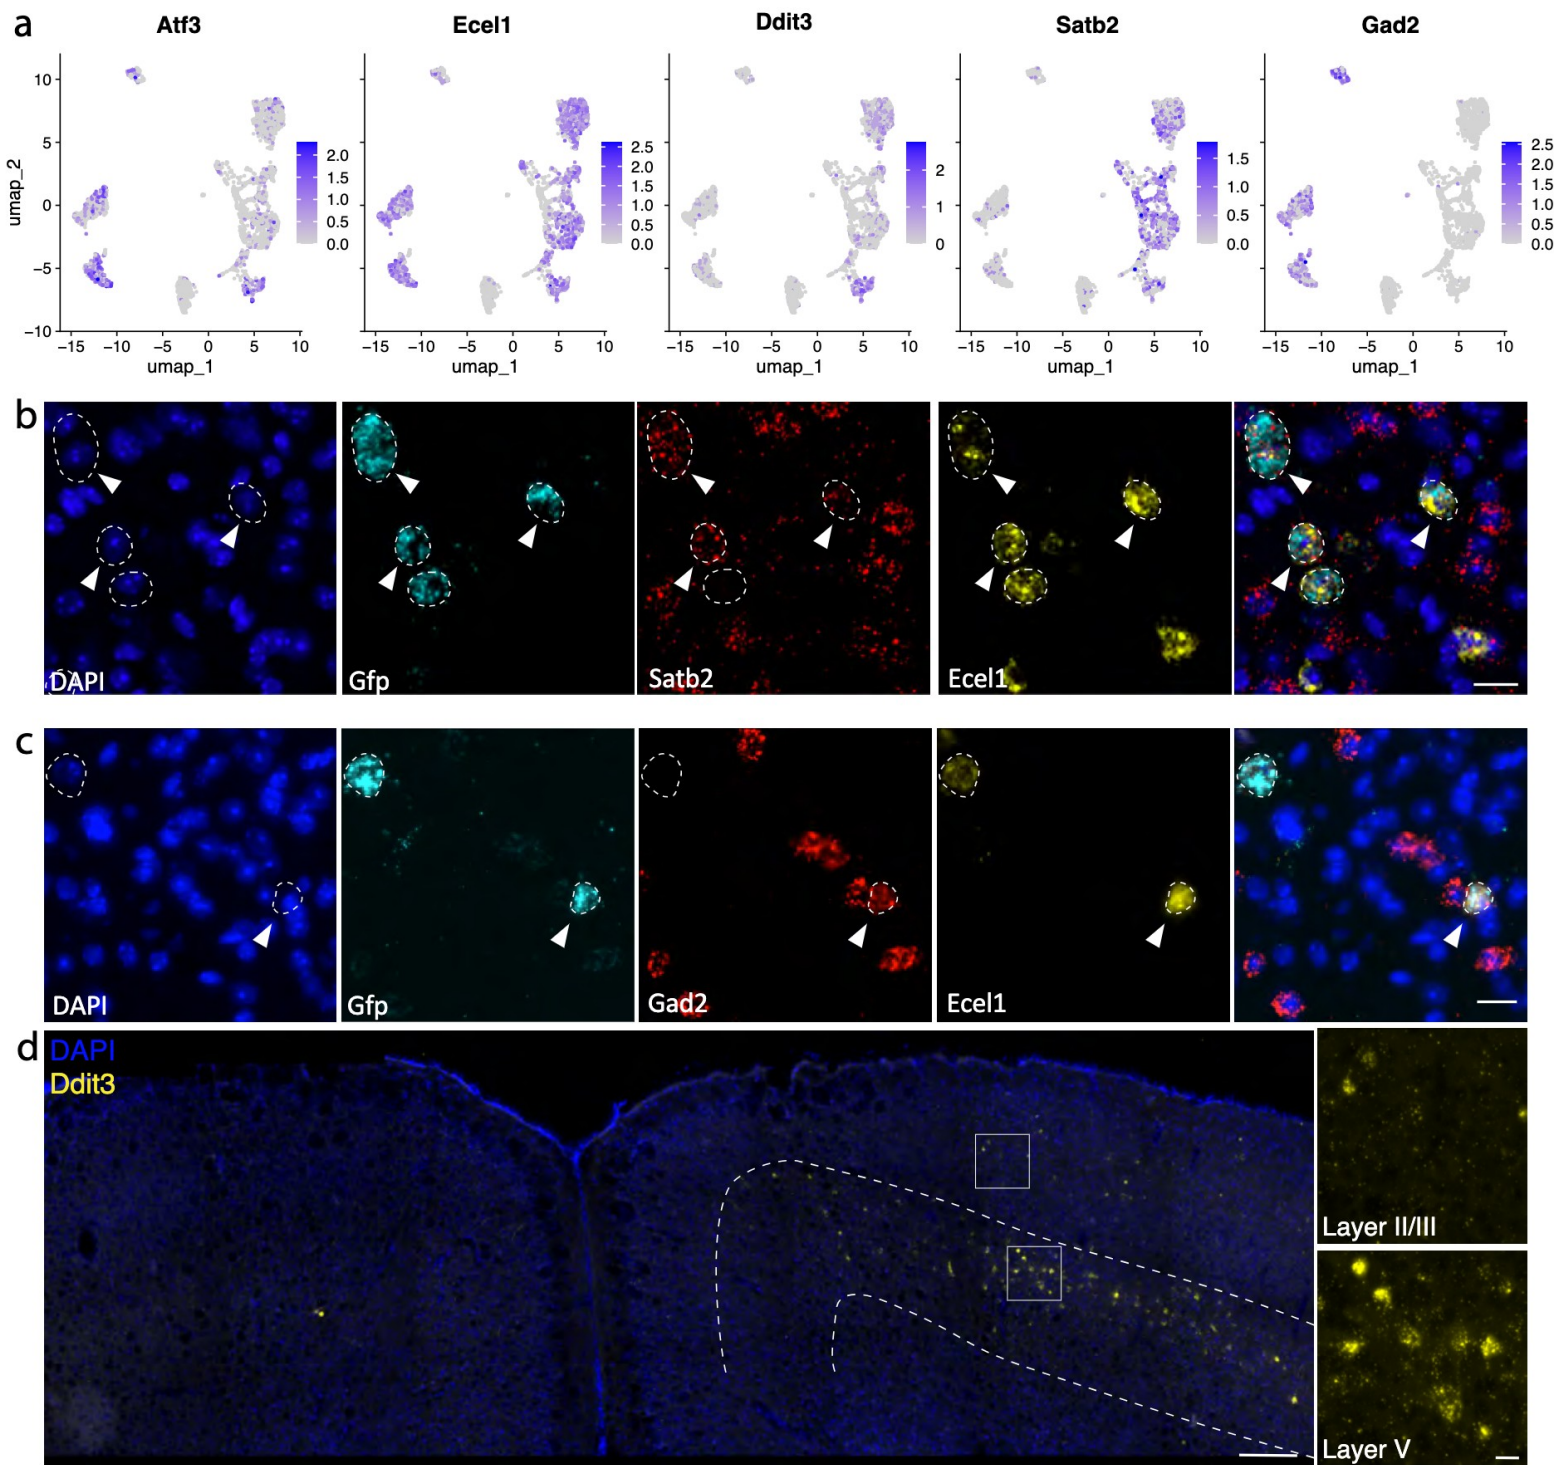

**Supplemental Figure 3. Validation of Atf3-expressing neuron types.** **a.** Feature plots of *Atf3*, *Ecel1*, *Ddit3* and markers for Atf3-expressing neuron groups; *Satb2* for injured excitatory neurons, *Gad2* for inhibitory neurons. **b.** ISH highlighting injured excitatory neurons, showing coexpression of *Ecel1* (yellow) and *Satb2* (red) in *Gfp+* cells (cyan) in the Atf3-CreER::Sun1-GFP injured cortex at 7 dpi. *Gfp+* cells are outlined. Arrowheads pointing at *Gfp+* injured excitatory neurons. **c.** ISH highlighting injured inhibitory neurons, showing coexpression of *Ecel1* (yellow) and *Gad2* (red) in *Gfp+* cells (cyan) in the Atf3-CreER::Sun1-GFP injured cortex at 7 dpi. *Gfp+* cells are outlined. Arrowhead points to a *Gfp+* injured inhibitory neuron. **d.** ISH of *Ddit3* (yellow) shown in ipsilateral and contralateral cortices. Layer V is outlined. Insets highlight ipsilateral neurons in layer II/III (top) and layer V (bottom). Scale bars, 20  $\mu$ m.

# Supplemental Figure 4

a GFP

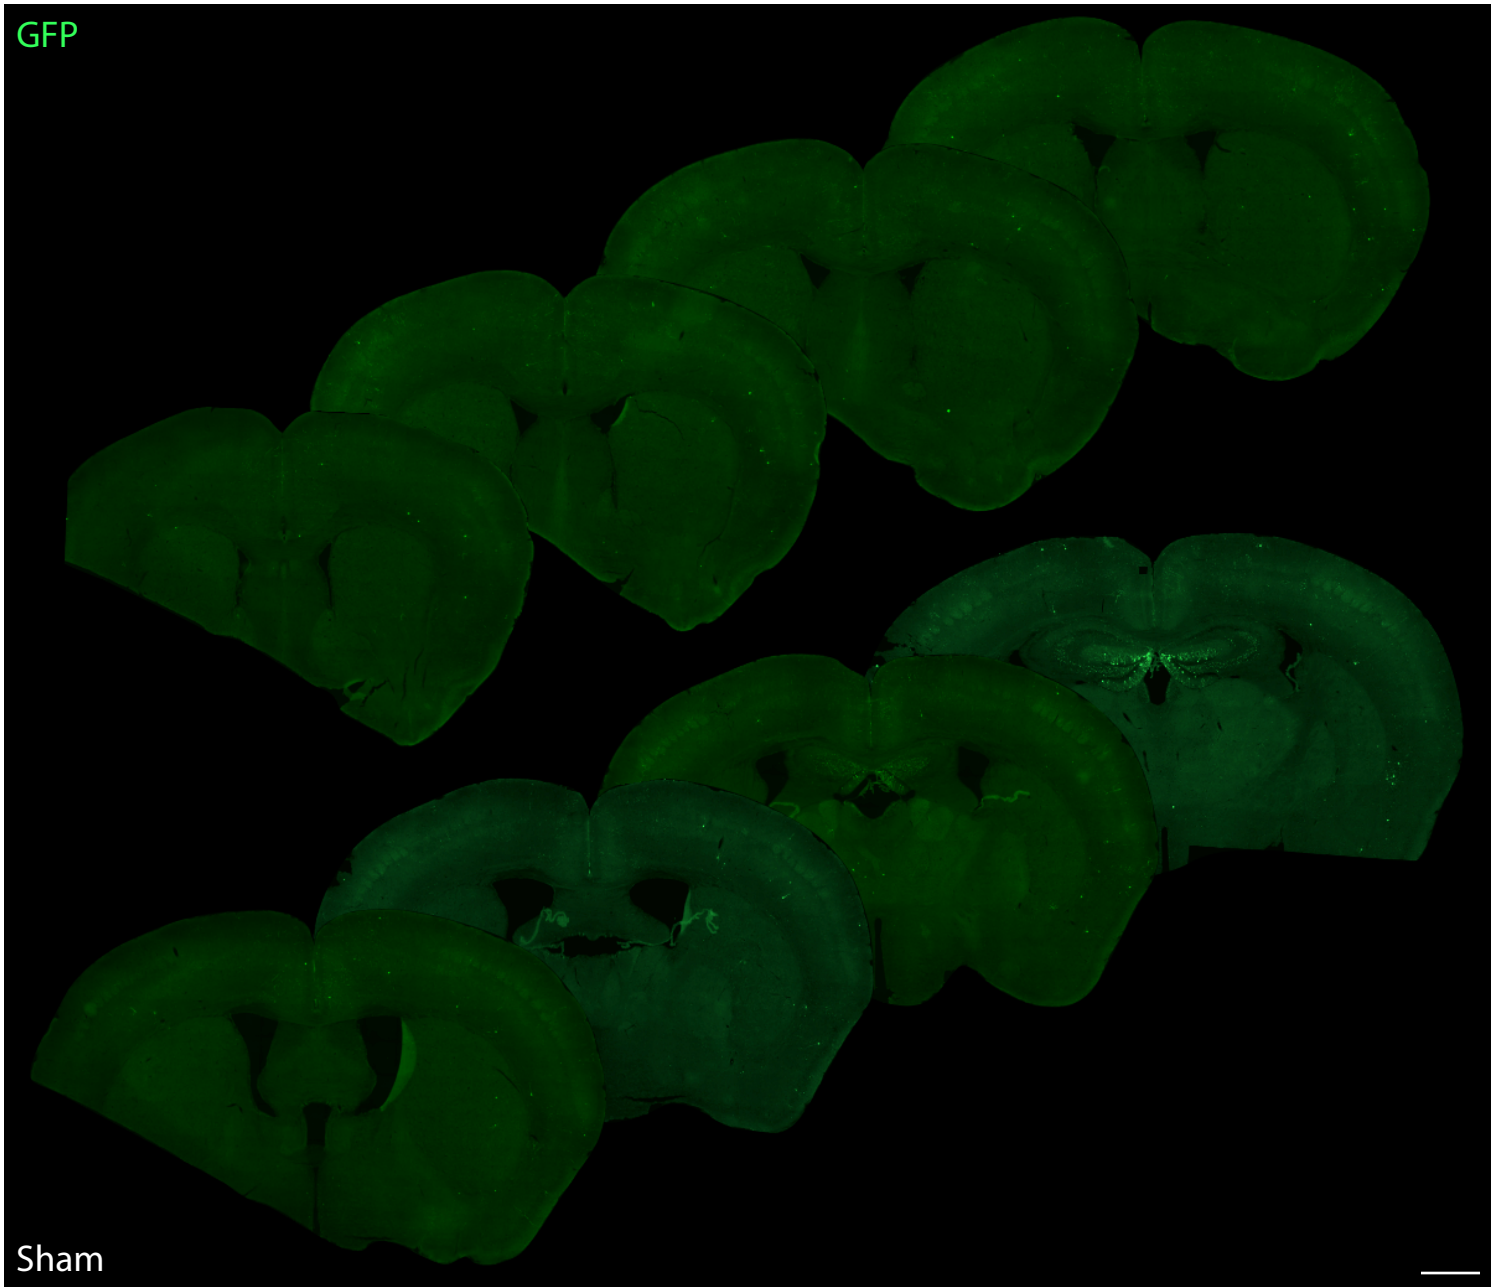

b GFP

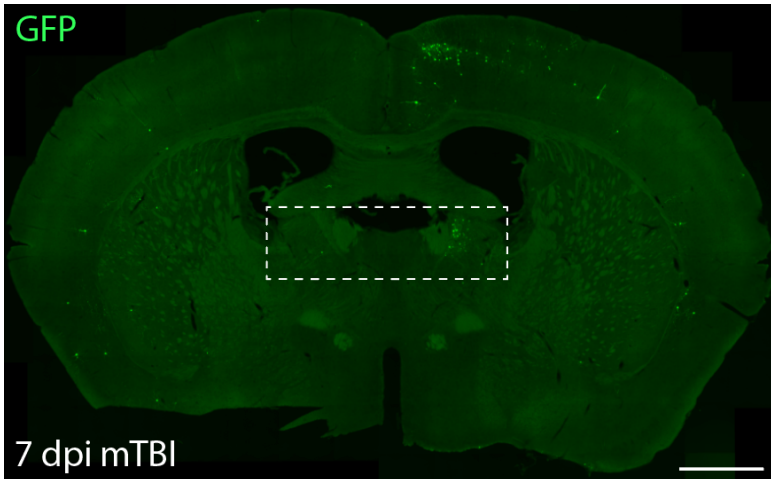

c

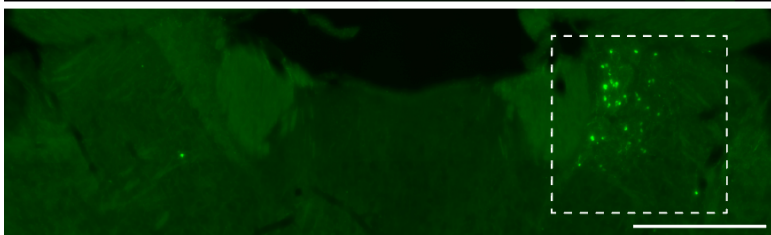

d

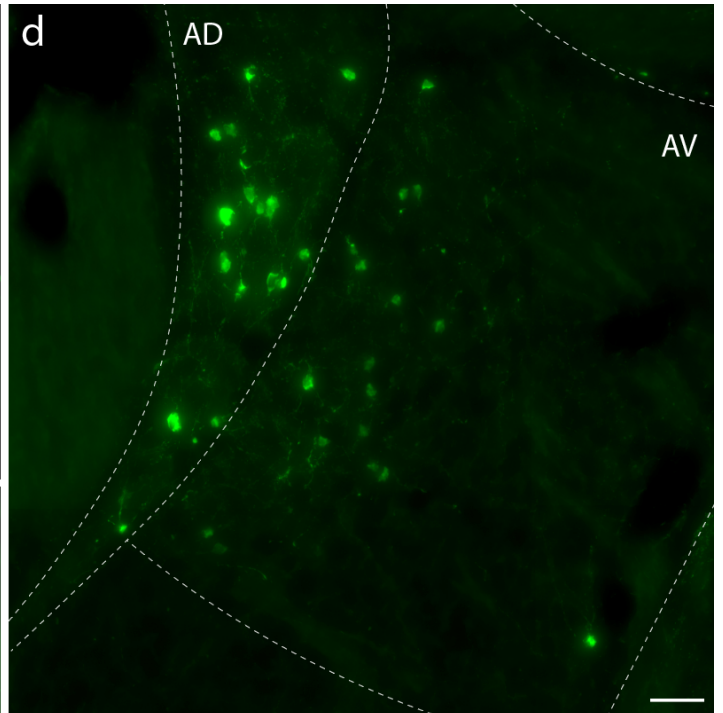

**Supplemental Figure 4. Atf3-Cre::Snap25-GFP expression at 7 dpi.** **a.** Coronal sections from Atf3-Cre::Snap25-GFP sham animals (uninjured) showing immunolabeling of GFP without injury. Many hippocampal neurons express GFP, likely due to developmental Atf3 expression. The right ventral portion of the brain was notched. **b.** Image showing a section with GFP immunolabeling at 7 dpi in the ipsilateral cortex and ipsilateral anterior thalamic nuclei. **c.** Inset shows bilateral anterior thalamic nuclei, with GFP immunolabeling in the ipsilateral nuclei. **d.** Inset of the ipsilateral anterior thalamic nuclei. The anterodorsal (AD) and anteroventral (AV) thalamic nuclei are outlined. Low magnification scale bars, 1 mm. Scale bars in **b** and **c**, 500  $\mu\text{m}$ . Scale bar in **d**, 50  $\mu\text{m}$ .

# Supplemental Figure 5

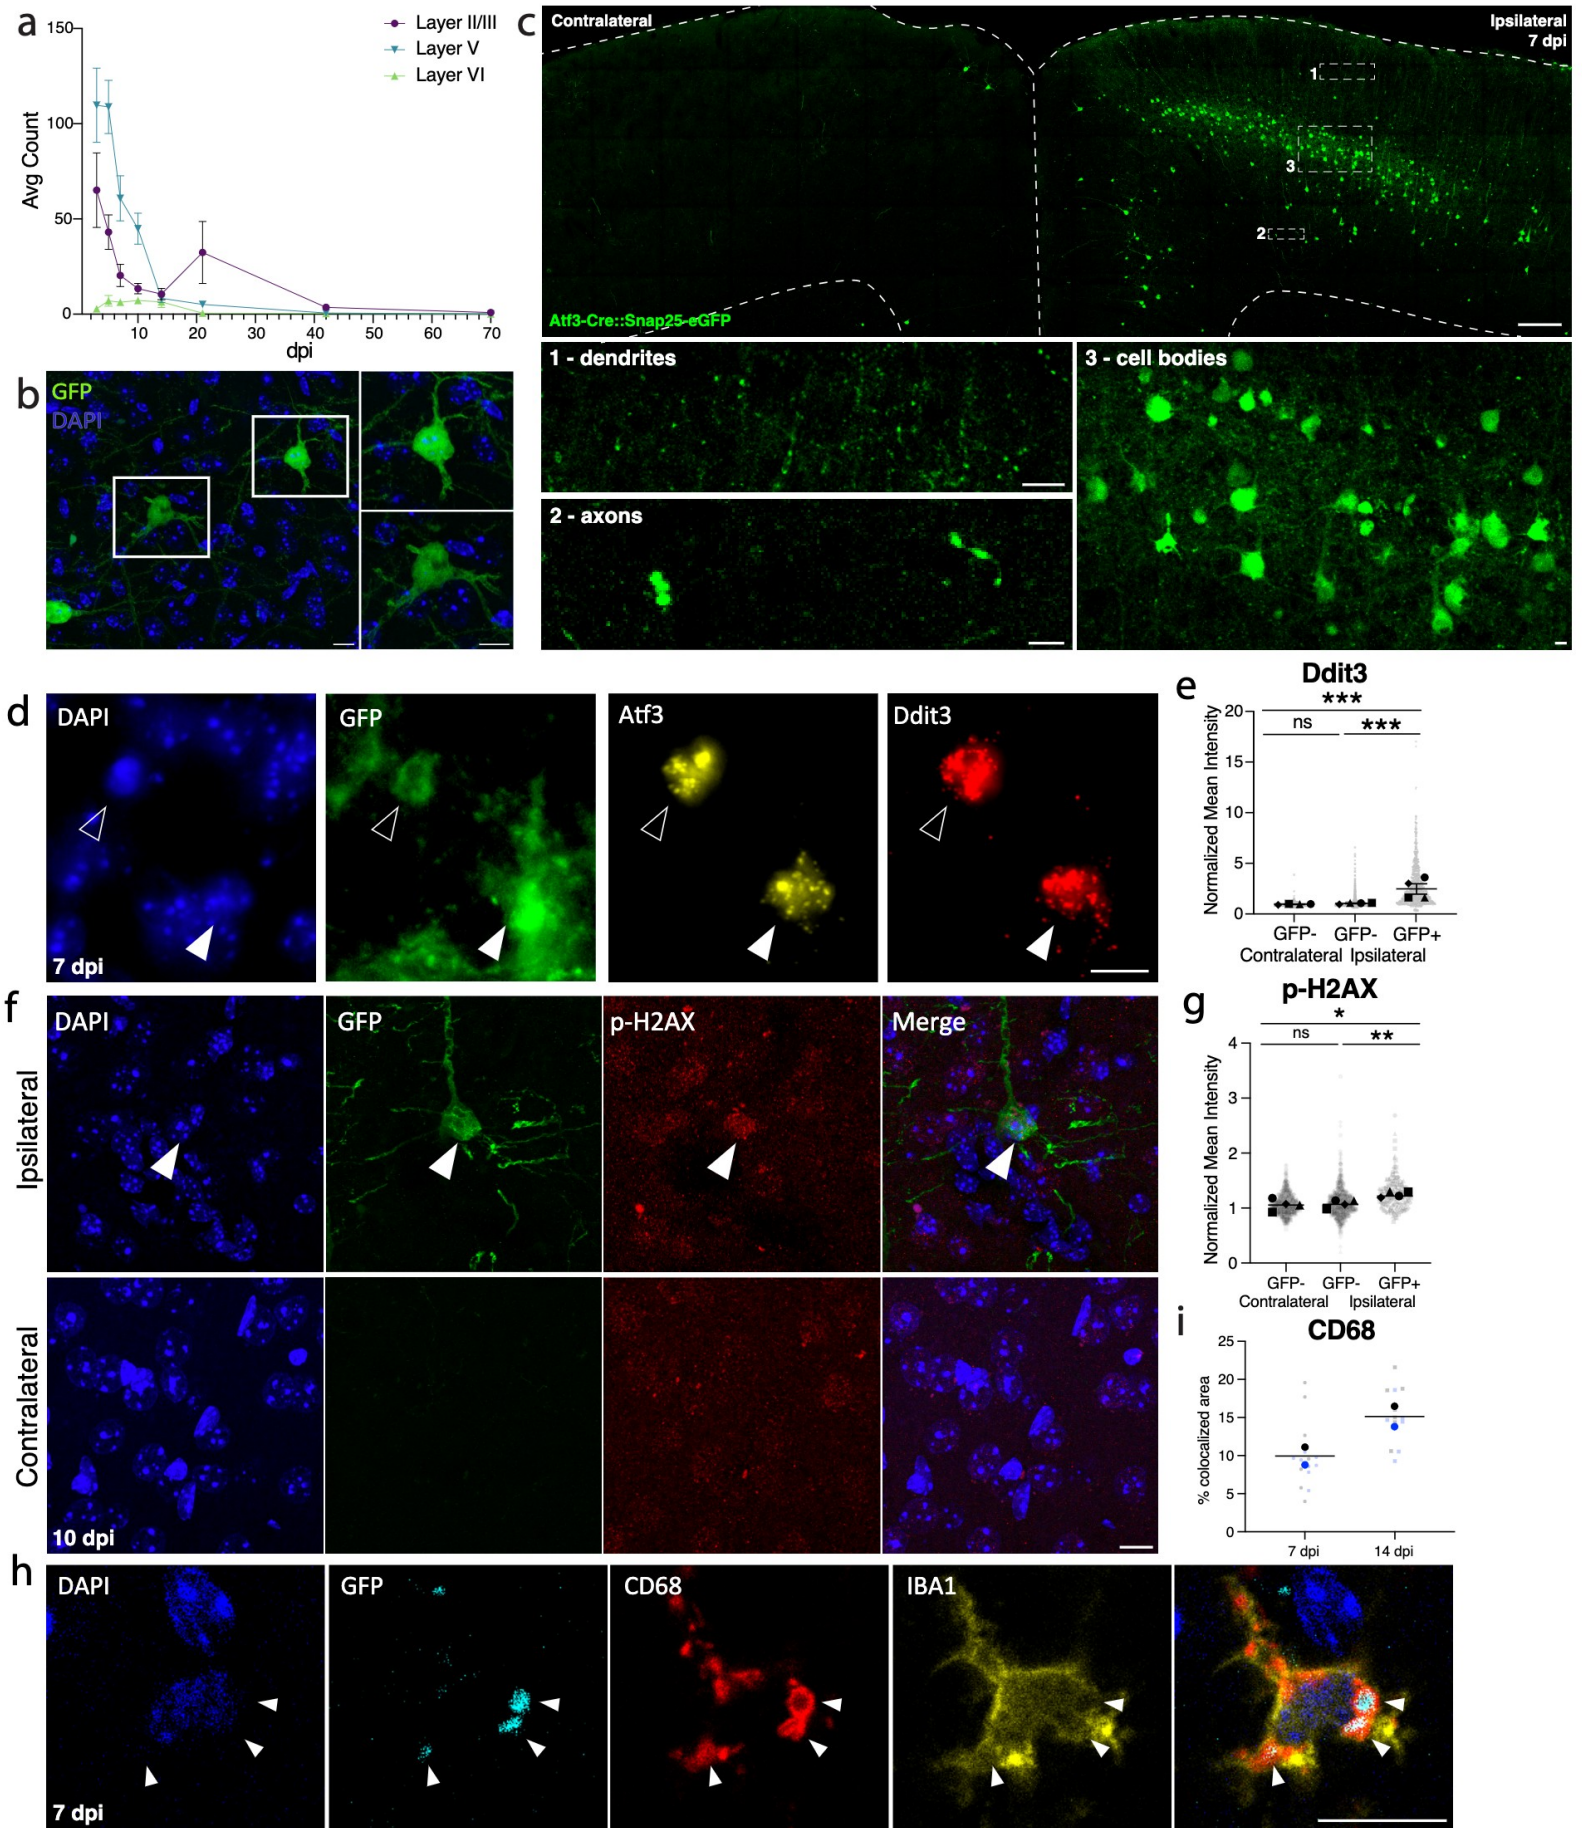

**Supplemental Figure 5. Layer V Atf3-GFP neurons undergo apoptosis by 14 dpi.** **a.** Quantification of ATF3 protein expression (regardless of cell type) by cortical layer at 3, 5, 7, 10, 14, 21, 42, and 70 dpi. N=6 per timepoint, 3-4 sections counted per animal. Error bars represent SEM. **b.** High magnification image of layer V GFP-expressing neurons highlighting a neuron that appears morphologically healthy (top) and one that appears unhealthy (bottom). **c.** Low magnification image of ipsilateral and contralateral cortex in Atf3-Cre::Snap25-eGFP mice. High magnification images of dendrite region (1) highlighting degeneration, axon region (2) highlighting axon swellings, and cell body region (3) highlighting variability in neuron morphology. **d.** In situ hybridization of Atf3 and Ddit3 in Atf3-GFP tissue highlighting layer V GFP+ neurons that appear morphologically unhealthy and co-express these genes. Open arrowhead highlights neuron with condensed DAPI, closed arrowhead highlights neuron with low GFP expression. **e.** Quantification of mean intensity of Ddit3 mRNA in layer V GFP+ neurons and GFP- neurons of the ipsilateral and contralateral cortices at 7 dpi normalized to background intensity. Average per animal and value per cell are displayed. Each shape represents one animal (\*\* $p < 0.0001$  by linear Mixed Effect modeling allowing for different variances per group). **f.** Immunostaining of phospho-H2AX in Atf3-GFP tissue in ipsilateral (top) and contralateral (bottom) cortex. Arrow highlights a layer V GFP+ neuron that appears vacuolized and expresses high levels of phospho-H2AX. **g.** Quantification of mean intensity of phospho-H2AX in the nuclei of GFP+ neurons and GFP- neurons in the ipsilateral and contralateral cortices in layer V at 7 dpi normalized to background intensity. Average per animal and value per cell are displayed. Each shape represents one animal (\*  $p = 0.0219$ , \*\*  $p = 0.0069$  by linear Mixed Effect modeling allowing for different variances per group). **h.** High magnification of a microglial cell (IBA1, yellow) at 7 dpi. Arrows highlight microglial lysosomes (CD68+, red) engulfing GFP+ debris (cyan). **i.** Quantification of percent of CD68+ area colocalized with GFP, reflecting CD68 engulfment of GFP+ debris at 7 and 14 dpi. Average per animal and value per ROI are displayed. Each color represents one animal. Error bars represent SEM. Scale bars, 10  $\mu\text{m}$ .

Supplemental Figure 6

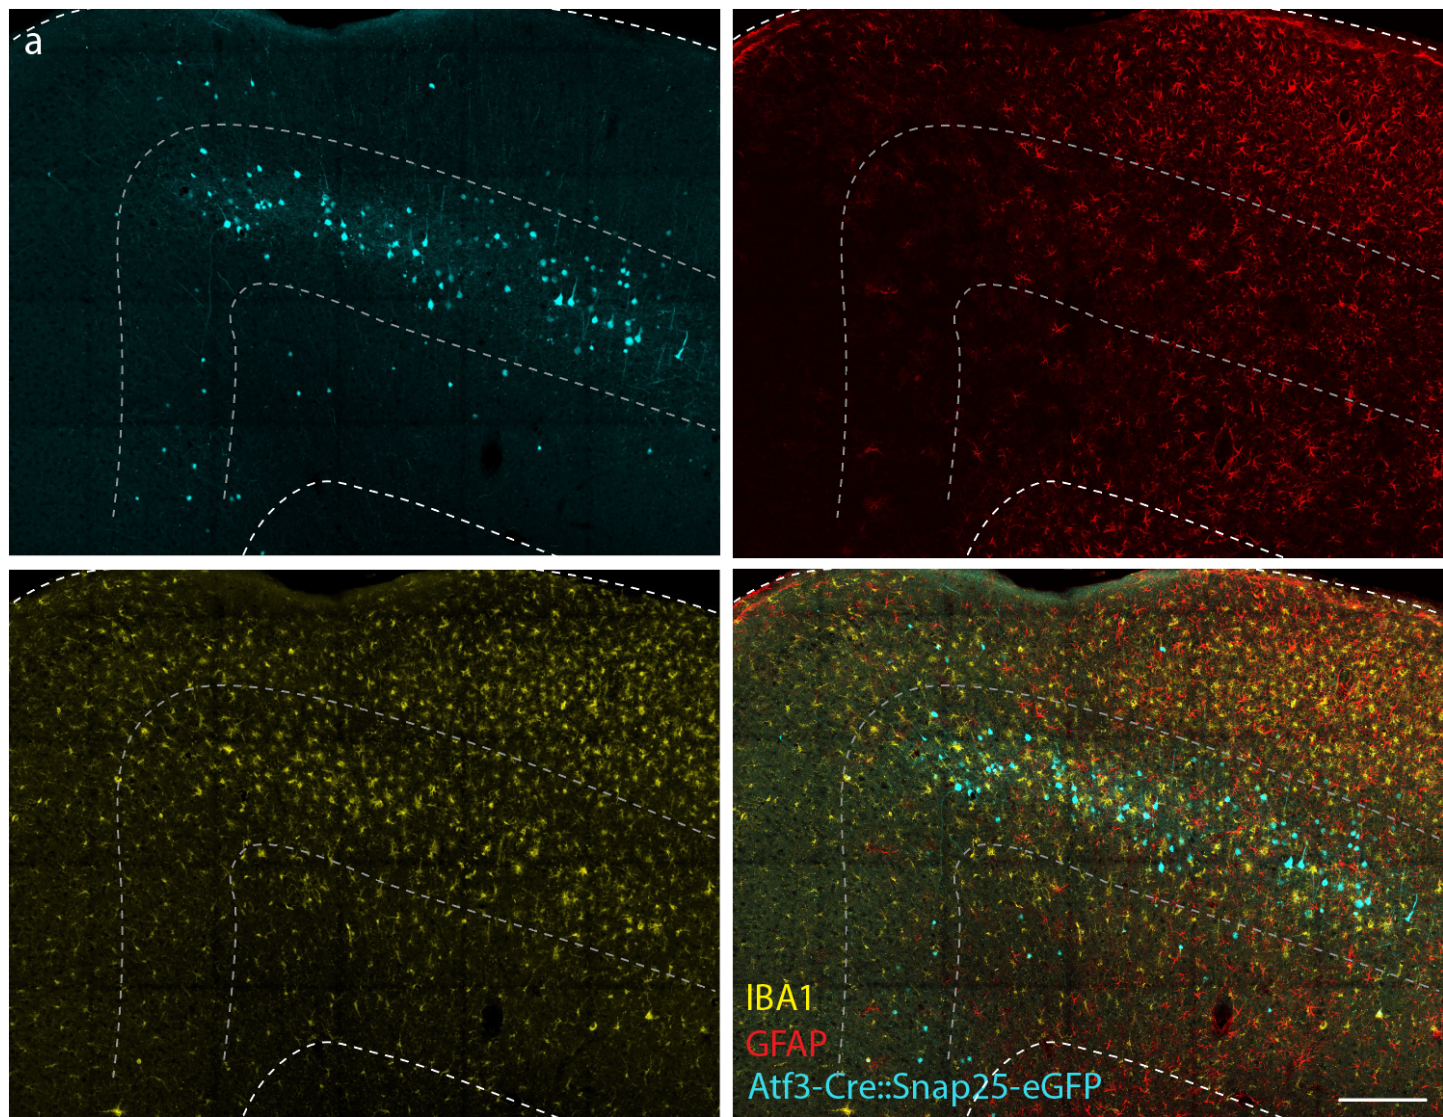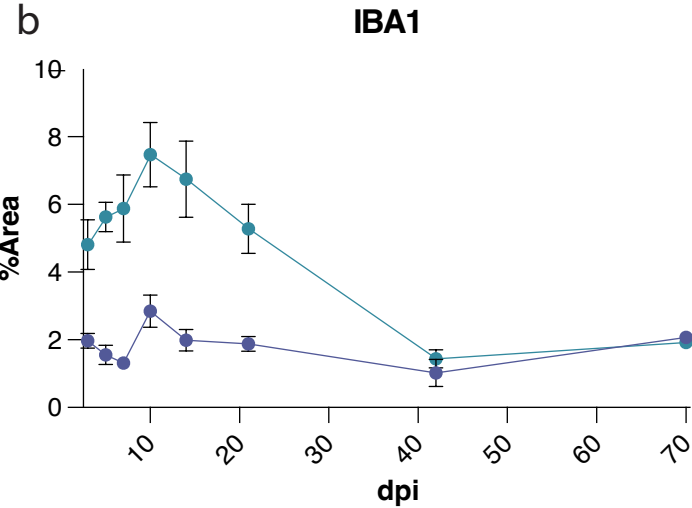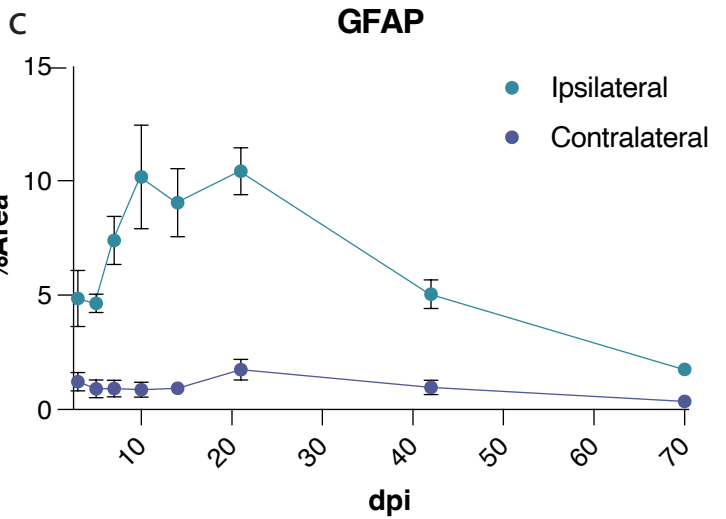

**Supplemental Figure 6. Neuroinflammation timecourse following mTBI.** **a.** Immunostaining for IBA1 (yellow) and GFAP (red) in ipsilateral cortex of Atf3-Cre::Snap25-eGFP tissue at 7 dpi, highlighting the double layer pattern of microgliosis around GFP+ neurons (cyan) and the injury site and the extent of astrogliosis throughout the injured cortex. Layer V is outlined. **b.** Quantification of percent area of IBA1 expression in the ipsilateral compared to contralateral cortex. **c.** Quantification of percent area of GFAP expression in the ipsilateral compared to contralateral cortex. N=6 per timepoint, 3-4 sections counted per animal. Error bars represent SEM. Scale bar, 200  $\mu$ m.

# Supplemental Figure 7

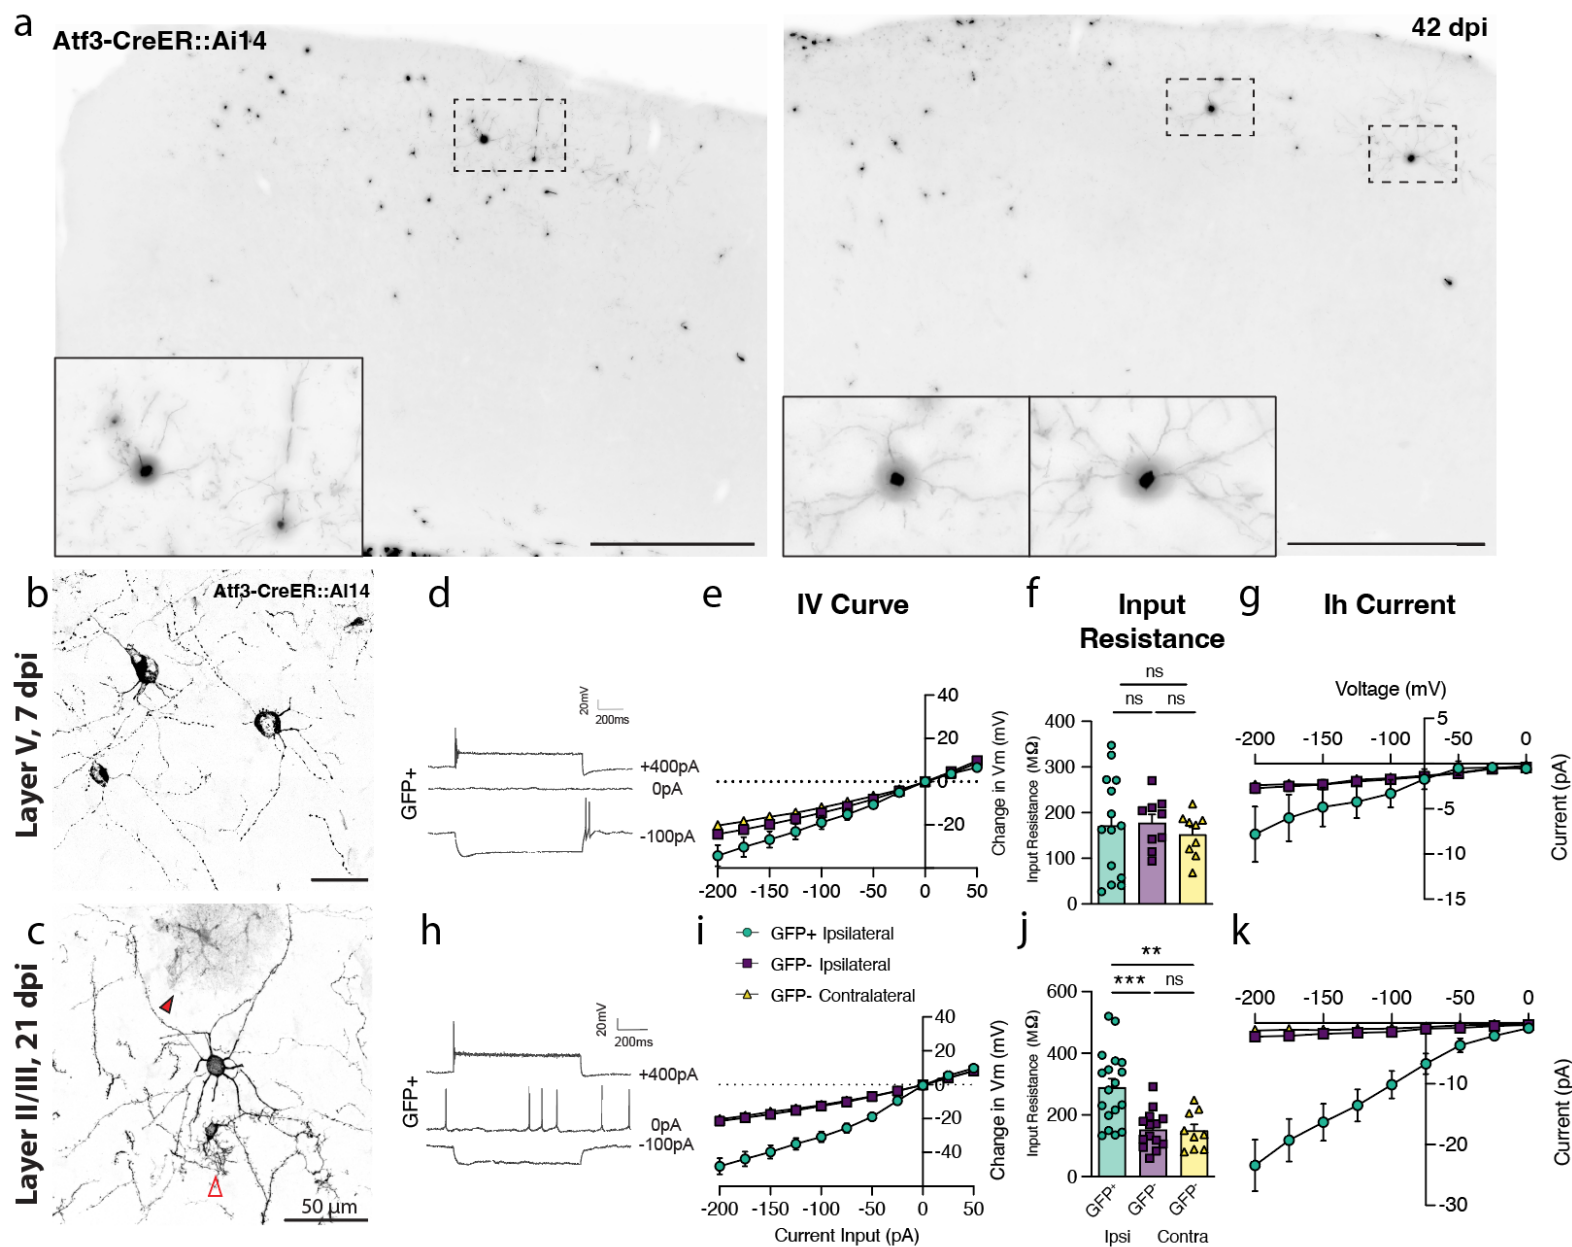

**Supplemental Figure 7. Layer II/III Atf3-expressing neuron survival and electrophysiological**

**properties. a.** Low magnification images of the ipsilateral cortex of Atf3-CreER::Ai14 mTBI mice at 42 dpi showing surviving neurons and glia. Insets highlight examples of surviving layer II/III neurons. **b.** High magnification image highlighting degeneration of layer V Atf3-CreER::Ai14 neurons at 7 dpi. **c.** High magnification image highlighting an intact layer II/III Atf3-CreER::Ai14 neuron at 21 dpi. Image includes a Atf3-Ai14 microglion (bottom, open arrowhead) and astrocyte (top, closed arrowhead). **d.** Additional example traces of a layer V neuron at 7 dpi. Quantifications of **e.** IV curve, **f.** input resistance, **g.** Ih current in 7 dpi layer V neurons. **h.** Additional example traces of a layer II/III neuron at 21 dpi showing tonic firing. Quantifications of **i.** IV curve **j.** input resistance (\*\*  $p = 0.0018$ , \*\*\*  $p = 0.0005$  by Tukey's multiple comparisons test) **k.** Ih current in 21 dpi layer II/III neurons. For IV curve and Ih current graphs, points represent the average of all neurons per group, error bars represent SEM. For **e-g**, GFP+ ipsi  $n = 14$  cells, GFP- ipsi  $n = 9$ , GFP- contra  $n = 9$ , each point represents one neuron recorded from  $N = 3$  animals. For **i-k**, GFP+ ipsi  $n = 18$  cells, GFP- ipsi  $n = 14$ , GFP- contra  $n = 9$ ; each point represents one neuron recorded from  $N = 2$  animals. Low magnification scale bars,  $500\ \mu\text{m}$ . High magnification scale bars,  $50\ \mu\text{m}$ .

Supplemental Figure 8

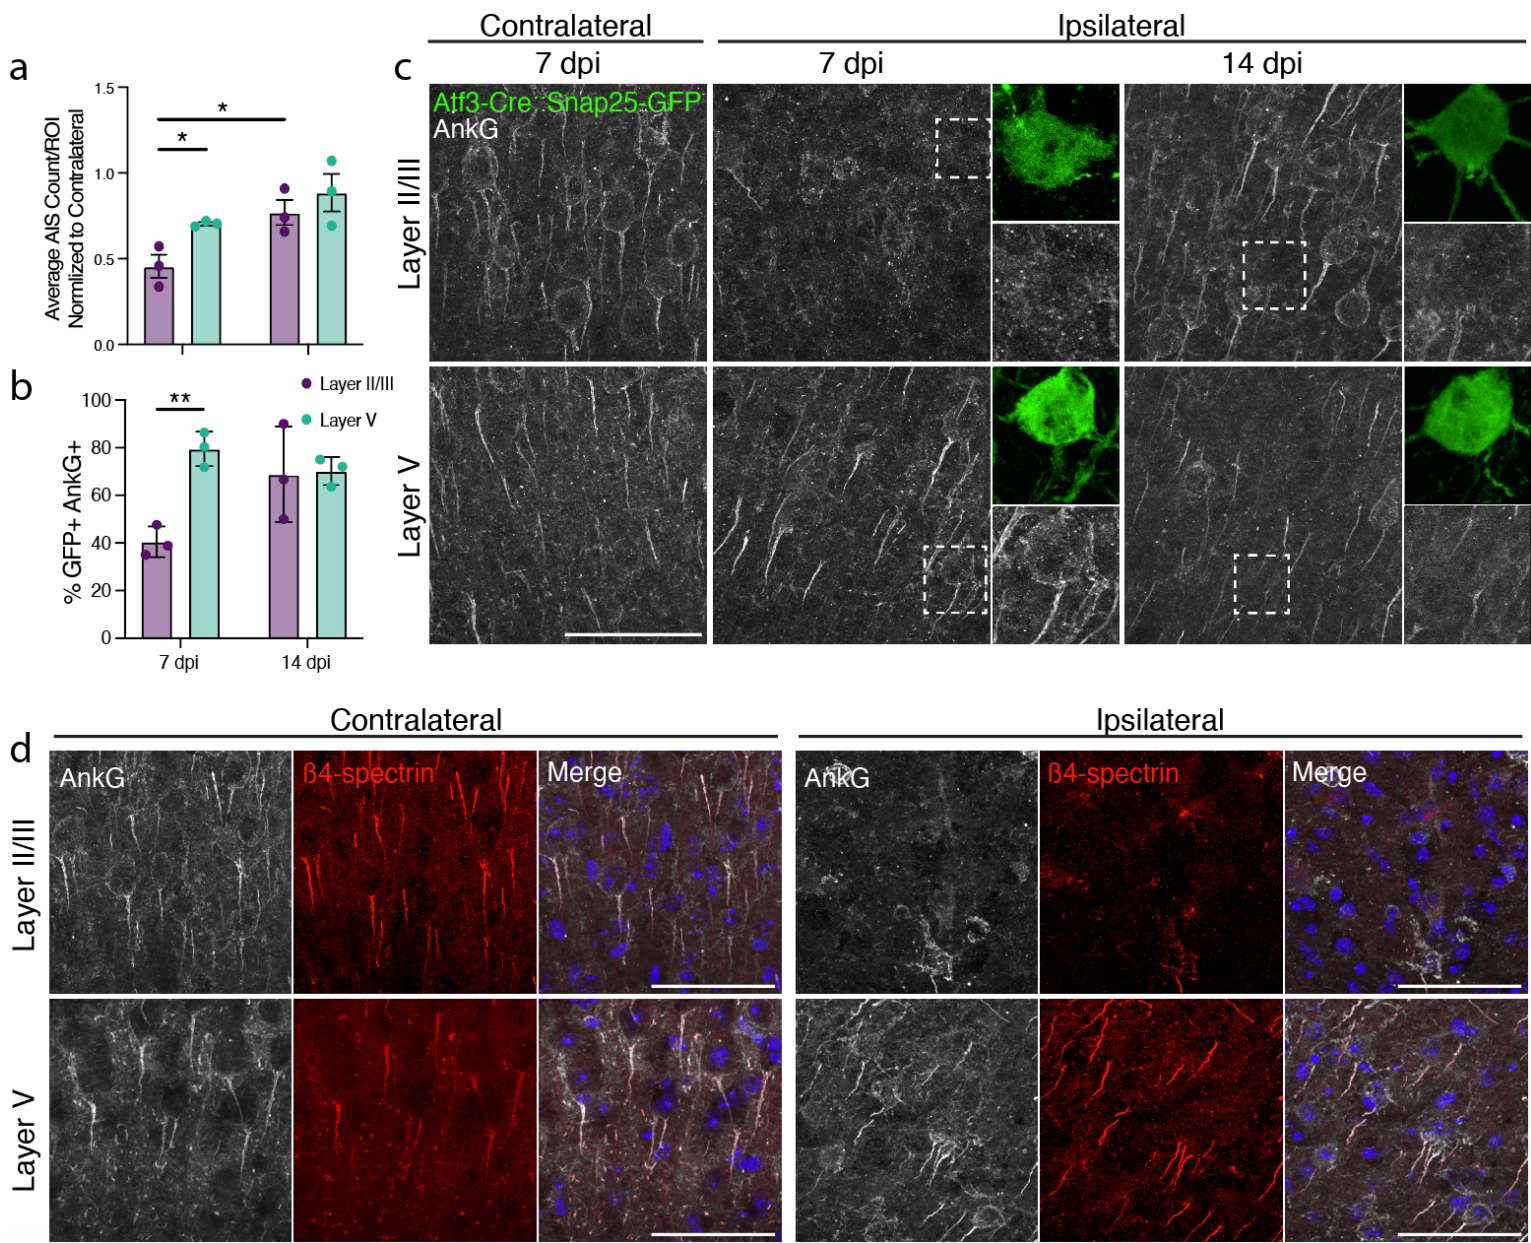

**Supplemental Figure 8. Axon initial segments are transiently lost in layer II/III neurons following mTBI.**

**a.** Quantification of average number of AnkG+ axon initial segments in layer V and layer II/III at 7 dpi and 14 dpi showing a relative reduction in layer II/III at 7 dpi (\*  $p = 0.0224$  for layer V vs II/III,  $p = 0.0353$  for 7 vs 14 dpi by unpaired t-test). **b.** Quantification of percent of GFP+ neurons in Atf3-GFP mice with an AnkG+ axon initial segment in layer V and layer II/III at 7dpi and 14 dpi showing a transient loss of axon initial segments in layer II/III neurons (\*\*  $p = 0.0023$  by unpaired t-test). **c.** Example 63X images of AnkG+ axon initial segments in the contralateral cortex at 7 dpi and in the ipsilateral cortex at 7 and 14 dpi in layer II/III and layer V. Insets highlight GFP+ neurons and their axon initial segments. **d.** Example high magnification images of AnkG and  $\beta 4$ -spectrin in layer V and layer II/III in the contralateral and ipsilateral cortex at 7 dpi confirming loss of the axon initial segment and not AnkG immunoreactivity. Merge includes DAPI expression. For **a** and **b**, each point represents the average of 3-4 ROIs per 3-4 sections per animal, for  $n = 3$  animals per group. Error bars represent SEM. Scale bars, 50  $\mu\text{m}$ .

# Supplemental Figure 9

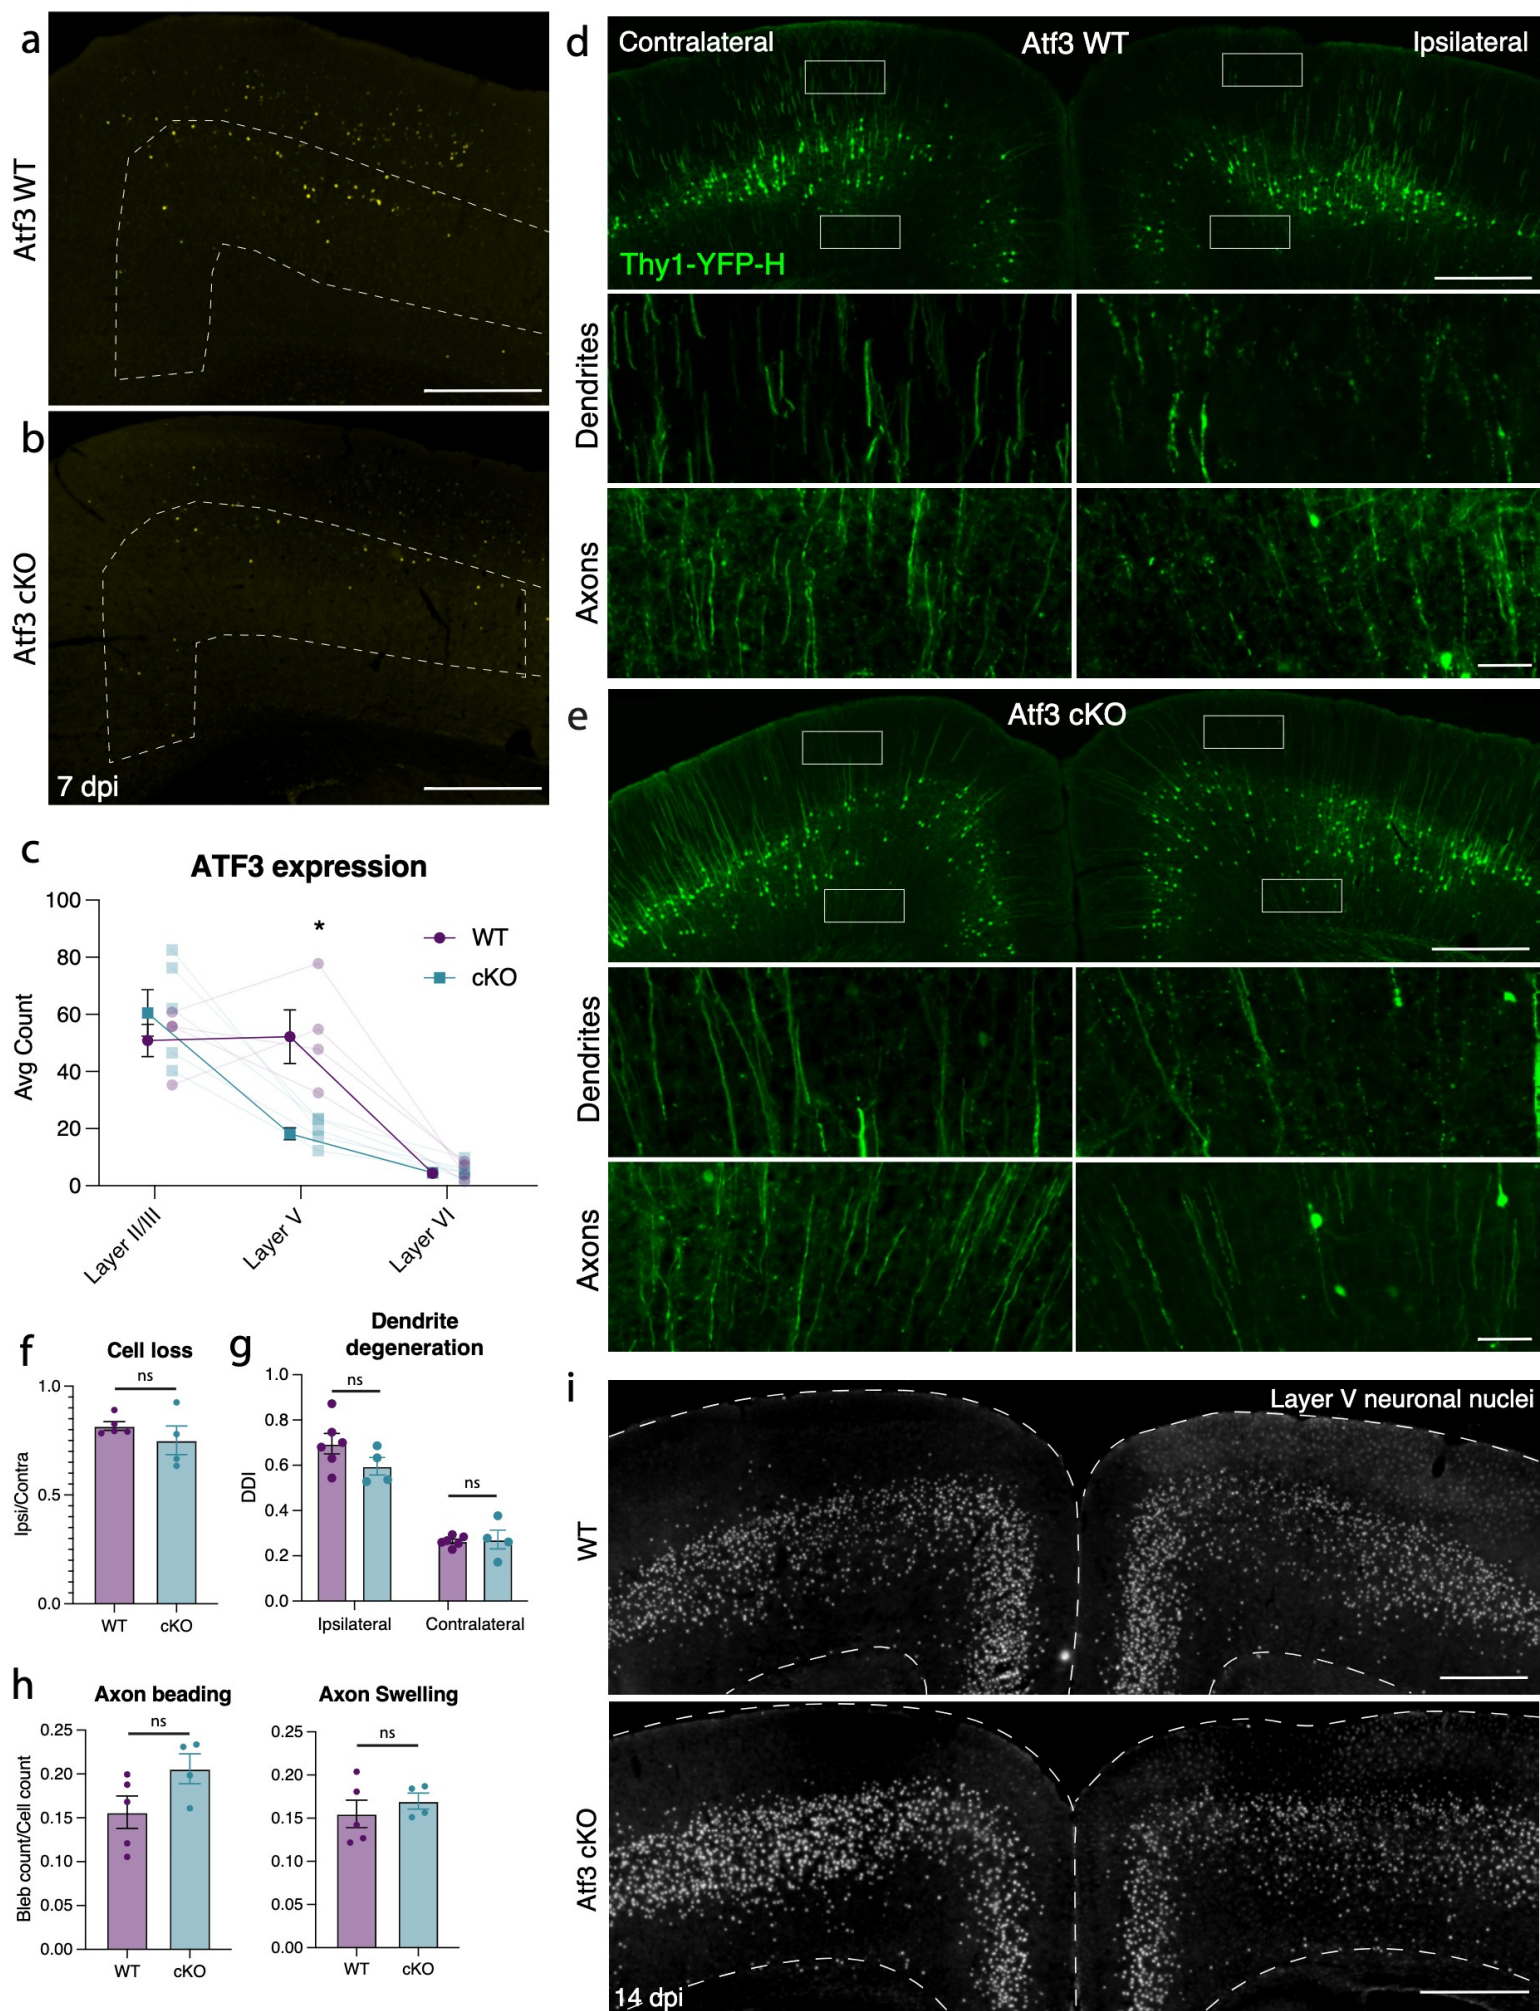

**Supplemental Figure 9. Deletion of Atf3 in layer V neurons is not sufficient to prevent neuron degeneration.** **a.** ATF3 expression in ipsilateral cortex at 7 dpi in a wildtype (WT) mouse. Layer V is outlined. **b.** ATF3 expression in the ipsilateral cortex of an Atf3 cKO mouse highlighting a reduction of ATF3 in layer V (outlined). Remaining cells are likely neurons outside of the Rbp4-Cre lineage or ATF3-expressing glia. **c.** Quantification of ATF3 protein expression by cortical layer validating layer V-specific knockout in Atf3 cKO animals (WT n = 4, cKO n = 5). Remaining expression is likely non-neuronal. Average and SEM are shown for each cortical layer with more transparent points representing individual animals and the average of 3-4 sections (\* p = 0.033 by two-tailed t-test between genotypes in layer V). **d.** Thy1-YFP expression in a WT animal with insets highlighting dendrites and axons in the ipsilateral and contralateral cortices. **e.** Thy1-YFP expression in an Atf3 cKO animal with insets highlighting dendrites and axons on the ipsilateral and contralateral cortices. **f.** Quantification of nuclei in the ipsilateral cortex normalized to contralateral cortex at 14 dpi based on such images as in i showing no change in Atf3 cKO (WT n = 5, cKO n = 4). **g.** Dendrite degeneration quantifications from Thy1-YFP animals (examples shown in d,e) revealing no change in Atf3 cKO (WT n = 6, cKO n = 4). **h.** Axon beading and swelling quantifications from Thy1-YFP animals (examples shown in d, e) revealing no change in Atf3 cKO (WT n = 5, cKO n = 4). **i.** Cre-dependent labeling of nuclei in WT and Atf3 cKO animals at 14 dpi. ns: not significant. Error bars represent SEM. Scale bars, 500  $\mu$ m.

Supplemental Figure 10

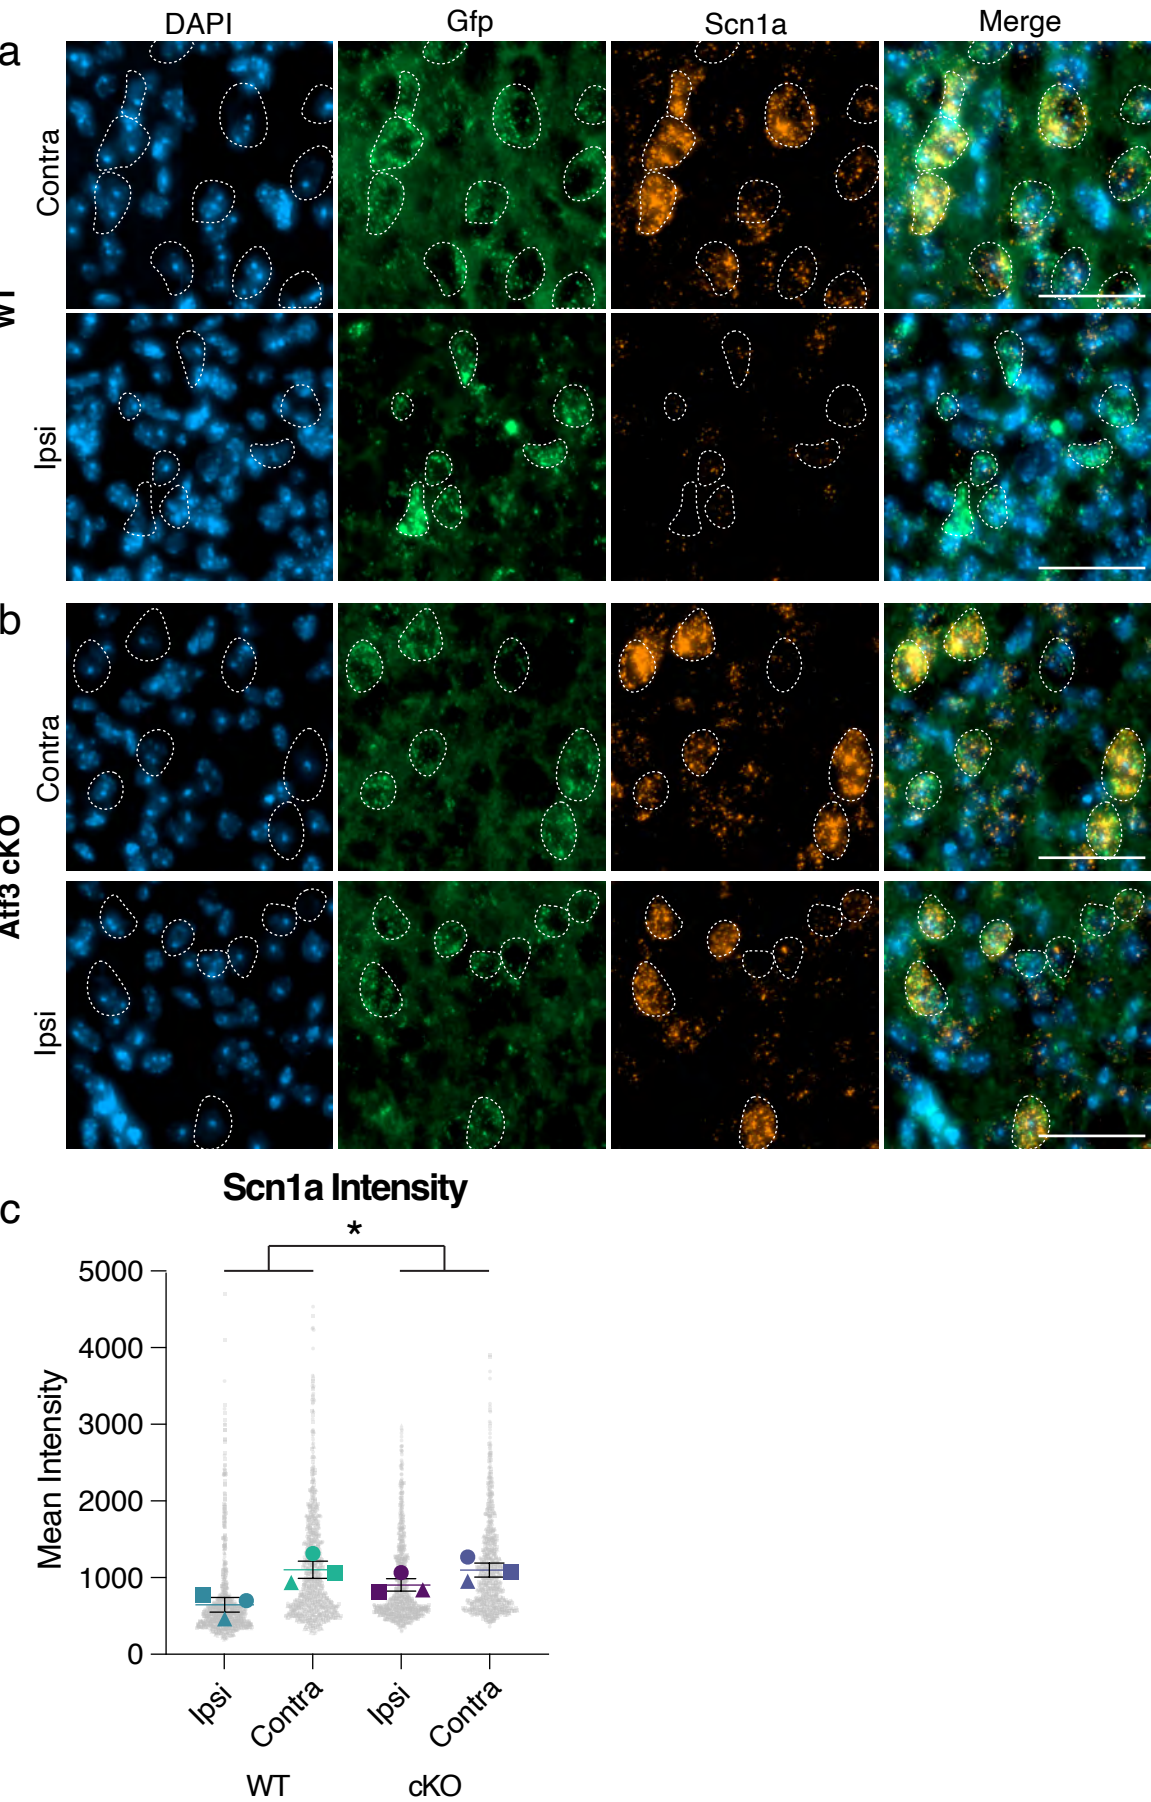

**Supplemental Figure 10. mTBI-induced *Scn1a* downregulation is *Atf3*-dependent.** **a.** Multiplexed *in situ* hybridization showing expression of DAPI, *Gfp*, and *Scn1a* in layer V of a WT mouse (*Gfp* induced by Rbp4-Cre::Sun1-GFP reporter for specific measurement in layer V neurons) revealing downregulation of *Scn1a* in *Gfp*<sup>+</sup> neurons (outlined) at 7 dpi. **b.** Multiplexed *in situ* hybridization showing expression of DAPI, *Gfp*, and *Scn1a* in layer V of an *Atf3* cKO mouse (*Gfp* induced by Rbp4-Cre::Sun1-GFP reporter for specific measurement in layer V neurons) revealing prevention of *Scn1a* downregulation in *Gfp*<sup>+</sup> neurons (outlined) at 7 dpi. **c.** Quantification of mean intensity of *Scn1a* in layer V neurons at 7 dpi showing prevention of *Scn1a* downregulation in *Atf3* cKO neurons (interaction of ipsi vs contra in WT vs cKO \*  $p = 0.01$  by linear mixed effect modeling). Average per animal and value per cell are displayed. Error bars represent SEM. Each shape represents one animal. Scale bars, 50  $\mu\text{m}$ .

# Supplemental Figure 11

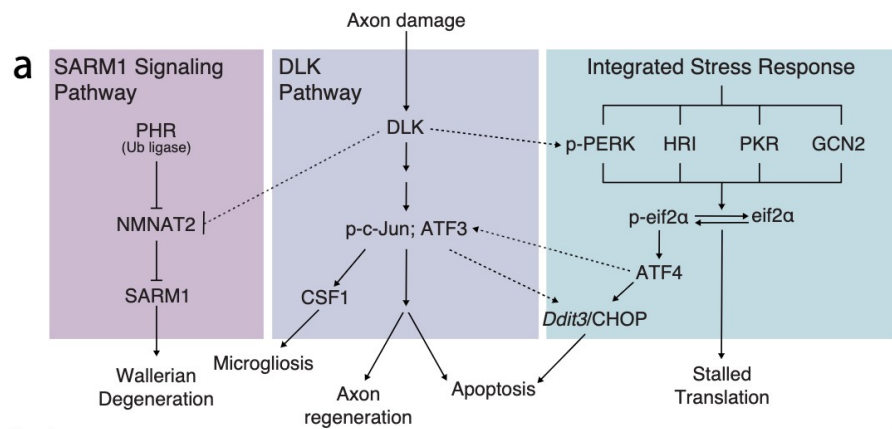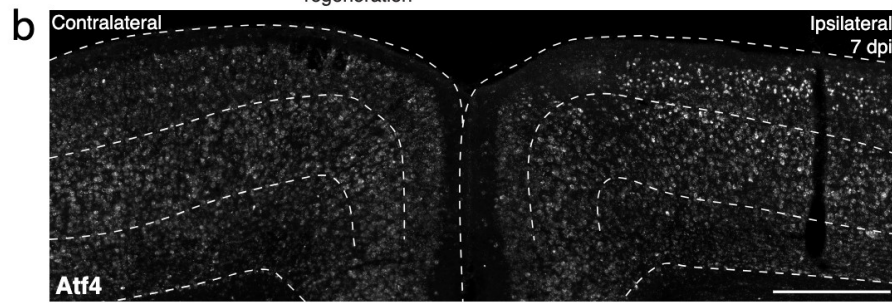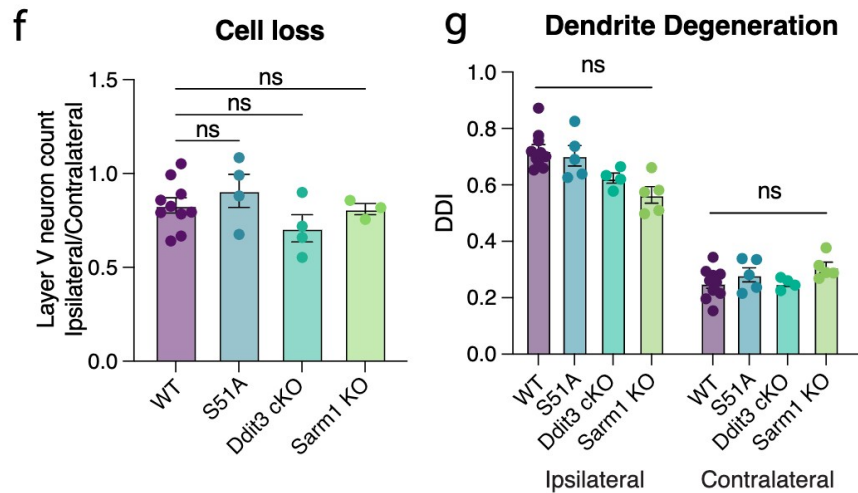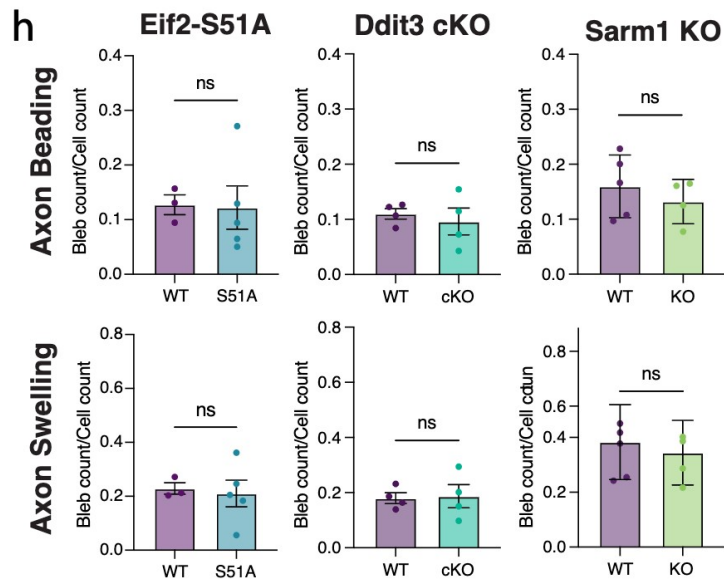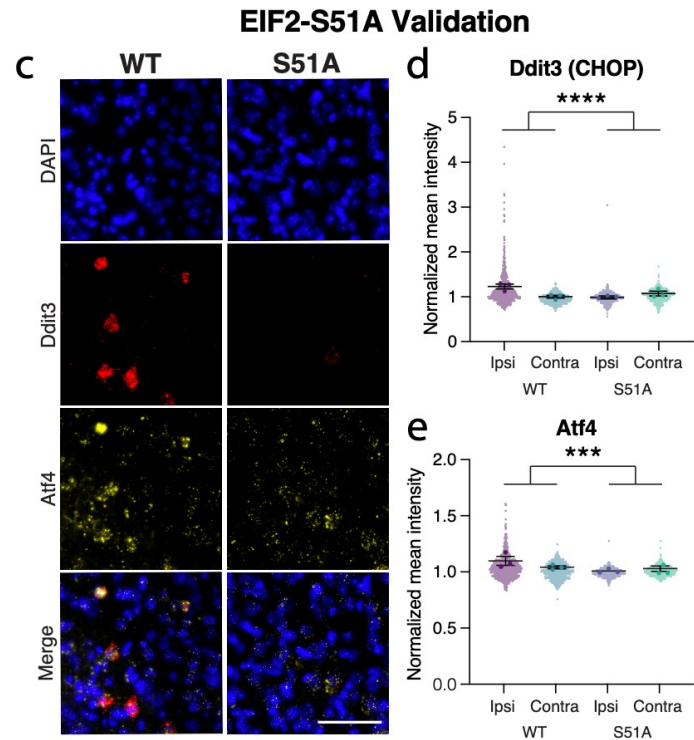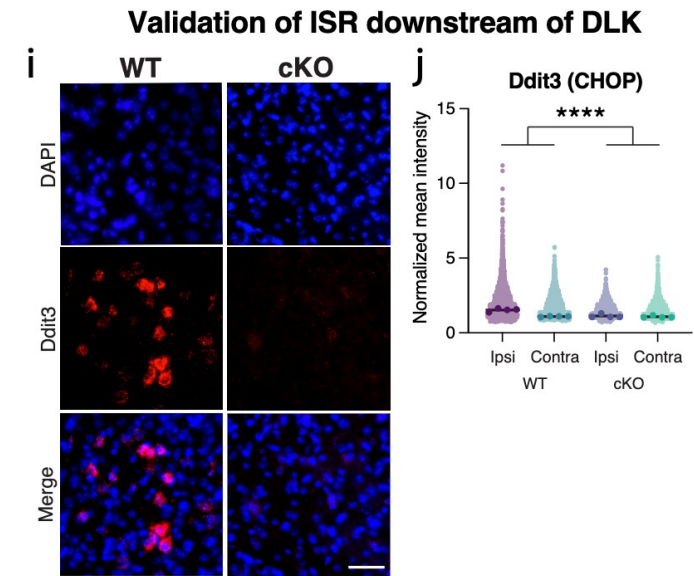

**Supplemental Figure 11. Stress response pathways downstream of DLK are not sufficient to induce layer V neuron death.** **a.** A diagram summarizing the interactions between the DLK, SARM1, and integrated stress response pathways and their major effectors. **b.** *In situ* hybridization of Atf4, the major effector of the integrated stress response, in the WT mTBI cortex at 7 dpi showing increased mRNA expression in ipsilateral layer V and layer II/III. Layer V is outlined. **c.** Validation of ISR knockdown in the EIF2-S51A mouse, showing *in situ* hybridization of Atf4 and Ddit3 in ipsilateral layer V of WT and S51A mice. **d.** Quantification of Ddit3 (protein name CHOP) *in situ* hybridization in ipsilateral and contralateral layer V of WT and S51A animals, n = 3 animals per group (interaction of ipsi vs contra in WT vs S51A \*\*\*\*  $p = 1.54e-09$  by linear mixed effect modeling). **e.** Quantification of Atf4 *in situ* hybridization in ipsilateral and contralateral layer V of WT and S51A animals, n = 3 animals per group (interaction of ipsi vs contra in WT vs S51A \*\*\*  $p = 0.0026$  by linear mixed effect modeling). **f.** Quantification of cell loss in layer V of all knockout lines at 14 dpi measured as the ratio of ipsilateral to contralateral cell count, showing that cell loss is insignificantly improved by each manipulation. For all cKO mice, Cre-dependent Sun1-GFP was counted. For KO animals, Thy1-YFP cell bodies were counted (S51A n = 4, Ddit3 cKO n = 4, Sarm1 KO n = 3). N = 5 WT Thy1-YFP and n = 5 WT cKO were pooled in the WT condition. **g.** Quantification of dendrite degeneration in all knockout lines at 7 dpi showing insignificant changes compared to wildtype (WT n = 10, S51A n = 5, Ddit3 cKO n = 4, Sarm1 KO n = 5). **h.** Quantification of axon pathology in the ipsilateral cortex of all knockout lines, measured as axon beading (fragments with area < 10  $\mu m^2$ ) or axon swellings (fragments with area > 10  $\mu m^2$ ), showing insignificant changes compared to wildtype. All knockouts are compared to littermate controls (Eif2-S51A, WT n = 3, S51A n = 5; Ddit3 cKO WT n = 4, cKO n = 4; Sarm1 KO WT n = 5, KO n = 4). **i.** Validation that the ISR is downstream of Dlk showing *in situ* hybridization of Atf4 and Ddit3 in ipsilateral layer V of Dlk WT and Dlk cKO mice. **j.** Quantification of Ddit3 (protein name CHOP) *in situ* hybridization in ipsilateral and contralateral layer V of Dlk WT and Dlk cKO animals, n = 4 per group (ipsi vs contra in WT vs cKO \*\*\*\*  $p = 5.47e-09$  by linear mixed effect modeling). For **d, e, j**, average per animal and value per cell are displayed. For **f-h**, each point represents the average of 3-4 sections per animal. Error bars represent SEM. Low magnification scale bars, 500  $\mu m$ . High magnification scale bar, 50  $\mu m$ .

# Supplemental Figure 12

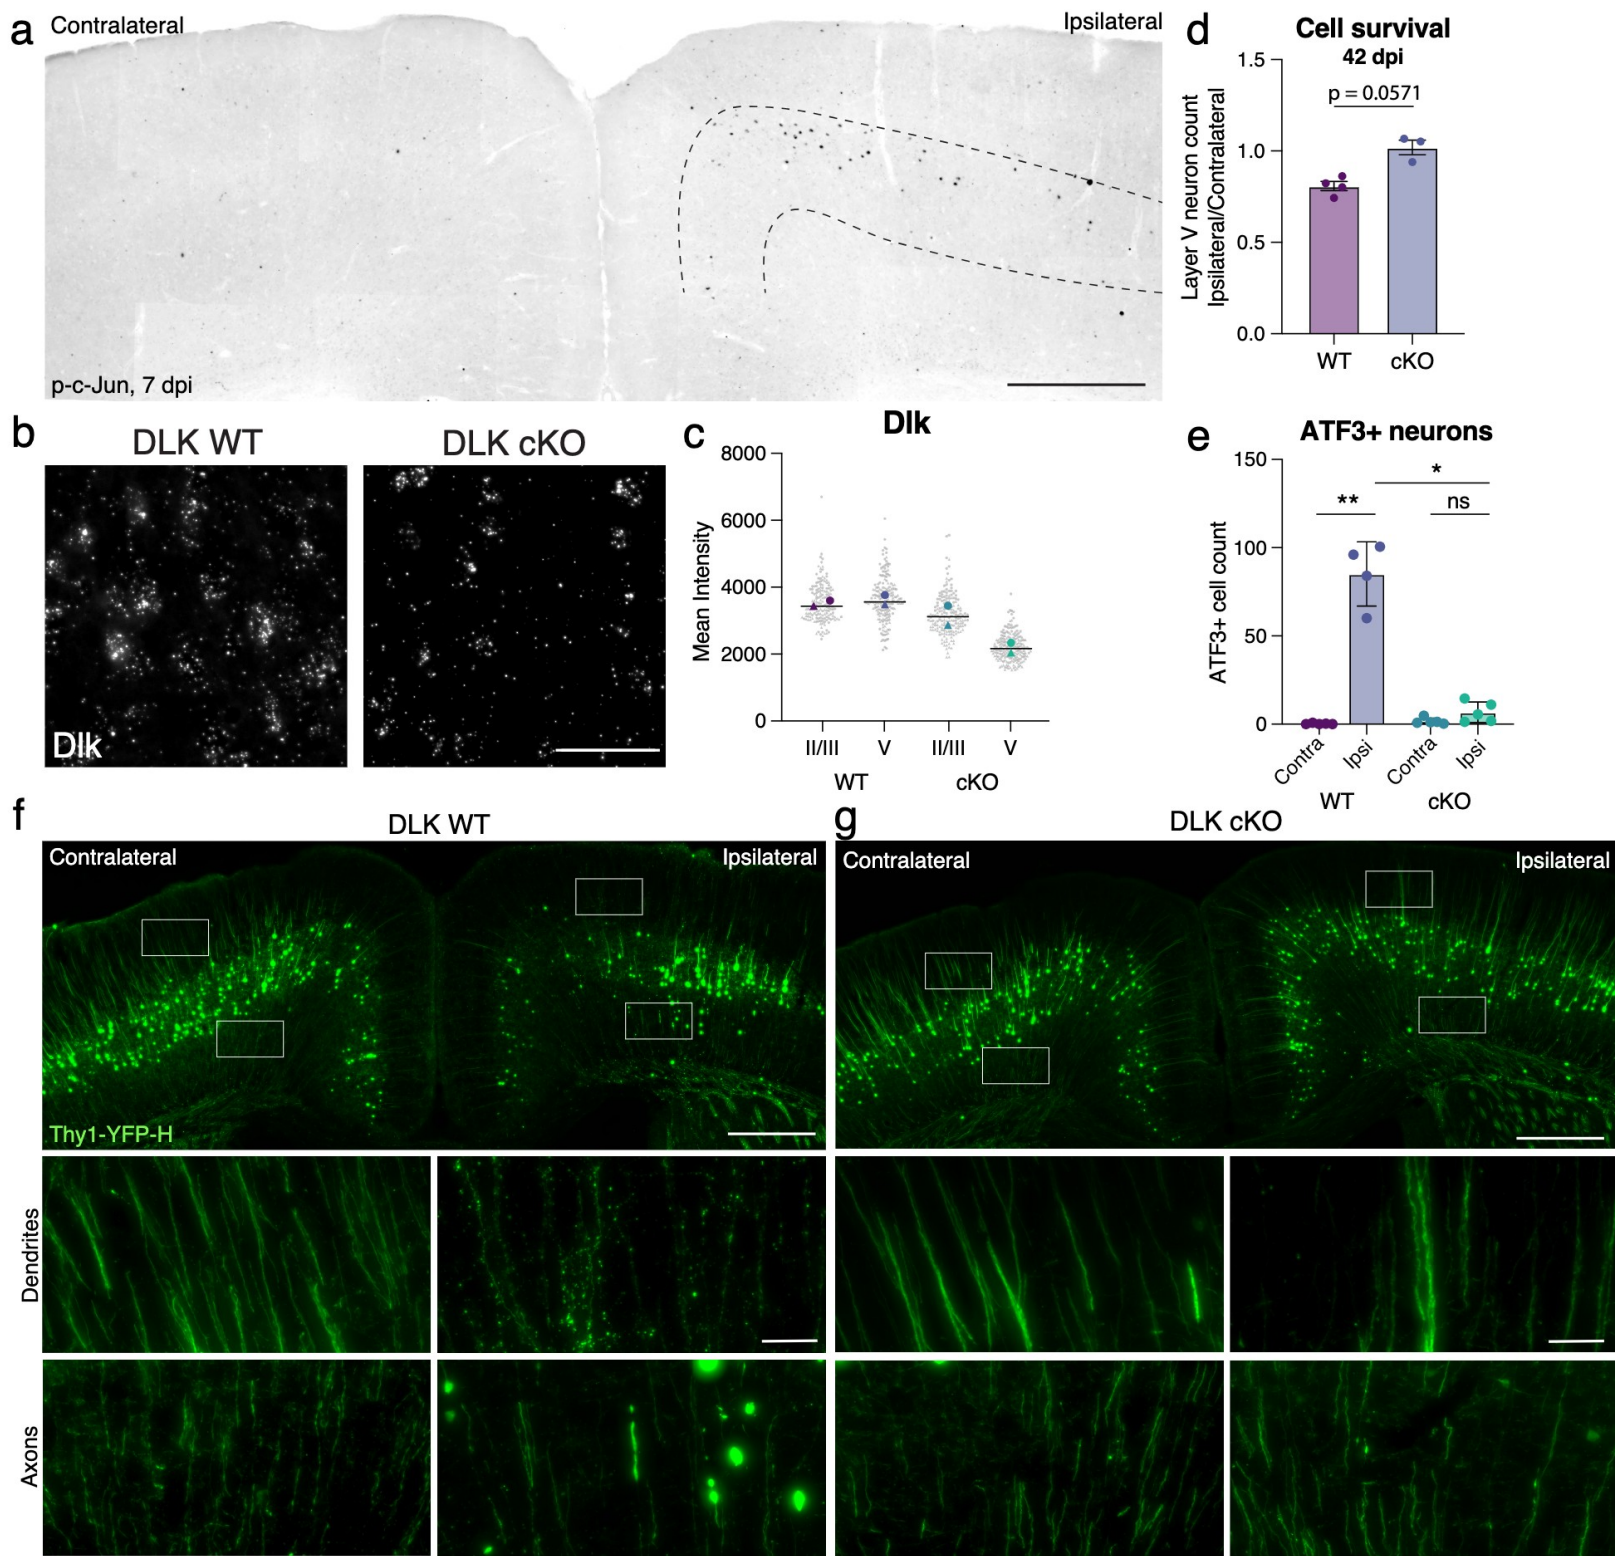

**Supplemental Figure 12. Dlk cKO leads to a reduction in layer V Dlk mRNA and is neuroprotective. a.**

Low magnification image of p-c-Jun in the ipsilateral and contralateral cortices of a WT mouse at 7 dpi showing higher expression in ipsilateral layer V (outlined) and no expression in the contralateral cortex.

**b.** High magnification images of ISH for full-length Dlk mRNA in layer V in WT and cKO animals showing a reduction in Dlk cKO. The full length probe still detects mRNA sequence in the cKO animals, with lower intensity signal reflecting cKO. **c.** Validation of DLK cKO by in situ hybridization. Quantification of mean

intensity of Dlk mRNA in layer II/III and layer V of WT and cKO animals showing a layer V-specific reduction in cKO animals. Average per animal and value per cell are displayed. Each shape represents

one animal. Quantifications from n = 2 animals and 2 sections per animal. **d.** The rescue of layer V neuron

loss was maintained in Dlk cKO neurons at 42 dpi, WT n = 4 and cKO n = 3 (p = 0.0571 by t-test). **e.**

Quantification of the number of ATF3+ neurons in layer V in WT (n = 4) and Dlk cKO (n = 5) animals confirming that ATF3 activation is Dlk-dependent. This was measured in Dlk cKO animals crossed to the Sun1-GFP reporter such that only neurons in which Dlk was deleted were counted (\* p = 0.0138, \*\* p = 0.0097 by Brown-Forsythe and Welch test). **f.** Thy1-YFP expression in a WT animal with insets

highlighting dendrites and axons on the ipsilateral and contralateral cortices. **g.** Thy1-YFP expression in a

Dlk cKO animal with insets highlighting dendrites and axons on the ipsilateral and contralateral cortices. Error bars represent SEM. Low magnification scale bar, 500  $\mu$ m. High magnification scale bar, 50  $\mu$ m.

# Supplemental Figure 13

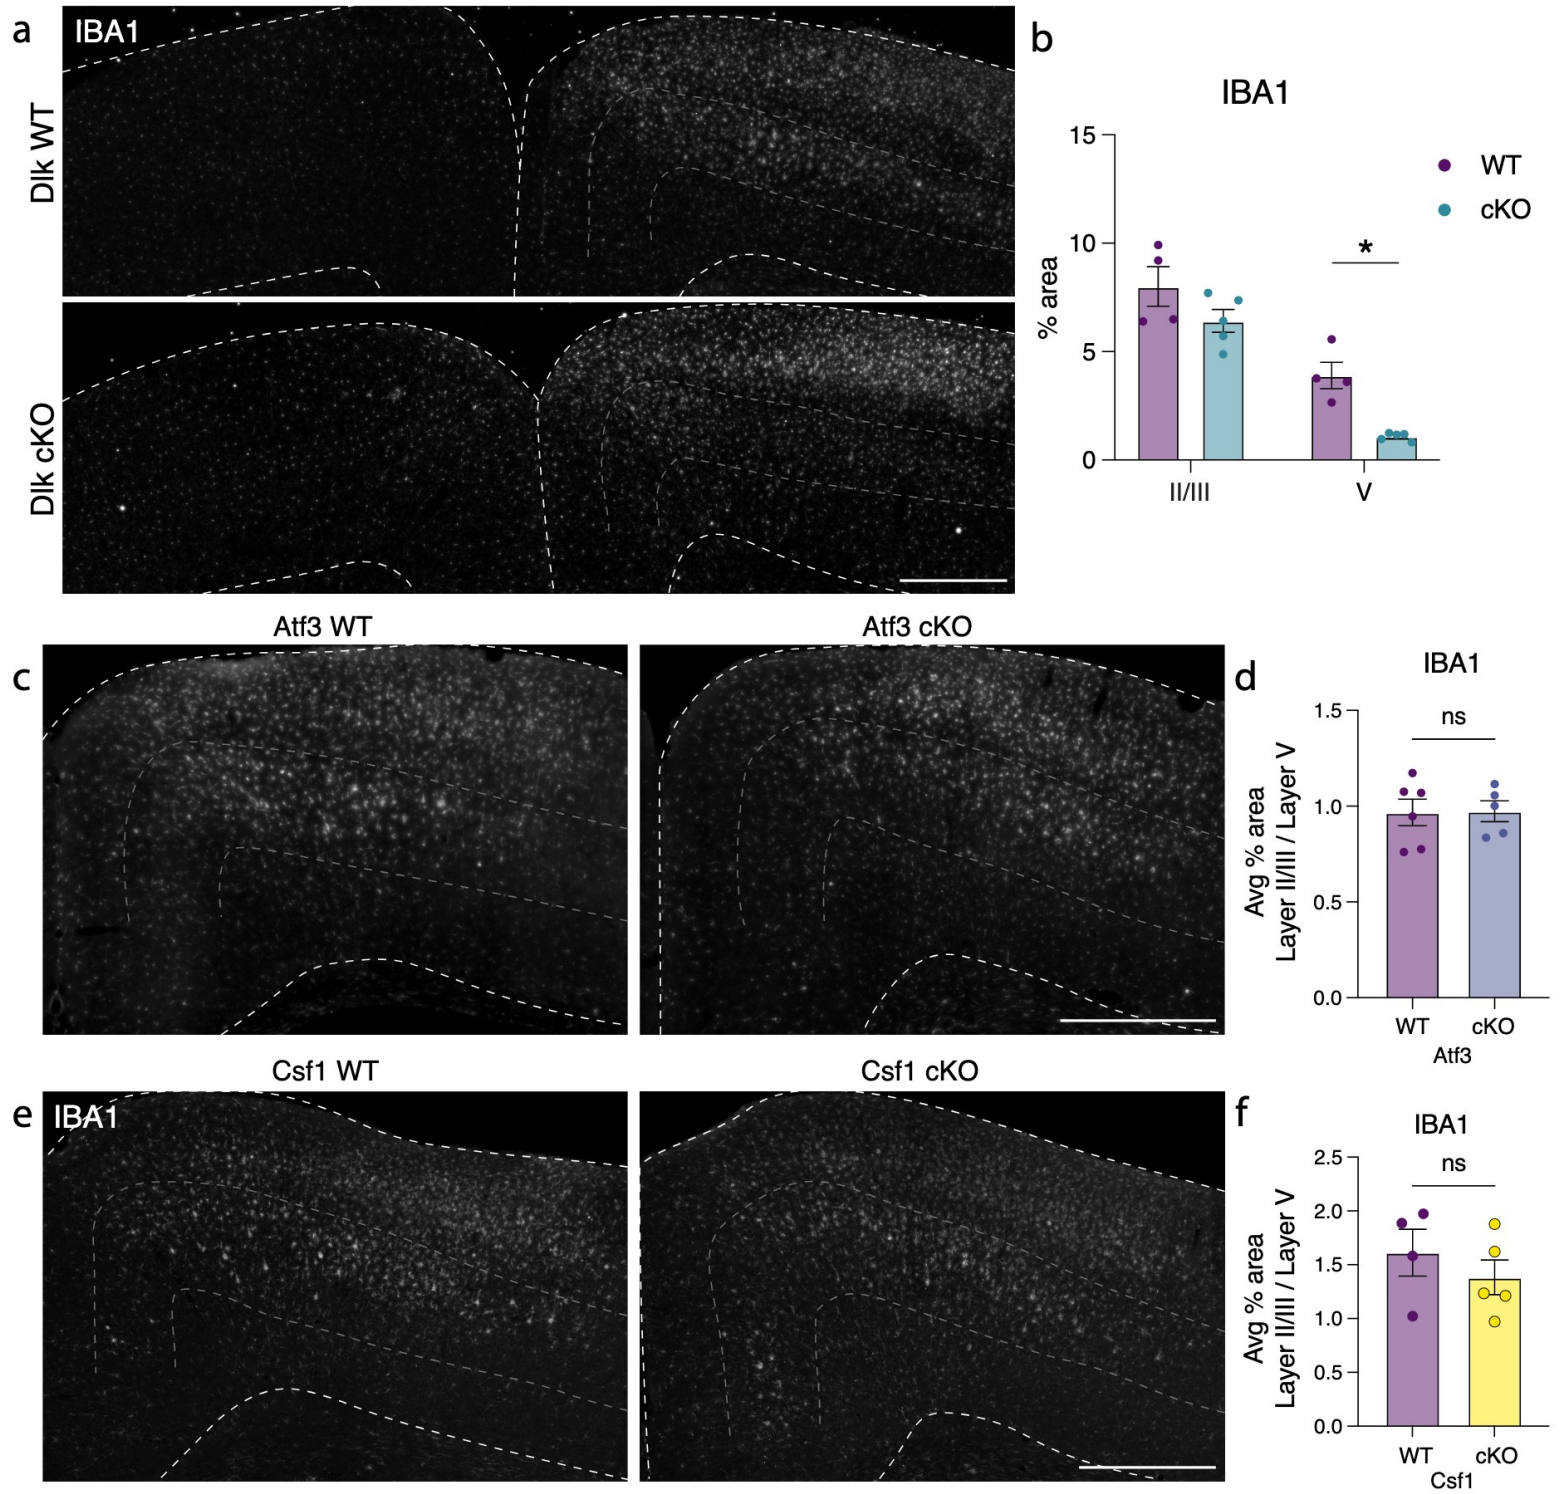

**Supplemental Figure 13. DLK deletion leads to a decrease in cortical microgliosis in a *Csf1*- and *Atf3*-independent manner.** **a.** IBA1 immunostaining in a DLK WT and DLK cKO cortex showing that microgliosis is reduced in layer V, where DLK is deleted. Layer V is outlined. **b.** Quantification of percent area of IBA1 immunostaining in layer II/III compared to layer V in WT (n = 4) and cKO (n = 5) animals (\* p = 0.0190 by unpaired t-test). **c.** Immunostaining of IBA1 in the ipsilateral cortex of *Atf3* WT and cKO animals at 7 dpi showing no effect on microgliosis. Layer V is outlined. **d.** Quantification of IBA1 percent area in *Atf3* WT (n = 6) and cKO (n = 5) cortices, shown as layer II/III percent area over layer V percent area. **e.** Immunostaining of IBA1 in the ipsilateral cortex of *Csf1* WT and cKO animals at 7 dpi showing that cortical microgliosis after mTBI is not *Csf1*-dependent. Layer V is outlined. **f.** Quantification of IBA1 percent area in *Csf1* WT (n = 4) and cKO (n = 5) cortices, shown as layer II/III percent area over layer V percent area. ns: not significant. Error bars represent SEM. Scale bars, 500  $\mu$ m.

# Supplementary material for: The transcriptional response of cortical neurons to concussion reveals divergent fates after injury
**Source:** Nat Commun. 2025 Jan 27;16:1097. doi: 10.1038/s41467-025-56292-0
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File Name:** Supplementary Data 1

**Description:** Number of nuclei per cluster in the snRNAseq dataset.

# Supplementary material for: The transcriptional response of cortical neurons to concussion reveals divergent fates after injury
**Source:** Nat Commun. 2025 Jan 27;16:1097. doi: 10.1038/s41467-025-56292-0
**Supplement:** Supplementary file 4 — Reporting Summary

Last updated by author(s): YYYY-MM-DD

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection Cell Ranger 7.0.0, 10X Genomics, Zeiss Zen Software (Blue edition), Fiji v2.3.0/1.54h, ClampEx v11.03

Data analysis Seurat v4.1.3, RStudio v2023.12.0+369, GraphPad Prism v10, ClampFit v10.7

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The datasets generated in the current study are available from the corresponding author on reasonable request. Data will be deposited to GEO and accession codes will be available before publication.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

No sample-size calculation was performed. 

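With 1 library left out, the remaining 10 sums give fold changes but no test. All 1020 genes called between L5 ET and L2/3 IT kept their direction in each library alone, and so did all 302 between L5 IT and L2/3 IT. Of the 701 genes called between L5 ET and L5 IT, 689 to 701 did, and of the 1798 between inhibitory and excitatory subclasses, 1787 to 1797. Of the 1583 genes called between Pvalb and the other subclasses, 1570 to 1583 kept theirs. All these genes were called with both libraries together, which favours the same sign in each. The counts are therefore no independent replication. By fold change, 10 of the 14 ion channel genes were lower in L5 ET than in L2/3 IT without the female library. Of these, 7 were lower in each library alone.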

For sequencing experiments, two replicates were performed and analyzing just 1 of 2 did not dramatically change the clustering pattern nor the major conclusions. Sample sizes for histological analyses were chosen based on clear effects in wildtype animals in ipsilateral vs contralateral cortex and extrapolated to other manipulations.

### Data exclusions

Animals were excluded if they were outliers in loss of righting reflex, or, in the case of Thy1-YFP animals, exhibited too-sparse labeling for certain quantifications. Cells were excluded from electrophysiological analyses if they experience a 20% or higher increase in access resistance or high max spike rate consistent with interneurons. For sequencing experiments, outliers were identified based on number of expressed genes and mitochondrial proportions and removed from the data.

### Replication

Single nucleus data were replicated twice, and resulted in consistent clustering patterns and major conclusions. Major findings, such as the differential vulnerability of layer V and layer II/III neurons, were replicated with multiple mouse strains (ie Atf3-Cre and Atf3-CreER). All immunolabeling and in situ hybridization experiments were performed across 2-4 sections per animal.

### Randomization

In experiments where sham animals were used, littermates were randomized into sham or mTBI groups, maintaining roughly equal numbers of males and females per group. For other experiments, randomization was not used as all littermates with the appropriate genotype were administered mTBI.

### Blinding

Wherever possible, quantification of microscopy images was performed blinded. Blinding was performed for quantifications comparing two genotypes and all quantifications performed from high magnification images. For ipsilateral vs contralateral quantifications from low-magnification images, blinding was not possible because the ipsilateral cortex is evident.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Primary antibodies: guinea pig anti-Ankyrin-G (1:500, Synaptic Systems, 386-005), rabbit anti-ATF3 (1:500, Novus Biologicals, NBP1-85816), rat anti-CD68 (1:500, Bio-Rad, MCA1957), rat anti-CTIP2 (1:500, abcam, ab18465), mouse anti-GFAP (1:500, Sigma-Aldrich, G3893), chicken anti-GFP (1:500, Invitrogen, A10262), chicken anti-IBA1 (1:500, Synaptic Systems, 234-006), rabbit anti-phospho-cJun Ser63 (1:300, Cell Signaling Tech., 9261), rabbit anti-phospho-H2AX (1:400, Cell Signaling Tech., 2577), rabbit anti-Olig2 (1:500, Millipore, AB9610). A custom made rabbit anti- $\beta$ 4-Spectrin was shared by Dr. Damaris Lorenzo.                                                                                                                                                                                                                                                                                           |
| Validation      | Synaptic Systems: To date nearly one fifth of our antibodies are Knock-out or Knock-down validated.<br>Novus Biologicals: ATF3 was knockout-validated.<br>Invitrogen: GFP - This Antibody was verified by Relative expression to ensure that the antibody binds to the antigen stated.<br>Cell Signaling Tech: We guarantee that our antibodies are fit for purpose by carefully tailoring the combination of validation strategies applied to each product. This means customizing our validation process according to the biological role of the target, while considering the sensitivity requirements of the downstream assay, the availability of appropriate testing models, and the relevance of each method to target investigation.<br>Validated in-house: CD68 based on co-expression with IBA1 and lysosomal morphology, CTIP2 based on expected expression pattern, GFAP, IBA1, AnkG, and Olig2 based on expected morphology. |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mice; male and female; > 7w of age; Housing conditions: 12/12 hour light/dark cycle, humidity between 30-50%, temperature 72°C. Strains: Thy1-YFP, Jax Stock No. 003782; CAG-Sun1/sfGFP, Jax Stock No. 021039; Snap25-LSL-eGFP, Jax Stock No. 021879; Ai14, Jax Stock No. 007914; Rbp4-Cre, MMRRC Stock No. 037128-UCD; Ddit3 fl, Jax Stock No. 030816; Sarm1 KO, Jax Stock No. 03439; Eif2-S51A, Jax Stock No. 017601; Atf3-Cre; Atf3-CreER; DLK fl; Atf3 fl |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Reporting on sex        | For all studies, both male and female animals were used. For all analyses, potential differences between males and females were examined but not observed.                                                                                                                                                                                                                                                                                                    |
| Field-collected samples | The study did not involve samples collected in the field.                                                                                                                                                                                                                                                                                                                                                                                                     |
| Ethics oversight        | All experiments involving animals were performed in accordance with animal protocol 17-003, 20-003, and 23-003 approved by the NICHD ACUC.                                                                                                                                                                                                                                                                                                                    |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Seed stocks

Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.

Novel plant genotypes

Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.

Authentication

Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

How the deposited data were processed for this re-analysis (not part of the article)

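Nuclei were sorted by GFP from the ipsilateral cortex of Atf3-CreER::Sun1-sfGFP mice at 7 dpi, after tamoxifen (75 mg/kg) at 4 and 5 dpi. There were 2 libraries, each from a pool of 4 animals, 1 of males and 1 of females, made with 10X Genomics 3′ v3 chemistry. A field of the public label of the female library gives its sex as male. Its name, the deposited table and the counts of Xist and of genes on the Y chromosome put it as female, and it is called the female library throughout.

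The authors counted UMIs per gene and barcode with CellRanger on a GRCm38 pre-mRNA reference, with the sequence of the reporter added, and deposited these counts without normalization, both for barcodes called as nuclei and for all barcodes. The methods name version 7.0.1 of CellRanger, and the headers of the files of called barcodes name 7.0.1 for the male and 7.0.0 for the female library. The headers of the files of all barcodes name Cell Ranger 4, and the counts of the barcodes in both are equal. The authors made the deposited table of nuclei in Seurat, with the number of UMIs and genes, the percent of mitochondrial UMIs, the cluster and the predicted cell type of each nucleus. Cell types came from MapQuery, and a further column holds the subclass of the nuclei kept as neurons. The authors also deposited a matrix that is named a count matrix but holds values corrected for depth with SCTransform, a score. Its totals per nucleus equal the corrected totals of the table in all 8171 nuclei and the UMI totals in 20. This matrix was used for that check only. 1 column of the table, a name of the data set, was not used.

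The deposited labels differ from the names in the article. L5 PT was taken as L5 ET, L2/3 IT CTX-1 and CTX-2 as L2/3 IT, and L5 NP as L5/6 NP, while L4/5 IT was kept as a subclass of its own. The table gives no mapping score, and the reference behind its labels is not named in it. The table was used as deposited, because the limits in the methods (6000 genes, 5% mitochondrial UMIs) had not been applied to it.

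The matrices hold 31053 genes. The male library has 971939 barcodes with 27044175 UMIs and the female library 1015583 with 47589806. The sums of nuclei of a subclass are the unit of each test. With summed counts, the common dispersion was 0.0303, a biological coefficient of variation of 0.174. Shares of nuclei have exact binomial (Clopper-Pearson) 95% intervals, which cover counting error and not the spread between animals. Where a gene had 0 counts, 3 counts were taken as the limit.

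UMIs were summed per library and subclass for the 10 subclasses (6 excitatory, 4 inhibitory) with at least 20 nuclei over both libraries. Tests were made in R 4.3.3 with edgeR 4.0.16 (limma 3.58.1, data.table 1.17.8), using TMM factors, filterByExpr with the subclass as group, and the quasi-likelihood test (glmQLFit, glmQLFTest) with Benjamini-Hochberg adjustment, with a threshold of 0.05 on the adjusted p. A single fit of all 20 sums was used, and the comparisons were L5 ET against L2/3 IT, L5 IT against L2/3 IT, L5 ET against L5 IT, the mean of the inhibitory against the mean of the excitatory subclasses, and Pvalb against the mean of the others. Fold changes of 1 library alone are log2 ratios of CPM with TMM factors from its 10 sums, with 0.5 CPM added, and have no test. Counts and shares were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scanpy 1.11.5, with seed 1. Shares were also computed after thinning each nucleus to 2300 UMIs, the 20th percentile of the neuronal nuclei rounded down. For male against female neurons, the ratio of CPM had 0.5 added to each, and genes with at least 20 CPM in 1 library were compared. The nuclei labelled Unknown were compared with the annotated neurons in the same way, for genes with at least 10 CPM in both libraries. Neuronal nuclei with an Ecel1 UMI were compared with those without, in sums of at least 10 nuclei per library, subclass and status, with library and subclass as a block. Positions of genes are on GRCm38 with the GENCODE vM21 annotation.

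The genes named are those the article names or shows for the snRNAseq experiment, the 5 genes with the largest change in each direction among those called between L5 ET and L2/3 IT and changed the same way in both libraries, and sex-linked genes. For male against female neurons, the 5 largest ratios in each direction are named as well. Values in the figures of the article had been seen when the rule was written. Genes named outside the rule, Gm42418 among them, were chosen after their values were seen.

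Sums of the same library come from the same pool of animals, so the library pairs the subclasses. As a check, the differences between the libraries were correlated between subclasses over 8249 genes. In 45 pairs of subclasses the correlations ran from 0.00547 to 0.408, with a median of 0.0821. The fit with the library as a block was made as an alternative.

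The other alternatives for tests were DESeq2 1.42.0 with its own size factors, total counts in place of TMM, no filter on low counts, subtraction of an ambient profile, removal of called doublets, removal of neurons with at least 2 UMIs of 7 microglial genes, a fit of the 2 compared subclasses alone, and each library left out. The ambient profile was taken from barcodes with 1 to 50 UMIs and scaled by the 7 microglial genes. Scrublet, in scanpy, was run per library with an expected rate of 3% and marked 25 barcodes (0.618%) in the male and 3 (0.0712%) in the female library. Further alternatives were added after seeing the data. They included the limits of the methods, removal of the 3% of barcodes with the highest doublet scores, other joinings of labels, L6 IT left out, and classes taken from clusters. An alternative that keeps nuclei with a high mapping score was not run, since the table has no such column.

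The fits were tested on simulated data with 200 genes changed by a log2 of 1.5, drawn from the genes above the median level. edgeR called 99% of them between L5 ET and L2/3 IT, 67.5% between L5 IT and L2/3 IT, 73% between L5 ET and L5 IT, 100% between inhibitory and excitatory subclasses, 99% for Pvalb and 99.5% for Ecel1 status. Of the calls in the comparisons of subclasses, 3.88% to 5.81% fell on unchanged genes. In these comparisons the simulated subclasses shared the same mean profile apart from the changed genes, without a library effect. The rates may therefore not hold for genes of lower level or for the real sums. Left out were the subclasses with under 20 nuclei from tests, the reads, which were not used here, and the reference atlas, which was not analysed here. Some genes, and the results that need them, are not reported here.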

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

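The comparisons, the gene lists, the marker lists for the origin of the Unknown nuclei and the alternatives, apart from those added after, were set before the data were examined. The tests of explanations in this part were chosen only after the result was seen.

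In 8 comparisons of the listed genes reported here, the male and the female library went opposite ways, with a log2 fold change of at least 0.5 in each. The difference was not tested, since there is 1 library per sex. Female minus male, the difference between L5 IT and L2/3 IT was 5.01 for Gad2 (−4.42 in the male library, 0.59 in the female) and 3.67 for Lamp5 (−2.47, 1.20). Between L5 ET and L5 IT it was −5.11 for Sulf1 (2.93, −2.17), −5.29 for Gad2 (2.32, −2.97), −5.53 for Lamp5 (2.93, −2.60) and −1.80 for Foxp2 (0.75, −1.05). For Pvalb against the other subclasses it was −1.97 for Vip (0.72, −1.25). Each of these 7 comparisons has at most 1 UMI in its smallest sum, so these values are no bounds. In all 7, the counting intervals of the libraries overlap, which is consistent with counting error. The sex of the animals, the UMIs per nucleus of the libraries and the few L5 IT nuclei (15 and 20) were not separated.

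The eighth comparison is that of Jun between L5 ET and L5 IT, at −3.12 female minus male (2.49 in the male library, −0.62 in the female). It rests on 2 Jun UMIs in male and 48 in female L5 IT, against 201 and 437 in L5 ET. Counting error alone is argued against, as the interval of the log2 ratio ends at −0.40 in the female library and begins at 0.39 in the male. Of the 48 female UMIs, 54.2% came from 2 of the 20 nuclei, so a few nuclei with many Jun UMIs may account for part of the difference. With so few nuclei, this and a difference of sex cannot be told apart, and the difference itself was not tested.

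The reporter transcript, which the article does not report on, gave 159 UMIs in neuronal nuclei, 36 in the male and 123 in the female library, above the limit of a count of 0. It was found in 2.32% of the male and 8.74% of the female neurons, and in 0.710% and 2.10% of microglia. Depth alone is argued against in the female library. After thinning, 3.04% (2.10–4.25%) of its neurons and 1.12% (0.679–1.75%) of its microglia had a UMI, with 117 and 649 nuclei left out. In the male library the thinned shares were 1.92% and 0.515%, with intervals that overlap. Free RNA and a difference in reporter expression between the classes stay open, and neither was tested.

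Gm42418, a gene that the article does not discuss, took 21.9% of the UMIs of female microglia and 14.9% of those of male microglia. In neurons it took 9.00% of the UMIs in the female and 4.03% in the male library. Free RNA as the whole source is argued against, since the empty droplets held 8.44% in the female and 5.67% in the male library, less than microglia in both. Reads shared with other genes or with repeats were not examined, and no biological explanation was tested.

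The nuclei labelled Unknown, which the article names without analysing their genes, gave a signal far above the annotated neurons in Stra6, with a mean log2 ratio of 7.12. These 395 nuclei (225 male, 170 female) lie in clusters 7 (333) and 23 (62), with a median of 3314 and 7918.5 UMIs. Reference mapping had labelled 335 of them L2/3 IT CTX-1 and 51 L6 IT CTX. The 9 leading genes after Stra6 were Ntf3 (6.53), Smoc2 (6.32), Vwa3b (6.00), Plk5 (5.76), Gm44724 (5.63), Car12 (5.58), Ndst4 (5.49), Ppl (5.43) and Gm46123 (5.37). After subtraction of ambient RNA 1 of the 10 stayed among the leading genes.

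Few of the Unknown nuclei had an Ecel1 UMI. Depth is argued against as the cause, since after thinning 2.81% had one, against 48.5% of the annotated neurons. For an origin in the dentate gyrus, 1 of 3 markers was at least 4-fold higher in both libraries, Prox1 with a log2 ratio of 4.78. Dsp reached 1.65, and C1ql2 (0.54) was near the floor. Of the other origins, 1 of 3 hippocampal pyramidal markers (Zbtb20, 4.00), 1 of 3 claustral markers (Synpr, 2.54) and 1 of 5 thalamic markers (Ntng1, 3.69) passed 4-fold. None of the markers of striatal projection neurons, Cajal-Retzius cells, Meis2 interneurons or immature neurons did. Slc17a7 was higher by 2.54. Of the other markers on these lists, Gnb4 (claustrum) was lower by −4.18, while Nr4a2 (claustrum) was higher by 2.12 (1.62 male, 2.61 female). Slc17a6 (thalamus) had 0 CPM in both libraries. Fibcd1 and Spink8 (hippocampal pyramidal) were near the floor, with mean log2 ratios of 0.19 and −0.42. Rora (thalamus) stood at the level of the annotated neurons (0.02). The nuclei stay unnamed, as no list had 3 markers past the limit, and an origin in the dentate gyrus stays open.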

How the results depend on the processing

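The settings added only after the data were seen include those with the limits of the methods, the highest doublet scores removed, other joinings of labels, L6 IT left out and classes taken from clusters. Of 103 alternatives to 21 summary results that keep both libraries, with removal of called doublets not counted, 84 left the result within its replicate spread, or within 1.5 times for a count.

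The fit with the library as a block is the paired analysis. It raised the count of called genes from 1020 to 1772 between L5 ET and L2/3 IT, and from 302 to 466 between L5 IT and L2/3 IT. The other 3 counts stayed within 1.5 times. Of 39 gene results with a test, of which 22 were called, 4 others were called with the block (Cacna1a between L5 ET and L2/3 IT, and Ecel1 and Sox11 in Pvalb, among them), and it changed no other call.

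Subtraction of ambient RNA left 117 genes called between L5 ET and L2/3 IT, 12 between L5 IT and L2/3 IT, 124 between L5 ET and L5 IT, 807 between inhibitory and excitatory subclasses and 335 for Pvalb, with 7069 genes tested. Of the called genes tested there, 959 of 964, 297 of 297, 682 of 683, 1710 of 1715 and 1496 of 1500 kept their direction. The loss went with the scaling, since 16.7% to 78.6% of each sum was taken as ambient with all 7 microglial genes.

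Without neurons that held microglial UMIs, 67, 24, 75, 366 and 206 genes were called of 3961 tested, in the same order of comparisons. Far fewer nuclei were left, in the female library 9 of L5 ET, 25 of L2/3 IT, 8 of Pvalb, 1 each of L5 IT and Vip, and 0 of L6 CT and Lamp5. The changes under this setting rest on these small sums. Of the called genes tested there, 683 of 687, 240 of 241, 527 of 541, 1192 of 1233 and 1019 of 1052 kept their direction. L4/5 IT joined to L5 IT, also added after, raised the count against L5 ET from 701 to 1499, with more nuclei in the group.

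DESeq2 called 1033, 377, 780, 1856 and 1561 genes. It moved the share called higher from 63.2% to 76.1% between L5 IT and L2/3 IT, from 39.9% to 29.2% between L5 ET and L5 IT, and from 64.2% to 54.3% for Pvalb. Total counts and no filter on low counts left all 5 counts within 1.5 times. So did removal of the 3% of barcodes with the highest doublet scores, added after, with 1058, 305, 702, 1814 and 1535 genes called. Removal of called doublets keeps 2568 of 2580 neurons, so it is no check. With total counts the share called higher for Pvalb was 55.2%. With no filter it rose to 55.3% between L5 ET and L5 IT, which turns the majority, and to 72.8% for Pvalb, and fell to 50.1% between L5 IT and L2/3 IT. The cause was not tested.

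Several fold changes reversed, all of them uncalled but that of Atf3. Kcnma1 between L5 ET and L2/3 IT (−0.02) turned to 0.01 (0.00873) with no filter on low counts and to 0.00 (0.00117) with only the 2 subclasses. Without neurons that held microglial UMIs, Cacna1a (−0.59) turned to 0.37, Kcnab1 (−0.33) to 0.45, and Atf3 between inhibitory and excitatory subclasses (1.20) to −0.62. Between the same classes, Ecel1 (0.02) turned to −0.0164 with total counts, −0.00 (−0.00244) with no filter and −0.18 after ambient subtraction, and Ret (0.04) to −0.00 (−0.000318) and −0.0916 with total counts and ambient subtraction. The cause was not tested.

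Of the 39 gene results, 36 kept their direction and side of the threshold with DESeq2, 35 each with total counts and with no filter, and 25 after ambient subtraction, where 12 lost the call. Without neurons that held microglial UMIs, 24 of 34 did and 7 lost the call, and with only the 2 subclasses 23 of 25 did. With each library alone there is no test. Without replicate 1 (male), 31 of the 39 values moved by less than their error, and without replicate 2 (female) 23.

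The share of inhibitory nuclei rose from 8.39% to 8.84% with at least 500 genes. With classes from clusters, added after, that of astrocytes rose from 1.41% to 1.53%. Of the 5 axon growth genes, 1 to 2 were highest in an inhibitory subclass when a library was left out, 2 without the female library. Of the 6 pro-apoptotic and ER stress genes, 1 was highest in L5 ET or L5 IT with all nuclei pooled, and 1 to 2 when a library was left out, 1 without the female library. Genes at least 2-fold different between male and female neurons rose from 112 to 163 when ratios were taken within subclasses. Genes called by Ecel1 status fell from 1081 to 203 after thinning, which also leaves fewer genes to test and sets the status anew. Of the 10 leading genes of the Unknown nuclei, 1 stayed after ambient subtraction. The cause was not tested for the others.

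Of the shares of nuclei, thinning moved 15 of 18, so depth limits what a share can show, and 3 stayed within the replicate spread. All 36 shares and CPM values stayed within it with nuclei pooled. After ambient subtraction, 7 of 12 CPM values moved and 5 stayed. With 2 libraries, a share or level of 1 library alone lies within their SD by construction. So does that of all nuclei pooled. Neither says anything about stability. The alternative that keeps only nuclei with a high mapping score was not run, since no score was at hand. Other groupings of the samples were not tried, as each group comes from the same 2 libraries. No paired analysis was possible for the shares, counts of nuclei and male against female ratios because they come from no test.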

Differences from the paper's values

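The limits of the methods, the joining of L4/5 IT to L5 IT and the tallies with L6 IT left out were chosen only after the result was seen. No test of an explanation is reported in this part. The article counts 485 L5 IT nuclei in Supplementary Data 1, and the deposited table labels 35. With at least 500 genes and without called doublets, the alternatives set before the data were examined that apply to these counts, there were 35 and 35, so neither came within 1.5 times. Within the limits of the methods, chosen after seeing the data, there were 32. The deposited table has a label L4/5 IT that the article's list lacks, and L4/5 IT and L5 IT together hold 206 nuclei, a joining chosen after seeing the values that also stays apart from 485.

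For L6 IT the article counts 13 nuclei, and the deposited table 188. There were 171 with at least 500 genes and 188 without called doublets, both planned and both apart from the article's count. Within the limits of the methods, chosen after seeing the data, there were 187. The other subclasses and all cell classes lie within 1.5 times of the article's counts.

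The text of the article places axon growth genes highest in Pvalb and other interneuron subclasses. Of the 5 such genes in Fig. 2g, 1 was highest in an inhibitory subclass here (Nmnat2, in Lamp5, at 546 CPM) and 0 in Pvalb. Ecel1, Sprr1a and Sox11 were highest in L6 IT and Ret in L6 CT. In Fig. 2g, read by eye, several of these genes also look highest in L5 ET, so the difference is with the sentence more than with the figure. With L6 IT left out, 3 were highest in L5 ET, 1 in an inhibitory subclass and 0 in Pvalb. Without replicate 2 (the female library), 2 were highest in an inhibitory subclass, Ret in Pvalb among them. For Ret, Pvalb was called higher than the mean of the other subclasses, with a log2 fold change of 0.91, and for Atf3, which the article names beside these genes, Pvalb was highest at 389 CPM.

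The article places pro-apoptotic and ER stress genes highest in layer V and low in layer II/III. Of the 6 such genes in Fig. 2g, 2 were highest in L5 ET or L5 IT and 0 were lowest in L2/3 IT, while 5 were higher in L5 ET than in L2/3 IT by mean CPM, and 6 by fitted fold change, with Eif2ak3 near 0. The subclasses ranked hold other nuclei than in the article, as the counts of L5 IT and L6 IT show. With L6 IT left out, 4 of the 6 were highest in L5 ET or L5 IT. Ddit3, the gene named, was higher in L5 ET than in L2/3 IT (212 and 89.4 CPM). By the mean of the libraries it was highest in L6 IT (254 CPM), but in the female library L5 IT (244 CPM) and L5 ET (154 CPM) stood above L6 IT (151 CPM), and the thinned share was highest in L5 ET (34.5%).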

Other observations

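The tests of explanations in this part were chosen only after the result was seen. The comparison by Ecel1 status and its thinning were planned.

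The L6 IT label is spread over 10 clusters. In clusters led by an inhibitory subclass, 8 of 45 nuclei with the label had a Gad2 UMI (17.8%, 8.00–32.1%), against 2 of 143 in the other clusters (1.40%, 0.170–4.96%), at medians of 2091 and 2104 UMIs. The clusters were made from the same counts, so this split cannot decide whether the 45 nuclei are of a layer VI intratelencephalic type. Of the whole label, 21.3% of the nuclei lay in the cluster that held most of them, which leaves a layer VI type open. In 7 of 9 clusters led by another subclass, nuclei with the label had fewer UMIs than the leading subclass, so low depth may play a part in the label. Whether depth or type decides cannot be told apart here, as the label was made from the same counts.

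Of the genes at least 2-fold different between male and female neurons, 86 were also compared in microglia, and 77 differed in the same direction there (89.5%, against 71.8% of all 5084 genes compared). This is consistent with a difference between the libraries shared by all cells, of UMIs per nucleus, preparation or sex. Of the 86, 53 also differed at least 2-fold in microglia. The median log2 ratio of female to male neurons was −0.12, and no replicate check was possible.

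Neuronal nuclei with an Ecel1 UMI (1683) were compared with those without (745) in 28 sums, with 14 combinations of library and subclass as blocks. At an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1081 of 7400 genes differed, 480 higher and 601 lower in Ecel1-positive nuclei. DESeq2 called 1000, and a limit of at least 2 UMIs gave 1013. Positive nuclei were deeper, with medians of 4302 and 2760 UMIs in the male and 9563 and 3772 in the female library. After thinning, with the status set anew on the thinned counts (1002 positive and 989 negative nuclei), 203 genes were called. Positive nuclei whose Ecel1 UMIs were lost then count as negative, so the drop is not one of depth alone. Of the 1081, 858 were tested there, 794 kept their direction and 174 were called in the same direction, which argues against depth as the whole cause. Depth as a part of the cause stays open.

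By Ecel1 status, 9 of the 14 ion channel genes were lower in positive nuclei, and 6 were called, 5 of them lower. After thinning, 2 were called, Kcnab1 (log2 fold change −0.73) and Kcnq5 (−0.75), both lower. Of 9 marker genes tested, 8 were lower and 4 were called, and after thinning 8 of 8 were lower and 0 were called by edgeR at an adjusted p under 0.05. The study picked both lists on these samples, and Ecel1 status is not a measure of injury.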
